# Cxcr3 promotes protection from colorectal cancer liver metastasis by driving NK cell infiltration and plasticity

**DOI:** 10.1172/JCI184036

**Published:** 2025-04-01

**Authors:** Eleonora Russo, Chiara D’Aquino, Chiara Di Censo, Mattia Laffranchi, Luana Tomaipitinca, Valerio Licursi, Stefano Garofalo, Johann Promeuschel, Giovanna Peruzzi, Francesca Sozio, Anna Kaffke, Cecilia Garlanda, Ulf Panzer, Cristina Limatola, Christian A.J. Vosshenrich, Silvano Sozzani, Giuseppe Sciumè, Angela Santoni, Giovanni Bernardini

**Keywords:** Immunology, Oncology, Cell migration/adhesion, Innate immunity, NK cells

## Abstract

The antimetastatic activity of NK cells is well established in several cancer types, but the mechanisms underlying NK cell metastasis infiltration and acquisition of antitumor characteristics remain unclear. Herein, we investigated the cellular and molecular factors required to facilitate the generation of an ILC1-like CD49a^+^ NK cell population within the liver metastasis (LM) environment of colorectal cancer (CRC). We show that CD49a^+^ NK cells had the highest cytotoxic capacity among metastasis-infiltrating NK cells in the MC38 mouse model. Furthermore, the chemokine receptor CXCR3 promoted CD49a^+^ NK cell accumulation and persistence in metastasis where NK cells colocalize with macrophages in CXCL9- and CXCL10-rich areas. By mining a published scRNA-seq dataset of a cohort of patients with CRC who were treatment naive, we confirmed the accumulation of CXCR3^+^NK cells in metastatic samples. Conditional deletion of *Cxcr3* in NKp46^+^ cells and antibody-mediated depletion of metastasis-associated macrophages impaired CD49a^+^NK cell development, indicating that CXCR3 and macrophages contribute to efficient NK cell localization and polarization in LM. Conversely, CXCR3^neg^ NK cells maintained a CD49a^–^ phenotype in metastasis with reduced parenchymal infiltration and tumor killing capacity. Furthermore, CD49a^+^ NK cell accumulation was impaired in an independent SL4-induced CRC metastasis model, which fails to accumulate CXCL9^+^ macrophages. Together, our results highlight a role for CXCR3/ligand axis in promoting macrophage-dependent NK cell accumulation and functional sustenance in CRC LM.

## Abstract 2

The chemokine receptor CXCR3 supports NK cell migration and persistence into colorectal cancer liver metastasis, where NK cells are activated by macrophages and restrain metastasis growth

## Introduction

Colorectal cancer (CRC) is the third most frequent cancer and the second cause of cancer-related death world wide. Poor prognosis is mainly associated with metastasis onset, with 70% of metastases being confined to the liver (1).

At steady state, the liver contains conventional NK cells (cNK), which are defined as CD49a^–^CD49b^+^Eomes^+^, and tissue-resident CD49a^+^CD49b^–^Hobit^+^ type 1 innate lymphoid cells (ILC1s) (2, 3). NK cells are cytotoxic lymphocytes exerting key functions in protection against cancer initiation and metastasis and serve as prognostic factors in several cancer types (4, 5). Recent studies revealed that ILC1 subsets express granzymes and show killing capacity, challenging their traditional classifications as helper-like cells (6, 7) and indicating the functional competence of liver innate lymphocytes to respond to and eliminate disseminated tumor cells. Indeed, a recent study by Ducimetière et al. found that ILC1s are necessary in early stages to inhibit CRC liver metastatic seeding, while NK cells have enduring antimetastatic functions in MC38-injected mice (8). This function of NK cells may be acquired following activation by liver macrophages, which can promote NK cell tumoricidal function by secreting IL-18 or presenting 41BBL (9, 10). Conversely, an additional ILC state has been identified within the metastatic environment, resembling a CD49a^+^ ILC subset previously observed in various pathological and tumoral conditions, resulting from NK cell conversion induced by TGF-β1 (8, 11, 12). The role of these ILC1-like cells in cancer is controversial, with opposing functional outcomes such as immune suppression or potent effector functions, possibly linked to different tumor contexts (11, 13, 14). Hence, understanding the mechanisms that enable NK cells to access local metastatic niches, thereby contributing to their plasticity, will facilitate the identification of key immune regulators that critically affect metastatic tumor progression. In this regard, chemotactic factors and adhesion molecules deeply influence the evolution of tumor microenvironment (TME) by directing immune cell infiltration and retention (15).

Chemokine receptor expression drives distinct migratory patterns in NK cell subsets with diverse effector functions, enabling their tissue localization during immune surveillance or pathological conditions (16–19).

The chemokine receptor CXCR3 has been shown to promote antitumor response by favoring T and NK cell tumor infiltration (18, 20–22), but there is no evidence on its impact on NK cell behavior in the metastasis microenvironment (MME). Furthermore, CXCL9 expression levels are positively correlated with overall survival and disease-free survival in CRC (23, 24), although the underlying mechanism is still unclear.

Here, to understand the impact of the specific MME on the development and behavior of type 1 innate lymphocytes, we employed 2 distinct orthotopic mouse models of liver metastasis based on intrasplenic injection of murine colon adenocarcinoma cell lines characterized by contrasting mutational status of mismatch repair genes. Transcriptomic and FACS analyses show abundant infiltration of a CD49a^+^CD49b^+^ILC1-like NK cell population, which displays features of proliferation, active glycolysis, and tissue residency, as well as of activation by IL-15 and type I interferon in MC38-induced metastasis. Conversely, CD49a^+^NK cell tumor infiltration was profoundly impaired in SL4-induced metastasis. We showed that metastasis-associated macrophages (MAMs) are important regulators of NK cell plasticity, able to promote the ILC1-like phenotype in vitro and in vivo. Finally, by generating a mouse model with NKp46^+^ ILC-specific deletion of *Cxcr3* gene, we demonstrated a key role of CXCR3 in CD49a^+^ILC1-like NK cell differentiation in vivo and that CXCR3^+^ NKp46^+^ cells restrain liver metastasis outgrowth.

In summary, our data reveal a nonredundant role of CXCR3 in regulating ILC1-like NK cell accumulation in metastasis, linked to the ability of this receptor to facilitate NK cell activation by macrophages in liver metastasis.

## Results

### The MC38 liver MME induces generation of NK cells with proliferative and tissue-residency transcriptional profiles marked by CD49a expression.

NK cells and ILC1 robustly participate in the protection against MC38 cell seeding and growth in the liver (8, 9). Nevertheless, the mechanisms involved in shaping new NK cell phenotypes in the MME and their relevance in the antitumor immune response remain unclear. In the MC38 model, we found that liver metastasis growth was associated with the expansion of a CD49a^+^CD49b^+^ NK cell subset and with marked NK cell infiltration, while ILC1s were almost excluded from liver metastasis (LM) (Figure 1A). Transcriptomic analysis of sorted type 1 ILC populations from MC38 metastasis (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI184036DS1) revealed that CD49a^+^ NK cells clustered close to CD49a^–^ NK cells from metastasis-free liver (MFL) and LM and not to MFL ILC1 (Figure 1B). However, compared to NK cells, they exhibited increased expression of genes that characterize liver ILC1s, including *Itga1*, *Tnfsf10*, *Ahr*, *Socs2*, *Inpp4b*, *Gzmc*, and *Sema6d* (25). 

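For this comparison, livers of mice with metastases grown from MC38 cells, a mouse colon adenocarcinoma line injected into the spleen, were analyzed 20 days after injection, and type 1 lymphocytes were sorted from pools of 6 to 8 MFL or LM samples. The 4 sorted populations were MFL NK cells (CD49a-CD49b+), MFL ILC1 (CD49a+CD49b-), LM CD49a- NK cells and LM CD49a+ NK cells (CD49a+CD49b+), with 3 libraries each. LM was digested with Liberase and MFL parenchyma was smashed and filtered, so the site of origin and the dissociation cannot be separated in these libraries. The authors made stranded total RNA libraries, trimmed the reads, assigned them to the GENCODE M27 transcripts of GRCm39 with Salmon v1.5.0 and a decoy-aware index, and summed transcripts to genes with tximport v1.28.0. The deposited values are estimated counts per gene without normalization. They summed to between 12752209 and 13169511 per library (median 13043713) in MFL NK cells, to between 8795721 and 14386834 (median 9252160) in LM CD49a- NK cells, to between 10591055 and 11943368 (median 10661557) in LM CD49a+ NK cells and to between 10078965 and 12387665 (median 12353127) in MFL ILC1. The counts were rounded to whole numbers, scaled by edgeR's TMM method and tested by edgeR's quasi-likelihood test in one fit of the 12 libraries, over the 13594 genes that passed edgeR's filterByExpr. Genes with a Benjamini-Hochberg adjusted p under 0.1, the FDR of Supplemental Figure 1B, were called. Expression is given as CPM after TMM scaling. The coefficient of variation between replicates, estimated over all genes, was 0.517 in MFL NK cells, 0.657 in MFL ILC1, 1.09 in LM CD49a+ NK cells and 1.25 in LM CD49a- NK cells. The fit estimated a common spread per gene over all 12 libraries, so its p-values within LM do not carry the larger spread there. A fit of only the LM populations, with fewer libraries to estimate the spread, called 3 genes between them. The fit of all libraries called 19. Genes with 10 or more counts numbered 11780 to 13205 per library in MFL NK cells, 11651 to 13218 in MFL ILC1, 10511 to 12093 in LM CD49a+ NK cells and 9608 to 12601 in LM CD49a- NK cells.

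In a principal component analysis (PCA) of the variance-stabilized counts of these genes, PC1 held 25.0% and PC2 16.3% of the variance. On these components, the mean of the LM CD49a+ NK libraries lay at a distance of 10.6 from the mean of MFL NK cells, of 12.5 from the mean of LM CD49a- NK cells and of 39.7 from the mean of MFL ILC1. The largest distance between replicates of one population was 6.56 in MFL NK cells, 10.3 in MFL ILC1, 28.2 in LM CD49a+ NK cells and 69.2 in LM CD49a- NK cells. The distances among the NK populations were therefore within the spread of the LM replicates, and the distance to MFL ILC1 exceeded the spread of each population except LM CD49a- NK cells. The distance to MFL ILC1 was 4.89 times the distance to the mean of MFL NK and LM CD49a- NK cells. Taken singly, LM CD49a+ NK libraries 1, 2 and 3 each gave a lower ratio, of 4.09, 2.55 and 2.73 (mean 3.12, SD 0.845). Among the alternatives, the distance over all genes in place of PC1 and PC2 gave the lowest value, 1.41, and log2 CPM in place of variance-stabilized counts the highest, 15.7. With 1 library left out, the ratio ranged from 1.52 without LM CD49a- replicate 2 to 11.0 without MFL NK replicate 1. It was also lower without LM CD49a- replicate 1 (1.71), LM CD49a+ replicate 2 (2.71), LM CD49a+ replicate 3 (2.77) or MFL ILC1 replicate 1 (2.60).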

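*Itga1* encodes CD49a, the integrin used for sorting. It lies on chromosome 13 of GRCm39 from 115089632 to 115238677 (ENSMUSG00000042284.11). Its expression was 134 ± 26.5 CPM (SD, n = 3) in LM CD49a+ NK cells, 11.4 ± 5.61 CPM in LM CD49a- NK cells, 11.5 ± 7.45 CPM in MFL NK cells and 662 ± 17.1 CPM in MFL ILC1. LM CD49a+ NK cells exceeded LM CD49a- NK cells by a log2 fold change of 3.56 (standard error 0.42, adjusted p = 0.00198 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and MFL NK cells by 3.55 (adjusted p = 0.00039). *Inpp4b* (ENSMUSG00000037940.18, chromosome 8, 82069185 to 82854543) showed the largest of these changes within LM, with 82.3 ± 23.7 CPM in CD49a+ and 1.67 ± 1.18 CPM in CD49a- NK cells (log2 fold change 5.65, standard error 0.72, adjusted p = 0.00307), and a log2 fold change of 4.24 over MFL NK cells (adjusted p = 0.00477). *Gzmc* (ENSMUSG00000079186.4, chromosome 14, 56468857 to 56479211) had 73.5 ± 58.0 CPM in LM CD49a+, 4.92 ± 4.57 CPM in LM CD49a- and 1.04 ± 0.0184 CPM in MFL NK cells, with log2 fold changes of 3.90 (standard error 0.76, adjusted p = 0.0853) and 6.13 (adjusted p = 0.00183). *Sema6d* (ENSMUSG00000027200.18, chromosome 2, 123931715 to 124509928) had 25.2 ± 16.2 CPM, 0.524 ± 0.908 CPM and 1.73 ± 2.15 CPM in the same populations. Its log2 fold change was 5.41 within LM (standard error 1.10, adjusted p = 0.0933) and 3.87 over MFL NK cells, where the difference did not pass the threshold (adjusted p = 0.129).

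For *Ahr* (ENSMUSG00000019256.18, chromosome 12, 35547973 to 35585057), expression was 137 ± 41.0 CPM in LM CD49a+, 43.5 ± 26.7 CPM in LM CD49a- and 10.5 ± 5.97 CPM in MFL NK cells. The difference passed the threshold over MFL NK cells (log2 fold change 3.71, adjusted p = 0.00143) but not within LM (1.66, standard error 0.46, adjusted p = 0.280). *Tnfsf10*, which encodes TRAIL (ENSMUSG00000039304.12, chromosome 3, 27371033 to 27396576), had 71.1 ± 29.2, 20.2 ± 15.3 and 14.0 ± 2.22 CPM, and likewise differed from MFL NK cells (2.34, adjusted p = 0.0181) and not from LM CD49a- NK cells (1.82, standard error 0.41, adjusted p = 0.151). *Socs2* (ENSMUSG00000020027.19, chromosome 10, 95219523 to 95253929) had 29.4 ± 10.1, 6.90 ± 5.02 and 6.14 ± 3.45 CPM and passed the threshold in neither comparison (2.08, standard error 0.63, adjusted p = 0.286, and 2.26, adjusted p = 0.201). For all 7 genes, each LM CD49a+ library lay above each library of LM CD49a- and of MFL NK cells (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Thus 4 of the 7 genes were called within LM and 5 of 7 against MFL NK cells. Adjusted over the list alone, 7 of 7 were called in both comparisons, which is not independent evidence because the study chose these genes on the same libraries.

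The calls of *Gzmc*, *Sema6d*, *Ahr*, *Tnfsf10* and *Socs2* changed when 1 library was left out, which also leaves fewer libraries for the test. Within LM, *Gzmc* was not called without LM CD49a+ replicate 1 (adjusted p = 0.289, with a range from 0.0308 over the fits that each left out a library) or replicate 2 (0.103). Nor was *Sema6d* without LM CD49a- replicate 1 (0.236), LM CD49a- replicate 2 (0.105) or LM CD49a+ replicate 1 (0.243), against a lowest value of 0.0172. *Ahr* was called without LM CD49a- replicate 2 (0.0843, range to 0.514), *Tnfsf10* without LM CD49a- replicate 1 (0.0094, range to 0.242) and *Socs2* without LM CD49a- replicate 3 (0.0934, range to 0.514). Against MFL NK cells, *Tnfsf10* was not called without MFL NK replicate 3 (0.117, range from 0.0178), and *Sema6d* was called without LM CD49a+ replicate 2 (0.0773, range to 0.446) or MFL NK replicate 1 (0.0896). With the replicate block, *Sema6d* was called there as well (0.0953, range from 8.75e-11 over all alternatives). The other tests moved the calls within LM in opposite directions. DESeq2 called 543 genes, among them *Tnfsf10* (0.00651), *Ahr* (0.0468) and *Socs2* (0.0449), and without a low-count filter *Tnfsf10* (1.53e-05) and *Ahr* (0.00692) were called, with ranges over all alternatives from 1.53e-05, 0.00692 and 0.0449 to 1.00. By contrast, limma-voom with sample quality weights called 0 genes, with 746 genes at an unadjusted p under 0.05, and gave adjusted p-values within LM of 0.135 for *Itga1*, 0.665 for *Inpp4b*, 0.879 for *Gzmc* and 0.882 for *Sema6d*. These were part of ranges over all alternatives from 7.76e-27 to 0.135, from 1.27e-41 to 0.665, from 5.39e-12 to 0.962 and from 5.09e-17 to 1.00, respectively.

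**Figure D1:**
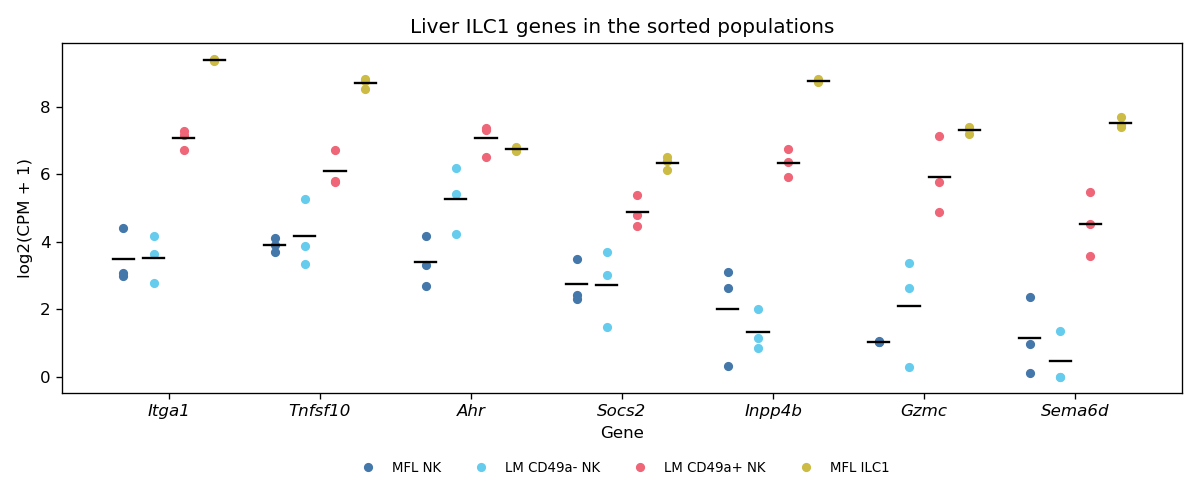
Expression, as log2(CPM + 1), of *Itga1*, *Tnfsf10*, *Ahr*, *Socs2*, *Inpp4b*, *Gzmc* and *Sema6d* in the 4 sorted populations. Points are the 3 libraries of each population and bars their means, and the LM CD49a+ NK points of each gene lie above those of both CD49a- NK populations.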

CD49a^+^ NK cells showed low expression of *Itga4*, *Itgam*, *Itga2*, *S1pr5*, and *Cx3cr1*, as well as the Ly49 receptors *Klra4* and *Klra8*, which are expressed by conventional NK cells but not by ILC1. Furthermore, CD49a^+^NK cells displayed upregulated expression of the transcription factor *Tcf7* in respect to CD49a^–^ NK cells, while *Bcl11b* was downmodulated, suggesting an immature phenotype with a program of cell survival and proliferation (Figure 1C and Supplemental Figure 1B) (26, 27). 

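*Itga4* (ENSMUSG00000027009.19, chromosome 2, 79085660 to 79163467) had 769.9 ± 19.8 CPM (SD, n = 3) in LM CD49a+ NK cells, 1685 ± 124 CPM in LM CD49a- NK cells, 2094 ± 254 CPM in MFL NK cells and 230 ± 5.49 CPM in MFL ILC1. It was lower in LM CD49a+ NK cells than in LM CD49a- NK cells (log2 fold change −1.13, standard error 0.20, edgeR adjusted p = 0.0402) and than in MFL NK cells (−1.44, adjusted p = 0.00144). For *Itgam*, which encodes CD11b (ENSMUSG00000030786.19, chromosome 7, 127661808 to 127717753), the values were 253 ± 101, 832 ± 82.1, 934 (1163, 865 and 775 in replicates 1, 2 and 3) and 39.5 ± 8.50 CPM in the same order, with log2 fold changes of −1.72 (standard error 0.29, adjusted p = 0.0402) and −1.89 (adjusted p = 0.00524). *Itga2*, which encodes CD49b, the other sorting marker (ENSMUSG00000015533.10, chromosome 13, 114969617 to 115068636), had 128 ± 79.7 CPM in LM CD49a+, 292 ± 47.2 CPM in LM CD49a- and 346 ± 41.1 CPM in MFL NK cells and 36.9 ± 15.3 CPM in MFL ILC1. Its difference passed the threshold neither within LM (−1.19, standard error 0.36, adjusted p = 0.292) nor against MFL NK cells (−1.43, adjusted p = 0.128). *S1pr5* (ENSMUSG00000045087.9, chromosome 9, 21154208 to 21159746) fell from 249.5 ± 37.6 CPM in MFL NK cells through 108 ± 82.4 CPM in LM CD49a- to 39.1 ± 35.6 CPM in LM CD49a+ NK cells. *Cx3cr1* (ENSMUSG00000052336.8, chromosome 9, 119877749 to 119898945) fell from 97.1 ± 35.5 through 27.7 ± 13.7 to 18.1 ± 15.1 CPM. For both, the libraries of the LM populations overlapped, and neither comparison passed the threshold (adjusted p = 0.442 and 0.193 for *S1pr5*, 0.885 and 0.473 for *Cx3cr1*).

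The Ly49 genes *Klra4* (ENSMUSG00000079852.5, chromosome 6, 130020690 to 130044294) and *Klra8* (ENSMUSG00000089727.3, chromosome 6, 130092152 to 130106938) belong to a family of near-identical neighboring genes, between which the counting could have split reads, so their values are uncertain. *Klra4* had 97.3 ± 31.5 CPM in LM CD49a+, 343 ± 85.4 CPM in LM CD49a- and 367 ± 71.7 CPM in MFL NK cells and 10.3 ± 13.8 CPM in MFL ILC1, without a call (log2 fold change −1.82, standard error 0.62, adjusted p = 0.349 within LM, and −1.92, adjusted p = 0.312 against MFL NK cells). *Klra8* had 168 ± 30.2, 387 ± 124, 453 ± 43.2 and 11.4 ± 4.43 CPM and was called only against MFL NK cells (−1.43, adjusted p = 0.0323, and −1.20, standard error 0.29, adjusted p = 0.204 within LM). All 7 genes were lower in LM CD49a+ NK cells in both comparisons, and 2 of 7 were called within LM and 3 of 7 against MFL NK cells. Adjusted over the list alone, 6 and 7 were called, on a list that the study chose on these libraries. Each of the 7 was lower in MFL ILC1 than in MFL NK cells, with adjusted p-values from 6.28e-08 for *Klra8* and *Itga4* to 0.0334 for *Cx3cr1*.

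Several of these calls changed when 1 library was left out, which also leaves fewer libraries for the test. The log2 fold changes moved less, from −1.19 to −1.10 for *Itga4* within LM. For *Klra8* against MFL NK cells they ranged from −1.59 to −1.33. Within LM, *Itga4* was not called without LM CD49a+ replicate 1 (adjusted p = 0.152, range from 0.0172 over the fits that each left out a library) or replicate 2 (0.106), nor *Itgam* without LM CD49a+ replicate 1 (0.108, range from 0.0272), while *Itga2* was called without LM CD49a+ replicate 3 (0.0503, range to 0.546). Against MFL NK cells, *Klra8* was not called without LM CD49a+ replicate 3 (0.139), MFL NK replicate 1 (0.160) or MFL NK replicate 3 (0.127), with a lowest value of 0.0703. *Itga2* was called without LM CD49a+ replicate 3 (0.0109, range to 0.420) and *S1pr5* without LM CD49a+ replicate 2 (0.0632, range to 0.560). With the replicate number as a replicate block, both were called against MFL NK cells (0.0979 for *Itga2* and 0.0445 for *S1pr5*), with ranges over all alternatives from 8.85e-05 and from 5.18e-11.

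**Figure D2:**
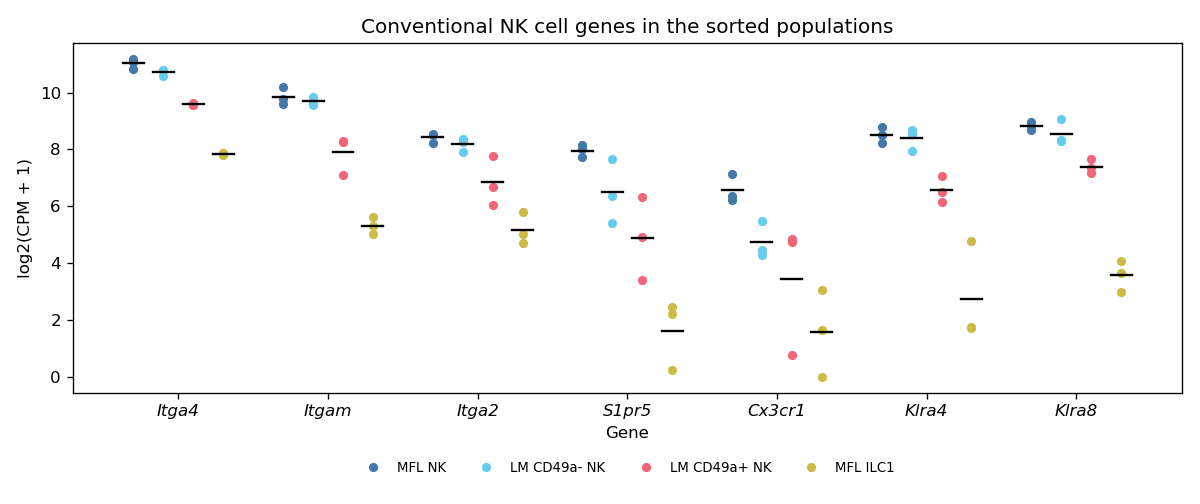
Expression, as log2(CPM + 1), of *Itga4*, *Itgam*, *Itga2*, *S1pr5*, *Cx3cr1*, *Klra4* and *Klra8* in the 4 sorted populations. Points are the 3 libraries of each population and bars their means, and for *S1pr5* and *Cx3cr1* the points of the LM populations overlap.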

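*Tcf7* (ENSMUSG00000000782.17, chromosome 11, 52143107 to 52174619) had 411 ± 35.8 CPM (SD, n = 3) in LM CD49a+ NK cells, 280.4 ± 75.9 CPM in LM CD49a- NK cells, 176 ± 28.8 CPM in MFL NK cells and 126 ± 89.6 CPM in MFL ILC1. Every LM CD49a+ library lay above every library of the other NK populations, but the difference did not pass the threshold within LM (log2 fold change 0.55, standard error 0.36, edgeR adjusted p = 0.576) or against MFL NK cells (1.23, adjusted p = 0.238). *Bcl11b* (ENSMUSG00000048251.16, chromosome 12, 107876656 to 107970417) was expressed at low levels in NK cells, with 1.25 ± 2.16 CPM in LM CD49a+, 4.91 ± 5.01 CPM in LM CD49a- and 12.1 ± 4.59 CPM in MFL NK cells, against 118 ± 12.9 CPM in MFL ILC1. The libraries of the LM populations overlapped, and the difference was not past the threshold within LM (−1.92, standard error 1.22, adjusted p = 0.569) or against MFL NK cells (−3.22, adjusted p = 0.424). Without LM CD49a+ replicate 2, *Bcl11b* was called against MFL NK cells (adjusted p = 0.0346, with a range to 0.768 over the fits that each left out a library). Of this pair, 0 genes were called in either comparison, and adjusted over the list alone 0 were called within LM and 2 against MFL NK cells, again on genes the study chose on these libraries. The number at an unadjusted p under 0.05 was also 0 within LM and 2 against MFL NK cells.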

Applying gene expression signatures from the molecular signature database (MSigDB) to the transcriptional profile of ILCs, we found that CD49a^+^NK cells exhibited higher expression of genes linked to cell proliferation, IFN-α response, and IL-15 activation, compared with CD49a^–^ NK cells from MFL and LM, while the TGF-β signaling pathway was upregulated in both CD49a^–^ and CD49a^+^ NK cells from LM relative to MFL NK cells, suggesting an involvement of these pathways in CD49a^+^ NK cell accumulation and functional adaptation (Figure 1D).

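The paper's sets were not analysed here. In their place, the direction of gene lists was tested with limma's camera (inter-gene correlation 0.01) on log2 CPM with a prior count of 2, with Benjamini-Hochberg adjustment over 10 planned tests. The cell cycle list, the S and G2/M genes distributed with Seurat, had 96 of its 97 genes tested. Within LM, 78 of these were higher in CD49a+ than in CD49a- NK cells, with a median log2 fold change of 0.95 (adjusted p = 7.68e-07), against a median of 0.07 over all genes. Outside the planned tests, 22 were higher and 74 lower in LM CD49a- than in MFL NK cells (median −0.60, against −0.32 over all genes). The 0.95 within LM is therefore not a rise in LM CD49a+ NK cells alone. LM CD49a+ exceeded MFL NK cells in 61 of 96 genes, with a median of 0.22 against −0.22 over all genes (adjusted p = 0.000144). The Reactome set of mitotic cell cycle genes had a smaller median there, 0.07, with 217 of 388 genes higher. A list of type I interferon response genes rose in both comparisons, by a median of 0.66 within LM (40 of 47 genes higher, adjusted p = 2.05e-05) and of 0.62 against MFL NK cells (36 of 47, adjusted p = 1.42e-09), or of 0.56 and 0.61 with the genes near 0 counts in one population set at their limit. The Reactome interferon alpha/beta set in its place, with 12 genes tested, did not: its median was −0.14 within LM and 0.01 against MFL NK cells. No IL-15 set was at hand, so the IL-15 activation that the paper reports was not tested. Glycolysis genes, which Figure 1D groups under metabolism, were higher by a median of 0.57 within LM (20 of 24 genes, adjusted p = 0.00626). Against MFL NK cells their median was 0.36 (18 of 24, adjusted p = 5.42e-05). Within LM this list was not past the threshold without LM CD49a- replicate 3 (median 0.66, adjusted p = 0.102) or LM CD49a+ replicate 1 (0.37, adjusted p = 0.135), with a range from 0.00712 over the fits that each left out a library. Without LM CD49a- replicate 2 its median was 0.28, and against MFL NK cells it was 0.23 without MFL NK replicate 3. The median of the cell cycle list within LM was 0.47 without LM CD49a- replicate 1, and against MFL NK cells it was 0.09 without MFL NK replicate 1 and 0.37 without LM CD49a+ replicate 3. The interferon list had a median of 1.05 against MFL NK cells without LM CD49a+ replicate 3.

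For TGF-β signaling, 25 of 47 listed genes were higher and 22 lower in LM CD49a- than in MFL NK cells, with a median log2 fold change of 0.04 against −0.32 over all genes (adjusted p = 2.05e-05). In LM CD49a+ NK cells against MFL NK cells, 21 were higher and 26 lower, with a median of −0.06 against −0.22 over all genes (adjusted p = 0.0172). The call of camera is relative to the other genes, so it was positive although the median of the list was near 0. The median in LM CD49a- NK cells changed its sign without LM CD49a- replicate 3 (−0.0034) and was 0.11 or 0.12 without LM CD49a- replicate 1 or 2 and 0.10 without MFL NK replicate 1 or 3. In LM CD49a+ NK cells it was −0.03 without LM CD49a+ replicate 1 and −0.04 without MFL NK replicate 1, and the call was lost without LM CD49a+ replicate 3 (adjusted p = 0.118, range from 0.0118). The 10 tested immediate-early members of this list had a median of 0.70 in LM CD49a- and 0.68 in LM CD49a+ NK cells over MFL NK cells. Immediate-early genes also respond to tissue digestion, which only LM underwent. Without them, the median was −0.00047 in LM CD49a- and −0.08 in LM CD49a+ NK cells (adjusted p = 0.00186 and 0.216).

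Under limma's rotation test fry, the calls of the cell cycle within LM and of the interferon and glycolysis lists in both comparisons held (adjusted p from 0.0226 to 0.0350), and those of the cell cycle against MFL NK cells (0.367) and of TGF-β signaling (0.119 in LM CD49a- and 0.312 in LM CD49a+ NK cells) did not. With the inter-gene correlation estimated from the data, the calls of the cell cycle within LM (0.0738), of glycolysis in both comparisons (0.0769 and 0.0477), of the interferon list against MFL NK cells (0.0547) and of TGF-β signaling in LM CD49a- NK cells (0.0477) held, and the others did not (0.119 for the cell cycle against MFL NK cells, 0.114 for the interferon list within LM and 0.126 for TGF-β signaling in LM CD49a+ NK cells).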

CD49a^+^ NK cells robustly modulated their adhesion and chemotactic receptor expression pattern showing induced expression of *Itgb3*, *Itga1*, and *Ccr5* and downmodulation of *Itga2*, *Itga4*, *Itgam*, *S1pr5*, and *Cx3cr1* compared with NK cells (Figure 1C). This latter observation suggests that recently recruited NK cells undergo transcriptional changes to enhance their retention into metastasis as previously demonstrated in a s.c. tumor mouse MC38 model (28). 

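*Itgb3* (ENSMUSG00000020689.5, chromosome 11, 104498826 to 104561302) had 161 ± 43.6 CPM (SD, n = 3) in LM CD49a+ NK cells, 69.2 ± 9.13 CPM in LM CD49a- NK cells, 15.3 ± 3.87 CPM in MFL NK cells and 84.1 ± 9.58 CPM in MFL ILC1. Its expression was higher in both LM NK populations than in MFL NK cells, by a log2 fold change of 3.40 in LM CD49a+ (edgeR adjusted p = 4.25e-05) and of 2.18 in LM CD49a- NK cells (adjusted p = 0.0116). The latter call was lost without MFL NK replicate 1 (0.180, range from 0.00655 over the fits that each left out a library) or replicate 3 (0.136). Between the LM populations the libraries did not overlap, but the difference did not pass the threshold (log2 fold change 1.22, standard error 0.30, adjusted p = 0.226).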

Gene Ontology (GO) enrichment analysis further indicated that CD49a^+^NK cells are more enriched in pathways involving positive regulation of cell-cell adhesion and cell differentiation, upregulate genes involved in mitosis compared with LM NK cells, and also express lower levels of genes involved in leukocyte chemotaxis and migration (Supplemental Figure 1C).

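Of the 40 genes of a leukocyte migration list, 39 were tested. Between LM CD49a+ and LM CD49a- NK cells, 18 were higher and 21 lower, with a median log2 fold change of −0.06 (camera adjusted p = 0.216), and against MFL NK cells 19 were higher and 20 lower, with a median of −0.01 (adjusted p = 0.867). Neither shift passed the threshold. The first median changed sign without LM CD49a- replicate 3 (0.03), LM CD49a+ replicate 1 (0.04) or LM CD49a+ replicate 2 (0.01) and was past the threshold without LM CD49a+ replicate 3 (−0.16, adjusted p = 0.0557, range to 0.643). The second changed sign without LM CD49a+ replicate 3 (0.08) or MFL NK replicate 1 (0.00069), was −0.08 and −0.09 without LM CD49a+ replicates 1 and 2 and −0.06 and −0.10 without MFL NK replicates 2 and 3, and changed sign with edgeR's RLE in place of TMM scaling (0.03). Among the 18 genes of the cell migration and adhesion heatmap of Figure 1C, 10 were higher and 8 lower within LM, and 4 were called, 2 in each direction. In the comparison with MFL NK cells, 7 were called, 3 higher and 4 lower. The mitosis genes are covered by the cell cycle list, and the Reactome set of mitotic cell cycle genes in its place had 268 of 388 tested genes higher in LM CD49a+ than in LM CD49a- NK cells, with a median log2 fold change of 0.35.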

We applied our bulk RNA-seq–derived signatures to NK clusters obtained from a previously published single-cell transcriptomic dataset of MC38-induced liver metastasis (8). We found that single cell clusters NK_a, NK_b, and NK_e exhibited higher similarity to the LM CD49a^–^NK cell signature, whereas clusters NK_c, NK_d, and NK_f displayed a higher score for CD49a^+^ NK cell signature (Supplemental Figure 2A). To follow the changes of NK cell states occurring in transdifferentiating NK cells, we performed a pseudotime analysis. The resulting data indicated that NK cells that recently infiltrate the metastasis undergo transcriptional reprogramming to acquire features of the NK_c cluster, which downmodulates expression of genes involved in lymphocyte recirculation (*Klf2* and *Klf6*) and in NK cell activation and maturation (*Fos, Jun,* and *Zeb2*). The NK_c cluster can progress either toward a NK cell state (NK_b) or toward a tissue resident ILC1 phenotypes (trILC_a, trILC_b) through cluster NK_f, corresponding to a transitional CD49a^+^NK phenotype (Supplemental Figure 2B).

Differentially expressed genes (DEGs) analysis revealed upregulation of several genes involved in NK cell activation and tissue retention (i.e., *Cd160, Itga1, Rgs1,* and *Cd7*) and ILC1 characteristic genes (*Cd7*, *Ly6e*, *Tnfsf10*, *Cxcr3*, and *Xcl1*) as NK cells transit from NK_c to the NK_f state, while other genes involved in NK cell maturation and homing (i.e., *Irf8, Zeb2, Prf1,* and *Klf2*) were upregulated during transition to cluster NK_b (Supplemental Figure 2, C and D).

We conclude that type-1 innate lymphocytes in metastasis comprehend NK cell state transitions dependent on local signals in the evolving environment. Indeed, a relevant fraction of NK cells preserve a phenotype very close to MFL cNK cells, while NK cell transdifferentiation into CD49a^+^ NK cells is associated with acquisition of higher proliferative and tissue residency state and ILC1 genes.

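The bulk profiles bear on this statement through genes chosen in MFL and tested in LM, so that no library entered both steps. Between the 3 MFL ILC1 and the 3 MFL NK libraries, 381 genes were higher in ILC1 and 329 higher in NK cells by a log2 fold change above 1 with an edgeR adjusted p under 0.05. Of the ILC1 genes, 312 could be tested in LM, and 231 of these were higher in CD49a+ than in CD49a- NK cells, with a median log2 fold change of 0.56 (camera p = 1.51e-06, fry p = 0.00281, and p = 0.00474 with the inter-gene correlation estimated). With any 1 library left out of the choice or the test, the median stayed between 0.50 and 0.73. Of the NK genes, 312 could be tested, and 233 were lower in CD49a+ NK cells, with a median of −0.44 (camera p = 7.42e-12, fry p = 0.0260, and p = 0.0176 with the correlation estimated). The shift was partial. For the 30 genes with at least 50 CPM in MFL ILC1 and at most 5% of that level in MFL NK cells and LM CD49a- NK cells, the median level in LM CD49a+ NK cells was 5.37% of the MFL ILC1 level, with a range from 0% to 50.3%, and *Itga1* reached 20.2%. LM CD49a- and MFL NK cells differed in 10 of the 13594 genes tested, with 161 under DESeq2 and 104 under limma-voom, and from 1 without MFL NK replicate 1 or 3 to 110 without LM CD49a- replicate 3, and their libraries did not overlap for 16.2% of the genes, where chance gives 10%. LM CD49a+ NK cells and MFL ILC1 differed in 486 genes, with 1010 under DESeq2 and 935 under limma-voom. *Mki67*, a proliferation gene, had 536 ± 180 CPM (SD, n = 3) in LM CD49a+, 316 ± 119 CPM in LM CD49a- and 281 ± 55.3 CPM in MFL NK cells, differences that did not pass the threshold (log2 fold change 0.76, adjusted p = 0.422 within LM, and 0.93, adjusted p = 0.403 against MFL NK cells). From the bulk profiles together with single-cell clusters, which were not analysed here, the paper concludes that part of the NK cells in the metastasis stay close to conventional NK cells of MFL, and that the change into CD49a+ NK cells goes with more proliferation, tissue residency and ILC1 genes.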

### CXCR3 is prevalently expressed by CD49a^+^NK cell subsets in mouse and human liver metastasis.

The role of CD49a^+^NK cells remains contentious (8, 11, 28, 29). Therefore, we aimed to further investigate the phenotypic and functional characteristics of LM CD49a^+^NK cells. CD49a^+^NK cells exhibit higher surface expression levels of the immune checkpoint (IC) molecules PD-L1 and Tigit as well as CD73, while displaying lower levels of KLRG1 expression compared with LM CD49^–^ NK cells, consistent with an ILC1-like and/or an activated NK cell phenotype (30, 31). In contrast, both LM CD49^–^ and CD49a^+^ NK cells show lower expression of CD62L and CX3CR1 compared with MFL NK cells (Figure 1E and Supplemental Figure 3, A and B) and were highly proliferating in vivo, as determined by Ki-67 and BrdU incorporation staining (Supplemental Figure 3, C and D). Furthermore, higher expression levels of the homing receptor CXCR3 and of the tissue retention marker CD69 suggest that CD49a^+^NK cells represent NK cells with a selective advantage in the ability to extravasate and persist in the metastasis parenchyma. These genes were also enriched in NK cell populations mined from a published scRNA-seq dataset of liver metastasis from a cohort of patients with CRC, validating the translational relevance of this observation (32); we found higher frequency of NK_FCGR3A_CXCR4, NK_CXCR3 and NK_MKI67 clusters in LM compared with MFL (Figure 2A and Supplemental Figure 4A), as NK_CXCR3 was enriched in transcripts linked to immature states (i.e., CCR7, TCF7, IL7R and SELL), while NK_MKI67 was for genes associated with survival and proliferation (i.e., MYC, BCL2 and CD9). NK_MKI67 and NK_CXCR3 were also characterized by coexpression of *CXCR3* and residency markers (i.e. *CD69, ITGA1,* and *ITGAE*), and reduced *S1PR5* expression levels, indicating enhanced tissue retention features that may depend on CXCR3 expression (Figure 2B, Table 1, and Supplemental Information on Figure 2 dataset). GO analysis showed activation of pathways linked to cytotoxicity in NK_CXCR3 and the 2 NK_FCGR3A clusters and highlights NK_CXCR3’s adhesion, migration, and proliferation programs in metastases (Figure 2C). Prompted by this observation, we derived the NK_CXCR3 signature from the top 25 expressed genes and assessed its prognostic value in colorectal cancer liver metastases using a publicly available microarray dataset (33). Multiparametric Cox regression analysis showed that lower NK_CXCR3 representation correlated with higher mortality risk and other prognostic factors (Figure 2D).

These findings suggest that accumulation in the metastatic liver of NK cell subsets expressing *CXCR3* and *CD49a* and exhibiting features associated with tissue residency and low maturation correlates with a better prognosis in patients with CRC.

### NK cell liver metastasis infiltration depends on CXCR3.

To understand to what extent type 1 ILCs infiltrate the metastasis parenchyma, we analyzed the location of these cells in the metastatic nodules. In metastasis sections, NKp46^+^ cells were found mostly close to the vasculature, identified by CD31 staining (Figure 3A, left). To determine the intrametastasic distribution of different type 1 ILCs in metastasis, we performed in vivo labeling using a CD45-PE mAb which selectively stains vascular-associated cells. In MFL, most NK cells and ILC1 were stained, confirming their typical distribution in sinusoids (2). In LM, a relevant fraction of CD49a^–^CD49b^+^NK cells stained positive, indicating a vascular location, ILC1 and CD49a^+^CD49b^+^NK cells were mostly CD45-PE^–^, demonstrating a higher capacity to infiltrate the metastasis parenchyma (Figure 3A, center and right).

The acquisition of the ILC1-like cell phenotype by CD49a^+^NK cells is closely associated with CXCR3 expression (Figure 1E), prompting us to investigate whether NK cell infiltration in the metastasis is CXCR3 dependent. To investigate this, we mixed at a 1:1 ratio CFSE-labeled splenic CD3^–^ NK1.1^+^ cells purified from CD45.1 *WT* and CD45.2 *Cxcr3^–/–^* mice and injected them into healthy and metastasis-bearing mice. After 18 hours, the livers of recipient mice were assessed for accumulation of donor NK cells. *Cxcr3*-deficient NK1.1^+^ cells displayed a 50% reduced capacity of entry into the metastasis of recipient mice compared with WT NK cells, whereas they migrated similarly to WT NK cells into the HL and MFL (Figure 3B).

Immunofluorescence staining of tissue section from tumor-bearing mice revealed NKp46^+^ cells infiltrating the metastasis in Cxcr3^+/+^ mice, whereas these cells were predominantly associated with vessels in Cxcr3^–/–^ mice, further supporting CXCR3’s role in NKp46^+^ cell extravasation and tumor infiltration (Figure 3C).

As a result, we concluded that CXCR3 marks NK cell populations with tissue-resident features that preferentially accumulate in the metastases of CRC patients and mouse models and is required for efficient NK cell metastasis infiltration.

### CXCR3-expressing CD49a^+^ NK cells preferentially localize in activating metastatic niches.

To assess if CD49a^+^NK cell accumulation in liver metastasis may be specifically linked to the immunogenic microenvironment induced by MC38 cells (34), we evaluated type 1 ILC metastasis distribution in an independent mouse model characterized by lower immune cell infiltration (35). SL4-induced metastases displayed a milder CD49a^–^ and CD49a^+^ NK cell infiltration, while ILC1 cells readily infiltrated the metastasis compared with MC38-induced metastasis (Figure 4, A and B and Supplemental Figure 5A).

Similar to MC38 metastasis, CD49a^–^ but not CD49a^+^ NK cells were labeled with CD45-PE in SL4-induced metastasis. We focused on the CD49b^+^ cell fraction to compare the maturation state and tissue retention features of CD49a^–^ and CD49a^+^ NK cells infiltrating the metastasis parenchyma (i.e., the CD45-PE^neg^ cell fraction), by analyzing CD11b and CD69 expression, respectively. In MC38-induced metastasis, CD11b was expressed by most NK cells and by a relevant portion of CD49a^+^ NK cells. CD69 was expressed by a fraction of CD49a^–^ NK cells and by most CD49a^+^ NK cells, suggesting that CD49a expression is induced on NK cells that have already gained tissue residency (Figure 4C, upper). Conversely, in SL4-induced metastasis, CD11b and CD69 were not expressed by CD49a^+^ NK cells, pointing to a phenotype of immature and recently infiltrating cells (Figure 4C, lower and Figure 4D, left). Moreover, while intravascular CD45-PE^+^NK cells poorly express CXCR3, CD45-PE^–^CD69^+^ cells show the highest levels of CXCR3 expression, regardless of CD49a expression (Figure 4D, right). This suggests that CXCR3 is involved in NK cell infiltration into metastasis and their localization in tissue niches required for generation and tissue persistence of CD49a^+^ NK cells. To establish if stronger tissue residency traits of CD49a^+^ NK cells from MC38-derived liver metastasis could be mirrored by higher functional properties, we analyzed differences in effector functions among LM NK cell subsets. We found that LM CD49a^–^ and CD49a^+^ NK cells secreted similar amounts of IFN-γ at higher levels than NK cells from HL and MFL (Supplemental Figure 5B), and that ILC1 displayed the higher degranulation capacity, followed by CD49a^+^NK cells (Figure 4E). Parallel experiments to compare NK cell function in MC38 and SL4-induced metastasis, demonstrated lower degranulation capacity in CD49a^–^NK cells from SL4-induced metastasis and no differences in ILC1 and CD49a^+^NK cell degranulation (Figure 4F and data not shown). Furthermore, CD49a^+^NK cells acquired granzyme C expression in MC38-, but not in SL4-derived LM (Supplemental Figure 5, C and D).

To understand whether higher degranulation capacity and granzyme C expression corresponded to a higher killing ability, we performed an in vitro cytotoxicity assay of sorted CD49a^–^ and CD49a^+^NK cell populations from MC38-induced MFL and LM. The results indicate that CD49a^+^NK cells have a prominent killing capacity in the metastatic environment, in line enriched pathways associated with cell cytotoxicity in the human NK cell cluster expressing *ITGA1* (Figure 4G and Figure 2C).

In conclusion, CD49a^+^NK cells accumulating in MC38-induced but not SL4-induced metastasis display a tissue-resident phenotype that potentially sustains effector functions and shows features of activated cells, such as CD69, Tigit, and PD-L1 expression and enhanced cytotoxicity.

### Two main macrophage populations infiltrate MC38-induced LM, which differ in maturation and functional marker expression.

IL-15 and TGF-β1 are crucial in directing type 1 ILC plasticity in several pathological contexts where CD49a^+^ NK cells have been found (8, 14). This suggests that NK cell phenotype and function in metastasis may depend on their ability to head toward tissue niches where IL-15 and TGF-β1 are coexpressed. Thus, we analyzed expression of chemotactic factors in MC38- and SL4-induced LM homogenates by luminex assay. We found expression of several chemokines that may contribute to type 1 ILC localization, including CXCL9, CXCL10, CCL2, CCL3 and CCL4 (Figure 5A). Furthermore, the expression levels of CCL3, CCL4, and CXCL10 were lower, whereas CXCL1/KC was higher in SL4 compared with MC38 metastases.

To identify the cellular source of IL-15, TGF-β1, and chemokines, we analyzed the myeloid compartment, which regulates NK cell phenotype and function in multiple pathological conditions, including CRC liver metastasis (9, 36). We found that macrophages and dendritic cells (DCs) accumulated both in MFL and LM in MC38 metastasis (Figure 5D and Supplemental Figure 6, A and B).

Metastasis-associated macrophages (MAMs) isolated from MC38-induced metastasis prominently expressed *Il-15* and *Il-15R*α transcripts and secreted CXCL9, CXCL10, and IL-15/IL-15Rα proteins at higher levels than MFL MAMs and MC38 cells (Figure 5B). Furthermore, although MAMs did not secrete TGF-β1, we could detect *TGF-*β*1* mRNA by RT-PCR (Figure 5C and Supplemental Figure 6C).

In MC38-induced MFL and LM, 2 main macrophage subsets could be distinguished based on the expression levels of the macrophage marker F4/80. Metastases were prevalently infiltrated by a unique CD11b^hi^F480^hi^ macrophage population endowed with enhanced expression of CD206, Arginase 1, TREM2, PD-L1, CX3CR1, CD115; variegated expression of class II MHC; and reduced Ly6C levels in comparison to the F4/80^int^ macrophage subset (Figure 5, D and E and Supplemental Figure 6, D and E). Moreover, CD11b^hi^F480^hi^ macrophages express higher levels of membrane latent associated protein (LAP1), indicating a more efficient TGF-β1 transport toward the plasma membrane (Figure 5E). In contrast, the tissue resident macrophage marker Tim4 was barely detectable on both cell populations (Supplemental Figure 7A), supporting the observation that liver MAMs originate from inflammatory monocytes and not from liver resident Kupffer cells (37).

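CD45+CD11b+ cells from MC38 liver metastases were sorted by their level of F4/80, a surface marker of macrophages, into F4/80 int metastasis-associated macrophages (MAMs), which the methods call F4/80 low, and F4/80 hi MAMs, with 3 RNA-seq libraries each. The deposited values are whole-number counts per gene without normalization, and each gene has at least 37 counts over the 6 libraries, so genes with fewer counts had been removed. The paper's text describes the sequencing and counting for the lymphocytes and does not name them for the MAMs. Total counts ranged from 24866342 to 32267015 per library (median 29960359) in F4/80 int MAMs and from 21278959 to 29851067 (median 26107581) in F4/80 hi MAMs. The coefficient of variation between replicates was 0.160 in F4/80 int and 0.164 in F4/80 hi MAMs. The libraries were scaled by TMM and tested with edgeR's quasi-likelihood test in a fit of their own, with Benjamini-Hochberg adjustment over all deposited genes, each of which passed filterByExpr. At an adjusted p under 0.1, 7555 genes differed, 3821 higher and 3734 lower in F4/80 hi MAMs, and with an absolute log2 fold change above 1 as well, the alternative that moved this number most, 3030 genes differed. With 1 library left out, between 6550 and 7234 genes were called. The groups did not overlap for 8035 genes, or 58.4% of those tested, where chance gives 10%. For a single gene, the smallest p of an exact two-sided permutation test of 3 libraries against 3 is 0.1. Among the called genes with at least 5 CPM in the higher group, those with the largest rise in F4/80 hi MAMs were *Fat3* (at least 54.6-fold higher), *Gas6* (256 ± 42.0 CPM against 2.94 ± 1.38 CPM, SD, n = 3, log2 fold change 6.47, adjusted p = 2.74e-06) and *Gal3st4* (21.1 ± 3.14 CPM against 0.322 CPM, log2 fold change 5.92, adjusted p = 4.39e-05). Those with the largest fall were *Ngp* (at least 171-fold lower), *Serpinb10* (at least 154-fold lower) and *S100a8* (at least 73.3-fold lower). The bounds of *Ngp* and *S100a8* rested on F4/80 int replicate 1, without which they were 28.2-fold and 16.7-fold.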

To better characterize their molecular features, we performed bulk RNA-Seq on CD11b^hi^F4/80^int^ and CD11b^hi^F4/80^hi^ MAMs isolated from MC38-induced liver metastasis. DEG analysis shows that F4/80^int^ MAMs expressed high levels of transcripts identifying classical monocytes, including *Ly6c2*, *Ccr2*, *Sell*, and *S100a8,* which were strongly downregulated in F4/80^hi^ MAMs (Figure 5F). This suggests that F4/80^int^ MAMs represent recruited monocytes undergoing macrophage differentiation.

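*Ly6c2* (ENSMUSG00000022584.15, chromosome 15 of GRCm39, 74980003 to 74988467) had 106 ± 19.3 CPM (SD, n = 3) in F4/80 int and 8.79 ± 4.71 CPM in F4/80 hi MAMs, a log2 fold change of −3.61 (standard error 0.39, edgeR adjusted p = 0.000165). *Ccr2* (ENSMUSG00000049103.15, chromosome 9, 123901982 to 123913594) remained high in both subsets, with 1371 ± 19.0 CPM in F4/80 int and 463 ± 53.9 CPM in F4/80 hi MAMs (−1.56, standard error 0.11, adjusted p = 1.4e-05). *S100a8* (ENSMUSG00000056054.10, chromosome 3, 90567118 to 90578128) was uneven among the F4/80 int libraries, with 21.0, 1.30 and 2.46 CPM in replicates 1, 2 and 3, and was at or below 3 counts in each F4/80 hi library, so the difference was at least 73.3-fold (adjusted p = 0.0031). Without F4/80 int replicate 1 the difference was at least 16.7-fold (fitted log2 fold change −6.02, adjusted p = 0.000506). For these 3 genes, each F4/80 int library lay above each F4/80 hi library. A list of 20 classical monocyte genes, of which the study itself names 7, had 17 of 18 tested genes lower in F4/80 hi MAMs, with a median log2 fold change of −3.27 (camera p adjusted over 2 planned tests = 3.58e-08, and 0.000167 under fry and 0.0875 with the inter-gene correlation estimated). All 15 functional genes that Figure 5F shows as high in F4/80 int and all 15 that it shows as high in F4/80 hi MAMs were called in those directions, on genes the study chose on these libraries.

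**Figure D3:**
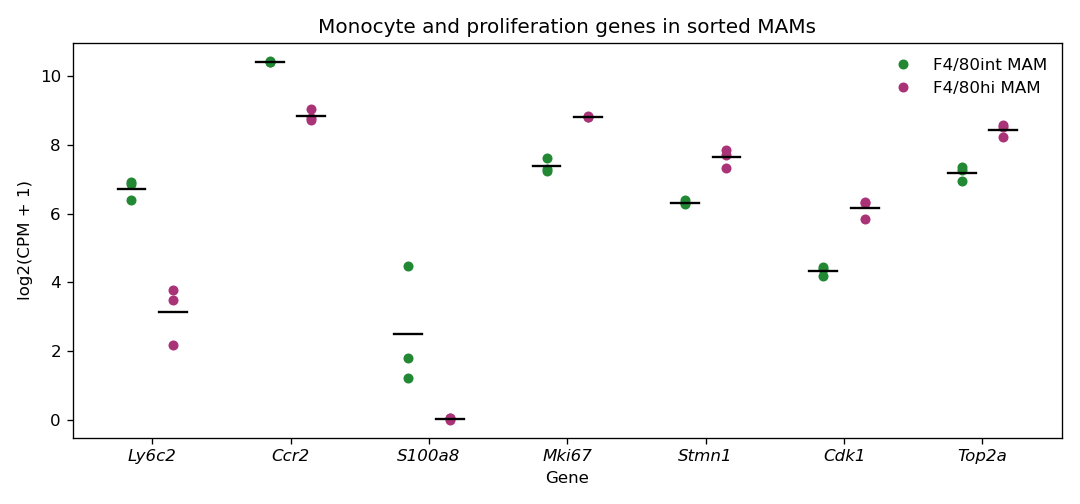
Expression, as log2(CPM + 1), of the monocyte genes *Ly6c2*, *Ccr2* and *S100a8* and of the proliferation genes *Mki67*, *Stmn1*, *Cdk1* and *Top2a* in F4/80 int (left) and F4/80 hi (right) MAMs. Points are the 3 libraries of each subset and bars their means, and the subsets do not overlap for any of the 7 genes.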

F4/80^hi^ MAMs expressed higher levels of proliferation-related genes (*Mki67, Stmn1, Cdk1,* and *Top2a*) and a different pattern of cytokine/chemokine genes compared with F4/80^int^ MAMs (Figure 5F). 

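*Mki67* (ENSMUSG00000031004.9, chromosome 7, 135291513 to 135318299) had 452 ± 3.85 CPM (SD, n = 3) in F4/80 hi and 167 ± 24.1 CPM in F4/80 int MAMs, a log2 fold change of 1.44 (standard error 0.11, edgeR adjusted p = 2.99e-05). *Stmn1* (ENSMUSG00000028832.12, chromosome 4, 134195021 to 134201882) had 200.4 ± 36.4 and 78.8 ± 3.46 CPM (1.35, standard error 0.13, adjusted p = 0.000102). *Cdk1* (ENSMUSG00000019942.14, chromosome 10, 69170976 to 69236595) had 71.6 ± 13.3 and 19.2 ± 1.91 CPM (1.90, standard error 0.15, adjusted p = 3.31e-05), and *Top2a* (ENSMUSG00000020914.18, chromosome 11, 98883769 to 98915062) had 349 ± 43.3 and 146 ± 20.0 CPM (1.26, standard error 0.13, adjusted p = 0.000139). With any 1 library left out, these 4 log2 fold changes stayed between 1.15 for *Top2a* and 2.04 for *Cdk1*. The rise extended to the whole cell cycle list, with 95 of 97 genes higher in F4/80 hi MAMs and a median log2 fold change of 1.13 (camera adjusted p = 7.58e-22, fry adjusted p = 0.000664), although it was not past the threshold with the inter-gene correlation estimated (0.139). The Reactome set of mitotic cell cycle genes had a smaller median, 0.33, with 283 of 387 genes higher.

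Among the cytokine and chemokine genes of Figure 5F, all 13 shown as high in F4/80 int MAMs were called lower in F4/80 hi MAMs, with log2 fold changes from −6.45 for *Ccl17* to −0.85. They included *Ccl22* (−6.36), *Il12b* (−3.41) and *Il1b* (−3.25). *Ccl17*, *Ccl22* and *Il12b* are also in a hand-written list of 18 dendritic cell genes. All 18 were lower in F4/80 hi MAMs, with a median log2 fold change of −3.78. Dendritic cells sorted with the F4/80 int MAMs are therefore a candidate explanation, which these libraries cannot separate from expression by the MAMs. Of the 8 shown as high in F4/80 hi MAMs, 8 were higher and 7 were called, from *Ccl8* (log2 fold change 5.85, adjusted p = 2.69e-05), *Ccl12* (3.57), *Ccl7* (2.59) and *Ccl2* (1.13) to *Adam10* (0.24, adjusted p = 0.0561). *Ccl3* was not (0.55, adjusted p = 0.106), but it was called with DESeq2 (0.0430), limma-voom (0.0494) and the replicate block (0.00241), and without F4/80 hi replicate 2 (0.0364) or F4/80 int replicate 1 (0.0701), over a range to 0.252. Adjusted over the list alone, 8 of the 8 were called, on genes the study chose on these libraries.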

F4/80^hi^ MAMs also exhibited higher levels of transcripts for proteins involved in several aspects of TGF-β1 posttranslational regulation, which, along with higher expression levels of the LAP-1, suggest that TGF-β1 is preferentially activated on these cells (Figure 5F).

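Of the 7 genes that Figure 5F groups under TGF-β1 processing, 5 were higher in F4/80 hi MAMs and each was called. *Mmp2* (ENSMUSG00000031740.9, chromosome 8, 93553902 to 93580049) had 53.7 ± 10.3 CPM (SD, n = 3) in F4/80 hi and 6.03 ± 3.11 CPM in F4/80 int MAMs, a log2 fold change of 3.15 (standard error 0.33, edgeR adjusted p = 0.00013). *Ltbp1* (ENSMUSG00000001870.17, chromosome 17, 75312519 to 75699507) had 13.8 ± 7.24 and 2.34 ± 1.65 CPM (2.54, standard error 0.51, adjusted p = 0.0041). *Itgb5* (ENSMUSG00000022817.16, chromosome 16, 33649988 to 33771137) and *Mmp14* (ENSMUSG00000000957.12, chromosome 14, 54668878 to 54682821) differed less, with 747 ± 50.4 against 465 ± 79.2 CPM (0.68, adjusted p = 0.00349) and 592 ± 15.2 against 388 ± 23.0 CPM (0.61, adjusted p = 0.000595). *Itgav* (ENSMUSG00000027087.12, chromosome 2, 83554403 to 83637260), with 171 ± 8.41 against 143 ± 15.4 CPM (0.25, standard error 0.10, adjusted p = 0.0673), was not called without F4/80 hi replicate 1 (adjusted p = 0.138, range from 0.0442), F4/80 hi replicate 3 (0.173), F4/80 int replicate 1 (0.255) or F4/80 int replicate 3 (0.125). The other 2 genes were lower in F4/80 hi MAMs, as Figure 5F also shows. *Mmp9* (ENSMUSG00000017737.3, chromosome 2, 164780439 to 164797771) had 8.85 ± 2.12 CPM in F4/80 hi and 353 ± 77.2 CPM in F4/80 int MAMs (−5.31, standard error 0.24, adjusted p = 2.48e-06), and *Tgfb1* itself (ENSMUSG00000002603.16, chromosome 7, 25386390 to 25404506) had 437 ± 11.7 and 690.4 ± 40.1 CPM (−0.66, standard error 0.09, adjusted p = 0.000398). From the transcripts that were higher in F4/80 hi MAMs, along with their higher surface LAP-1, which was not analysed here, the paper proposes that TGF-β1 is preferentially activated on these cells.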

### F4/80^hi^ MAMs from MC38 but not SL4-induced metastasis include a MHCII^+^ subset expressing CXCL9 and TGF-β1.

FACS analysis indicated that CXCL9 was prevalently expressed by F4/80^hi^ MAMs, compared with F4/80^int^ MAMs and DCs (Supplemental Figure 6F) and was mainly restricted to cells expressing class II MHC (F4/80^hi^MHCII^+^ macrophages) (Figure 6A), which represent an inflammatory macrophage population with a favorable predictive role in immunotherapy (38). Conversely, SL4-induced metastases were characterized by a higher expansion of F4/80^int^ and reduced MHCII^+^F4/80^hi^ macrophages expressing lower CXCL9 and LAP-1 levels when compared with the MC38 model (Figure 6, B–D).

We found a marked correlation between F4/80^hi^MHCII^+^CXCL9^+^ MAM and CD49a^+^ but not CD49a^–^ NK cell infiltration in MC38-induced metastasis, suggesting that CXCL9 expression by macrophages is causatively related to CD49a^+^ NK accumulation (Figure 6E). To understand whether NK cells localize in proximity to macrophages and/or CXCR3 ligands, we performed immunofluorescence staining of MC38-induced metastatic liver. CXCL9 and CXCL10 staining was detected in LM but not in MFL area. We found that all NK cells (NKp46^+^ cells) in LM localize together with macrophages in CXCL9 and CXCL10-rich areas (Figure 6F). A relevant fraction of macrophages stained positive for the chemokines, but, due to their diffuse expression, we cannot exclude that, in addition to macrophages, other cell types can secrete CXCL9/10.

Taken together, we show that the macrophage population expressing CXCL9 arises in immunogenic metastatic environment and colocalize with NK cells.

### Macrophages from MC38-induced metastasis contribute to CD49a^+^ NK cell generation.

Hereafter, to understand whether MAMs are involved in NK cell phenotypic and functional shaping, we cultured NK cells alone or with macrophages isolated from HL, MFL, or the excised LM derived from MC38 injection (Figure 7A). To sustain NK cell survival, all conditions were supplemented with low levels of IL-15 (10 ng/mL). NK cells cocultured with MAMs prominently upregulated CD49a compared with NK cells in the other conditions and this effect was inhibited by pharmacological blockade of TGF-β1 receptor signaling (Figure 7B). The effect was markedly reduced when cell-to-cell contact was abrogated by using transwells, demonstrating a relevant role of NK cell/macrophage interaction in CD49a^+^ NK cells generation (Supplemental Figure 7B). Although less pronounced, an induction of CD49a was also observed through NK cell coculture with MFL macrophages, suggesting that macrophages in the inflamed liver also have the potential to induce CD49a^+^ NK cells in vivo. However, when purified NK cells were exposed to supernatants obtained from MFL versus LM macrophages in cell migration assays, only MAM supernatant promoted NK cell chemotaxis, indicating that MFL macrophages may be incapable of attracting and interacting with NK cells in the tissue environment (Figure 7C). CD49a^+^CD49b^+^ NK cells generated upon coculture with MAMs, or by in vitro culture in media supplemented with a combination of IL-15 and TGF-β1, exhibited higher degranulation capacity than NK cells cultured alone (Supplemental Figure 7C).

A comparable induction of CD49a was observed when NK cells were cocultured with SL4-induced MAMs, but NK cells showed reduced chemotaxis to SL4-derived MAM supernatants and a significant decrease in proliferation capacity and expression of the residency marker CD69, compared with coculture with MC38-induced MAMs (Figure 7D and Supplemental Figure 7D). Although tumor cells produce TGF-β1, we did not observe upregulation of CD49a expression on NK cells upon coculture with MC38 cells or incubation with MC38-derived supernatant (data not shown).

Altogether, these results suggest that MAMs contribute to the generation of tissue niches critical for NK cell transdifferentiation into CD49a^+^ NK cells by presenting CXCR3 ligand and TGF-β1. These observations in mouse models prompted us to investigate the cellular interactions between the human CXCR3_NK cluster and different macrophage clusters identified in single-cell RNA-seq (scRNA-seq) dataset of MFL and LM. The analysis showed that metastatic Macro_C1QC and CXCR3_NK were enriched in CXCL10-CXCR3 interactions. Other ligand-receptor interactions, including IL15-IL2RG, were differently enriched in macrophage clusters and in MFL versus LM, strengthening the translation relevance of CXCR3-mediated NK cell–macrophage interplay (Supplemental Figure 7E).

We next addressed whether MAMs were involved in CD49a^+^NK cell differentiation in vivo. In vivo administration of anti-CSF1R blocking mAb 7 days postinjection led to almost complete (greater than 90%) depletion of LM F4/80^hi^ macrophages with minimal effects on F4/80^int^ macrophages and metastasis burden (Supplemental Figure 8, A–C). These experiments showed reduced frequency of CD49a^+^CD49b^+^ cells in metastasis of mice treated with anti-CSF1R mAb compared with control mAb-treated mice, which corresponded to a marked increase of CD49a^–^ NK cell infiltration and to reduced CXCR3 ligand expression in total LM and in MAM left overs upon (Figure 7E and Supplemental Figure 8D). The treatment did not affect frequency of bone marrow monocytes and dendritic cells (Supplemental Figure 8E).

Since CD49a upregulation was only partially inhibited by F4/80^hi^ MAMs, other macrophage populations could participate or compensate for F4/80^hi^ MAM depletion to promote CD49a^+^ NK cell generation. LM MAMs derive from monocytes, whose recruitment critically depends on the chemokine receptor CCR2 (37). Thus, we depleted inflammatory monocytes by in vivo administration of an anti-CCR2 monoclonal antibody (clone MC-21, (39)) and analyzed the distribution of macrophages and NK cells within metastasis. Anti-CCR2–mediated depletion of monocytes led to a marked decrease of F4/80^int^ MAMs (greater than 65%) but only a mild decrease of F480^hi^ MAMs (less than 35%), which can be explained by MAM self renewal and replenishment upon monocyte depletion (37) (Supplemental Figure 8F). Anti-CCR2 treatment demonstrated no relevant effect on metastasis burden nor on CD49a^+^ NK cell accumulation, suggesting that F4/80^int^ MAMs have a negligible role in NK cell plasticity (Figure 7F and Supplemental Figure 8F). Overall, we demonstrated that, among LM macrophages, F4/80^hi^ MAMs contribute to NK cell plasticity through TGF-β1 production.

### CXCR3 receptor/ligand axis controls CD49a^+^NK cell generation in metastatic nodules.

We have shown that MAMs support the development of NK cell phenotypes associated with metastasis and produce CXCR3 ligands within metastatic nodules, which regulate NK cell LM infiltration.

CXCR3 promotes tumor infiltration of several immune cells that can play redundant or antagonistic roles in the TME, leading to conflicting results on the function of CXCR3/ligand axis in tumor progression. Thus, we generated Ncr1^greenCre^*Cxcr3*^fl/fl^ mice (*Ncr1*^ΔCxcr3^) that lack *Cxcr3* specifically in NKp46^+^ cells. CXCR3 was efficiently ablated from NKp46^+^ cells but not from CD3^+^ cells, as assessed by flow cytometry analysis of liver lymphocytes (Supplemental Figure 9A).

The *Ncr1* conditional deletion of *Cxcr3* had no effect on the homeostatic pool of NKp46^+^ cells in liver or in other organs (Supplemental Figure 9B and data not shown), consistent with no alteration observed in mice carrying germline deletion of *Cxcr3* (40). Moreover, we did not observe any effect on other liver immune cell type tissue distribution under steady state (Supplemental Figure 9B).

To evaluate the cell-intrinsic role of CXCR3 in type 1 ILC hepatic and metastasis infiltration and metastasis formation, we next induced liver metastasis in *Cxcr3^fl/fl^* and *Ncr1*^ΔCxcr3^ mice by MC38 intrasplenic injection. We chose days 15 and 20 postinjection as endpoints to assess differences at intermediate and advanced stages of tumor growth, respectively. Tumor burden and metastasis incidence in control *Cxcr3^fl/fl^* mice were reduced at 15 days compared with 20 days (data not shown). Interestingly, *Ncr1*^ΔCxcr3^ mice displayed increased metastasis incidence at 15 days and increased tumor burden at 20 days postinjection, indicating a role for CXCR3^+^NKp46^+^ cells in protection from metastasis (Figure 8, A and B). CD49a^+^ NK cells infiltrating the metastatic nodules in *Cxcr3^fl/fl^* mice were significantly reduced in *Ncr1*^ΔCxcr3^ mice, which corresponded to a mild increase of CD49a^–^ NK cells (Figure 8C). Moreover, we did not observe differences in LM macrophage or DC frequency in *Cxcr3^fl/fl^* and *Ncr1*^ΔCxcr3^ mice, indicating that CXCR3 regulates CD49a^+^ NK cell accumulation by promoting NK cell recruitment and in situ NK cell activation by macrophages rather than by modifying other immune cell infiltration (Figure 8D).

Altogether, these results unravel a role for the CXCR3/ligand axis in directing NK cell positioning within the metastatic nodules and may offer new insight into the mechanisms governing immune cell crosstalk in TME that participate to the restraining of metastasis growth.

## Discussion

The mortality of CRC remains significantly impacted by liver metastasis (41), with the liver consistently emerging as a preferred metastatic site for various solid tumors. This highlights the unique immunological attributes of the hepatic environment (42). Type 1 ILCs constitute a significant proportion of innate lymphocytes in the liver, with both circulating cNK cells and trILC1s playing a substantial role in liver immune surveillance against metastasis formation (8, 43).

By examining the transcriptional programs activated in type-1 innate lymphocytes and investigating the role of chemokine receptors in experimental mouse models of CRC liver metastasis, we deciphered the cell-state transitions that underlie NK cell reshaping by the metastasis environment. Here, we demonstrated that during NK cell response to MC38-induced metastasis, NK cells adopt at least 2 divergent transcriptional states with CD49a^+^ cells progressively acquiring ILC1 features and CD49a^–^ cells remaining phenotypically similar to MFL NK cells. These changes are characterized by the acquisition of a tissue-residence phenotype and enhanced effector functions in CD49a^+^ ILC1-like NK cells that correlate with efficient metastasis infiltration and persistence and improved cytotoxic capacity. This functional adaptation may reflect acquisition of ILC1 features allowing counteraction of tumor growth, as liver ILC1s, which include potent cytotoxic cells able to kill tumor cells, are virtually excluded from metastatic lesion (7, 8). Mechanisms responsible for low ILC1 metastasis infiltration may rely on intrinsic expression of retention markers (i.e., CXCR6), which do not allow efficient translocation from liver to tumor and will require further investigation.

Our findings reveal that metastasis infiltration by NK cells relies at least in part on CXCR3-mediated migration, and that preventing CXCR3-mediated tissue migration of NKp46^+^ cells through genetic deletion is sufficient to hinder the acquisition of an ILC1-like cell phenotype by NK cells. We hypothesize that CXCR3^+^ NK cells can promptly infiltrate the metastasis and are preferentially exposed to a F480^hi^MHCII^+^ macrophage subset able to promote their transdifferentiation into ILC1-like cells thanks to local recruitment supported by macrophage-produced CXCR3Ls.

By demonstrating that MAMs can produce IL-15 and TGF-β1 in the same niche, our data expand previous observations showing that the combined action of these cytokines promotes the acquisition of an activated CD49a^+^ phenotype by NK cells (14, 44). Although our finding is supported by recent evidence of preserved or even increased NK cell function in the presence of TGF-β1 (45), this cytokine is a well-established inhibitor of NK cell activation and function. A possible explanation for TGF-β1–positive effect on functional ILC1-like NK cell differentiation may stand on its ability to induce molecules involved in immune cell tissue residency, which may support NK functionality by allowing access to IL-15–rich niches (45–47). Indeed, we observed that the preferential expression of CD49a and CD69 correlated with the ability of NK cells to infiltrate the tumor via CXCR3. In contrast, LM CXCR3^–^ NK cell subsets do not express CD49a and CD69 and have reduced cytotoxic function, possibly due to their exposure to environmental signals distinct from those provided by CXCL9-expressing macrophages. Indeed, these effects are partially replicated when *Cxcr3* expression in NKp46^+^ cells is missing due to genetic deletion. Consistently, a similar reduction of CD49a^+^ ILC1-like cell metastasis infiltration was observed in SL4-induced metastasis, characterized by low frequency of CXCL9^+^F4/80^hi^MHCII^+^ macrophages. Nevertheless, the modest accumulation of CD49a^+^ NK cells observed in SL4-induced metastasis in WT mice and MC38-induced metastasis in *Cxcr3-*deficient mice suggests that, in addition to CXCR3, other chemokine receptors participate in NK cell recruitment and plasticity in LM.

Our results diverge from recent findings that clearly demonstrates a rapid loss of effector functions by NK cells entering MC38 tumors growing subcutaneously, corresponding to acquisition of CD49a and loss of the maturation marker CD11b (28). Nevertheless, we observed only a mild reduction of CD11b expression by CD49a^+^ NK cells infiltrating metastasis, indicating that the unique liver immune features affect the MME differently from other anatomical sites.

A prometastatic role of macrophages in the liver has been ascertained in several studies, including mouse CRC models (48–50), while macrophages were also shown to enhance NK cell function by various means in the MC38 model (9, 10). We found that CD49a^+^ NK cell accumulation correlated with CXCL9^+^MHCII^+^ MAM, showing features of an inflammatory macrophage population recently identified in mouse and human tumors and linked to better clinical outcome (32, 38, 51–53). Correspondingly, we found enrichment of CXCR3^+^ NK clusters with residency features in human CRC liver metastasis samples compared with metastasis-free liver or PB.

CXCL9 is documented as a favorable prognostic marker in several cancers, including CRC (54). This observation suggests a potential role of F4/80^hi^MHCII^+^CXCL9^+^ MAM in fostering a proinflammatory and antitumoral niche within the metastatic site. Accumulation of this MAM population in MC38 and not in SL4 correlates with the preferential accumulation of CD49a^+^ NK cells and might better counterbalance the activity of protumoral MAMs in the former model. Indeed, we showed that F4/80^hi^ MAM depletion negatively impacted on CD49a^+^ NK cell frequency in MC38-induced metastasis, supporting the hypothesis that macrophage-NK crosstalk is important in shaping NK cell phenotype in this context. One limitation of this study is the requirement for low concentration of exogenous IL-15 in NK cell–MAM coculture experiments, which is essential to maintain NK cell viability but may have diminished differences in the effects of MFL versus LM, as well as MC38- versus SL4-derived macrophages. Nonetheless, we were still able to appreciate differences in NK cell residency, proliferation features, and chemotactic behavior promoted by macrophages obtained from the different metastatic environments.

We also showed that CXCR3^+^ NK cell signature in LM predicts better prognosis in patients with CRC. Although the mechanism of NK_CXCR3 activation is still unknown, by analyzing the ligand-receptor pair communication, we found that the LM-enriched Macro_C1QC subset could interact with NK_CXCR3 cells through CXCL10-CXCR3, but the prognostic role of this interaction will require further investigation with a larger population cohort.

CXCR3 has been extensively characterized as an antitumoral chemokine receptor, influencing the infiltration of NK and T cells in various primitive tumors. Here, we show for what we believe to be the first time that CXCR3 helps to preserve NK cell functionality and antimetastatic function by facilitating their conversion into CD49a^+^ NK cells with ILC1-like features. Preventing CXCR3-mediated NKp46^+^ cell positioning within tissue by *Cxcr3* genetic deletion was sufficient to impair CD49a^+^ NK cell accumulation in metastasis and correlated with enhanced metastasis burden.

Collectively, these findings suggest a role played by the CXCR3 receptor/ligand axis in orchestrating NK cell infiltration and localization within specific metastatic niches. Thus, regulation of NK cell metastasis infiltration by potentiating CXCR3 responsiveness may represent a valid therapeutic strategy to dictate the outcome of the anticancer immune response.

## Methods

### Sex as a biological variable.

Our study analyzed male and female animals, and sex was not considered as a biological variable.

### Animals.

C57BL/6J, CD45.1 (Jackson mouse stock no. 008449) and *Cxcr3^–/–^* genetically knocked-out female mice were purchased from Charles River. *Ncr1^greenCre/+^*mice (55) were crossed with *Cxcr3^fl/fl^* mice (56) to obtain *Ncr1^greenCre/+^*;*Cxcr3^fl/fl^* (*Ncr1*^ΔCxcr3^) mice. For experiments in *Ncr1*^ΔCxcr3^ mice, both males and females were used, and littermates were used as controls. Experimental groups were randomized according to sex and age. Animals were maintained in the animal facility of the Department of Anatomical, Histological, Medical Legal Science and Locomotor Apparatus of Sapienza University of Rome under specific pathogen-free conditions in accordance with the guidelines of Animal Care and Use Committee of the Health Minister. Mice were kept in rooms with a 12-hour light/dark cycle and 22°C temperature, housed in environmental enriched cages and were fed ad libitum. All efforts were made to minimize the number of animals used and their suffering.

### Cancer cell lines.

In vivo experiments were conducted using the murine MC38 (originally obtained in house from ATCC (57)) or SL4 adenocarcinoma cell line syngeneic with C57BL/6 mice, provided by Tatsuro Irimura (University of Tokyo, Tokyo, Japan). MC38 and SL4 cells were cultured under standard conditions in complete RPMI-1640 or DMEM (1% nonessential amino acids, 1% sodium pyruvate [Gibco]), respectively, supplemented with 10% heat-inactivated FBS, 2mmol/L glutamine, and antibiotics (100IU/mL penicillin). Cell lines were periodically authenticated by morphologic inspection, verified to be mycoplasma free, and were passaged for no more than 4 weeks from thawing. For intrasplenic injection, MC38 or SL4 cells were detached using EDTA 1mM, filtered through a 70μm cell strainer (Corning) and resuspended in PBS (EuroClone) 0.01% EDTA.

### Antibodies and other materials.

Anti-mouse antibodies against the following antigens for flow cytometry (clone in parentheses) were used: NK1.1-BV510/BV650/APC (PK136), CD16/32 (clone 93), Arg1-APC (A1EXF5), CD3-BV605/FITC (145-2C11), CD8a-FITC (53.6-7), CD11b-PE/PE-Cy7/FITC/BV510/BV421/APC-R700 (M1/70), CD11c-BV711/PE-Cy7 (N418), CD19-BV605/FITC (1D3), CD27-FITC (LG.7F9), CD39-PE-Cy7 (Duha59), CD45.1-PE-Cy7 (A20), CD45.2-PE/APC-H7/BUV395 (clone 104), CD49a-BB700 (Ha31/8), CD49b-APC/BV421/PE (DX5), CD69-AF488/PECF594 (H1.2F3), CD103-PerCP M290), CD73-BV421 (TY/11.8), CD62L-PE (MEL-14), CXCR6-PECy7 (SA051D1), CXCR3-APC/BV421 CXCR3-173), CX3CR1-PE (SA011F11), CXCR4-PE (2B11), EOMES-PE-Cy7 (Dan11Mag), F480-FITC/BV421 (BM8), Gr1-PerCP (RB6-8C5), iNOS-PE (CXNFT), KLRG1-BV786 (2F1), Ly6C-BV510/APC/BV605 (HK1.4), Ly6G-PE (1A8), MMR-PE-Cy7 (C068C2), PD-L1-PE/BV785 (MIH5), LAP-1-FITC/PE (TW7-16B4), MHCII-APC (M5/114.15.2), TREM2 APC, NKp46-BV421/PE/PE-Dazzle594 (29A1.4), NK1.1-BV650 (PK136), TIGIT-PE (1G9), Ki-67-FITC (SOLA-15), Perforin-PE (S16009A), CD107a-FITC/APC (1D4B), IFN-γ-APC/BV421 (XMG1.2), TNF-a-PE-Cy7 (MP6-XT22), CXCL9 (MIG-2F5.5), Tim4-AF647 (RMT4-54), CD115-PE (AF598) anti-bromo-deossi-uridina APC (bu20A). Antibodies were purchased from R&D Systems, Thermo Fisher Scientific, and Biolegend.

For microscopy, the following antibodies were used: NKp46/NCR1 (Polyclonal Goat IgG AF2225, R&D), anti-human/mouse CXCL9 PE (11H1L14, Thermo Fisher Scientific), F4/80 (clone A3-1, Biorad), CXCL10 (10H11L3, Invitrogen).

For in vivo experiments, the following antibodies were used: Avertin (Sigma), Zoletil, Rompum (Demas s.r.l.) and Metacam (Meloxicam) (Boehringer Ingelheim), Betadine 10% (Bayer). In vitro experiments and flow cytometry: PBS, PBS with Ca^2+^ and Mg^2+^ (EuroClone), paraformaldehyde (PFA), RPMI-1640, Physiological solution, Red Blood Cell Lysis Buffer (Sigma-Aldrich), Liberase TL (Roche), DNase I (Roche), Percoll Density Gradient Media (GE Healthcare), Cytofix/Cytoperm TM Fixation/Permeabilization Kit was from BD Biosciences

### Model of experimental liver metastasis.

Liver metastases were induced in 8-10 week-old mice by injecting 3 × 10^5^ MC38 or SL4 cells in 60 μL PBS into the splenic parenchyma. Spleen was excised 5 minutes after injection to prevent splenic tumor growth. Peritoneum was sutured, and skin closed with autoclips. Control mice underwent mock surgery. Metacam was administered for 3 days for pain relief. Livers were analyzed 16 or 20 days postsurgery for SL4 and MC38, respectively. Total liver weight was registered, macroscopically visible metastases were counted, and, once excised, pooled and weighed alone.

### Depletion of cells by antibodies or drugs.

To deplete F4/80^hi^ MAM tumor-bearing mice were treated i.p. with anti-CSF1R (CD115, clone AFS98, BioXcell) or control Rat IgG2a (clone 2A3, BioXcell) mAbs as following: 60 mg/kg at day +7 intrasplenic injection, 30 mg/kg at days +10 and +13, and 20 mg/kg at day +16.

To deplete F4/80^int^ MAM tumor-bearing mice were treated i.p. with MC-21 mAb or Rat IgG control MC-67 mAb (provided by Matthias Mack, Universität Regensburg, Regensburg, Germany) as following: 20 μg/mouse everyday from day +1 to day +10 of intrasplenic injection.

### Cell isolation from tissue and flow cytometry.

Liver parenchyma was smashed, filtered (100 μm strainer, Corning), and washed twice with PBS. Liver metastases were shredded, digested in RPMI-1640 with 0.25 mg/mL Liberase TL and 0.5 mg/mL DNase I for 30 minutes at 37°C, and filtered (100 μm strainer). Leukocytes were enriched via 40% Percoll density gradient centrifugation. Blood was collected from the tail vein in heparin tubes, lysed with Red Blood Cell Lysis Buffer. Single cells were incubated with anti-CD16/32 for Fc blocking, stained for surface markers in 50 μL antibody mix, and washed with staining buffer (0.5% BSA, 2 mM EDTA, 0.025% NaN3). For intracellular staining cells were fixed (1 hour, RT, IC Fixation Buffer, eBioscience) and stained for intracellular markers (2 hours, 4°C). Dead cells were excluded using Live/Dead Fixable staining. Samples were acquired on a FACS Canto II or LSR Fortessa (BD Biosciences) and analyzed with FlowJo v10 (Tree Star).

For cell sorting, single-cell suspensions were stained with the indicated Abs and sorted using a FACSAriaIII (BD Biosciences) with 488 nm, 561 nm, and 633 nm lasers and FACSDiva v6.1.3. Following the gating strategy (Supplemental Figure 1A), cells were gated by FSC-A/SSC-A, doublets excluded via FSC (H versus A), and sorted as NK cells (live lin-CD45^+^NKp46^+^CD49a^–^CD49b^+^), ILC1 (live lin-CD45^+^NKp46^+^CD49a^+^CD49b^–^), and CD49a^+^ NK cells (live lin-CD45^+^NKp46^+^CD49a^+^CD49b^+^). Macrophages were sorted after CD45^+^ enrichment as CD45^+^CD11b^+^F4/80^low^ and CD45^+^CD11b^+^F4/80^hi^.

To minimize stress, cells were sorted using a 100 mm ceramic nozzle, 19.84 psi sheath pressure, 18.96 psi sample pressure, and less than or equal to 3,000 events/second acquisition rate. Postsorting, an aliquot was assessed for purity (greater than 95%).

For macrophage purification, liver parenchyma was digested with a Liver Dissociation Kit (Miltenyi Biotech), centrifuged (200 g, 15 minutes), and filtered (40 μm strainer). F4/80^+^ cells were purified using mouse anti-F4/80 MicroBeads Ultrapure (Miltenyi Biotech).

### Ex vivo assays.

For intracellular cytokine detection, cells were stimulated with 100 ng/mL recombinant mouse IL-12p70 (Peprotech) and 50 ng/mL IL-15 (R&D) for 4 hours at 37°C in complete RPMI-1640 (55 mol/L 2-ME) with brefeldin A. Cells were then stained for surface markers, fixed, permeabilized (Cytofix/Cytoperm kit, BD Biosciences), and stained for intracellular cytokines. For CD107a detection, cells were freshly stained with anti-CD107a mAb.

For the killing assay, cells from 6–8 pooled MFL or LM samples were sorted via FACS Aria III (BD Biosciences). Target MC38 cells were stained with 2.5 μM CFSE and incubated in complete RPMI-1640 for 6 hours at 37°C with effector cells. CFSE-labeled cells alone served as controls. Specific killing was calculated as: ([% cell death in the presence of NK cells] – [% spontaneous cell death]) / (100 – [% spontaneous cell death]).

### Adoptive transfer experiments.

NK cells were purified from spleens of *Cxcr3^+/+^Ly5.1* and *Cxcr3^–/–^Ly5.2* mice using NK cell purification kit (Miltenyi Biotech) and were pooled at 1:1 ratio and CFSE labeled. For competitive adoptive transfer, each recipient mouse received 1 × 10^6^ pooled CFSE^+^ NK cells by i.v. injection. Donor type 1 ILCs in the liver of recipient mice were identified as CD3^–^NK1.1^+^ cells coexpressing CSFE with CD45.1 or CD45.2 by flow cytometry 18 hours after transfer.

### In vitro NK cell culture and degranulation assay.

For NK cell in vitro culture, freshly purified splenic NK cells (50,000/well) were plated in U-bottom 96-well plates with complete RPMI-1640 (1% nonessential amino acids, 1% sodium pyruvate, 55 mol/L 2-ME) and 10 ng/mL IL-15 (R&D Systems), with or without 10 ng/mL TGF-β1 (Peprotech), at 37°C, 5% CO_2_ for 3 or 7 days.

For NK cell–macrophage coculture, 5 × 10^5^ macrophages (HL, MFL, or LM) purified with anti-mouse F4/80 + Microbeads UltraPure (Miltenyi Biotech) were plated in flat-bottom 96-well plates with complete DMEM for 3 hours, washed with PBS, and cocultured with splenic NK cells (1:1 ratio) in IL-15–supplemented medium for 72 hours. To reduce TGF-β1 levels, some experiments used 2% FBS RPMI-1640.

For CD107a detection, flat-bottom high-binding 96-well plates were coated overnight (4°C) with 5 μg anti-NKR-P1C (BioXCells). NK cells were incubated in complete medium with GolgiStop (BD Bioscience) for 4 hours, adding fluorochrome-conjugated CD107a antibody in the last 2 hours.

For NK-MC38 coculture, MC38 cells (live or apoptotic via heat shock: 5 minutes at 65°C, 5 minutes on ice) were incubated with NK cells at 1:1 or 1:3 ratios.

### In vitro migration assay.

After 2 hours’ recovery in complete medium (37°C), purified NK cells were loaded onto 96-well 5.0 μm transwell plates (Corning, 3388) with membranes preactivated with 1 μg/mL ICAM for 1 hour (37°C). NK cells migrated for 2 hours toward macrophage supernatants or control chemokine. Migration medium alone served as a negative control. Migration (%) was calculated as: (migrated cells / total loaded cells) × 100.

### BrdU Assay.

For the in vivo BrdU assay, mice received 1mg BrdU (i.p.) in PBS or DMSO 18 hours and 9 hours before sacrifice. After organ extraction, cells were stained.

For the in vitro BrdU assay, 48 hours after initiating MAM-NK coculture, cells were stimulated with 25 ng/mL IL-15. During the last 6 hours, 20 μM BrdU was added. After 72 hours, NK cells were harvested, stained for extracellular markers, washed (PBS, 0.5% BSA, 2 mM EDTA), and fixed (PBS, 30% methanol, 0.4% PFA) for 30 min (room temperature [RT]). Pellets were stored overnight at 4°C. The next day, cells were resuspended in 500 μL Ca^++^/Mg^++^-PBS with 250 μg/mL DNase for 15 minutes (RT), washed, stained with anti-BrdU APC or control IgG (1 hour, RT), washed again, and analyzed by flow cytometry.

### Quantitative Real-Time PCR.

Macrophages from liver metastasis were purified with UltraPure F4/80 Beads (Miltenyi Biotech) with at least 96% purity, seeded in flat bottom 96-well plate in complete DMEM for 3 hours, washed with PBS, and total RNA was extracted using Total RNA Mini kit (Geneaid Biotech), according to manufacturer’s instructions. Reverse transcription was carried out in a 25 μL reaction volume with 1μg of total RNA according to the manufacturer’s protocol for M-MLV reverse transcriptase (Promega). cDNAs were amplified in duplicate with primers for TGF-β1 (forward: CCTGTCCAAACTAAGGC, reverse: GGTTTTCTCATAGATGGCG) and GAPDH (forward: TCGTCC CGTAGACAAAATGG, reverse: TTGAGGTCAATGAAGGGGTC) IL-15 (Thermo Fisher Scientific, Mm00434210_m1) and IL-15Rα (Thermo Fisher Scientific, Mm04336046_m1). RNA expression level was measured using the comparative Ct (threshold cycle) method. All PCR reactions were performed using an ABI Prism 7900 Sequence Detection system (Applied Biosystems).

### Luminex Assay.

ILC1, CD49a^+^ NK and CD49a^–^ NK cells from MFL, LM, and spleens of healthy mice were cultured in RPMI-1640, while liver metastasis macrophages were cultured in DMEM 1% BSA. Supernatants were collected after 24 hours, spun twice to remove debris, and stored at –80°C. Tissues were homogenized using gentleMACS dissociator. Luminex assay (Thermo Fisher Scientific) was performed per manufacturer instructions, and samples were acquired with Bio-Plex MAGPIX.

### Histology.

Histology was performed on 4 μm FFPE liver sections, stained with H&E, and scanned using the PANNORAMIC DESK II DW scanner (3DHISTECH). Liver metastases were measured by tracing lesion perimeters in SlideViewer (3DHISTECH).

### IF and confocal microscopy.

Mice were overdosed with halothane and perfused intracardially with PBS and 4% PFA. After fixation, the liver was preserved in 4% PFA overnight, incubated in sucrose for 24–48 hours, and frozen at –80°C. Cryostat sections (20 μm) were washed in PBS, blocked (3% goat serum, 0.3% Triton X-100, 1 hour, RT), and incubated overnight (4°C) with primary antibodies in PBS (1% goat serum, 0.1% Triton X-100), including anti-NKp46 (1:50), anti-CD31 (1:200). After washes, sections were stained with fluorophore-conjugated secondary antibodies, Hoechst for nuclei, and analyzed by fluorescence microscopy. Images were digitized using a CoolSNAP camera (Photometrics) on an ECLIPSE Ti-S microscope (Nikon) and processed with MetaMorph 7.6.5.0 (Molecular Devices).

For immunofluorescence, 8 μm liver cryosections were washed in PBS, blocked (3% BSA, 30 minutes, RT), and incubated (1 hour, RT) with primary antibodies, including anti-NKp46 (1:50), anti-F4/80 (1:100), anti-CXCL9, or anti-CXCL10 (1:100) in PBS (0.5% BSA). After washes, sections were stained with fluorophore-conjugated secondary antibodies and DAPI for nuclei. Images were acquired using a Zeiss LSM980 confocal microscope.

### RNA-seq analysis.

Type-1 lymphocytes from 6–8 pooled MFL or LM samples were sorted for bulk RNA-seq. RNA was extracted using the Norgen Single Cell RNA Purification Kit, and quality was assessed via Nanodrop. Sequencing was performed by DNALINK Inc. on the Illumina Novaseq 6000 platform using the SMARTer Stranded Total RNA-Seq kit v2-Pico Input, generating stranded, paired-end 101 bp reads. Total yield ranged from 5.9–8.6 billion bases, with 59–85 million reads per sample. The mean per-base Phred-score exceeded 35. Preprocessing included adapter trimming and quality filtering with trim-galore, followed by alignment to GRCm39 using Salmon (v1.5.0) with a decoy-aware transcriptome index (k=31) (58). Annotation used GENCODE M27, with transcript-to-gene conversion via tximport (v1.28.0). DESeq2 (v1.40.24) handled normalization and differential expression analysis. PCA was performed using prcomp on variance-stabilized gene expression. Heatmaps were generated with ggplot2 (v3.5.0) and ComplexHeatmap (v2.16.0). GO clustering used clusterProfiler (v4.2.0), and Gene Set Variation Analysis (GSVA v1.50) utilized MSigDB v7.5.1. A unique CD49a^+^NK gene signature was extracted from metastatic liver samples and applied to single-cell RNA-seq clusters (8).

### scRNA-seq analysis.

scRNA-seq data from PRJNA656253 and GSE164522 were processed using Seurat (v4.0.1) in RStudio (v4.0.2). Low-quality cells (gene count less than 200 or greater than 2,500) and those with more than 10% mitochondrial gene expression were removed. Only NK cells were analyzed in GSE164522. Data normalization and scaling used “SCTransform,” regressing out mitochondrial and cell cycle genes. Highly variable genes (HVG, *n* = 3000) informed PCA, with 20 PCs used for mouse and 30 for human datasets. Graph-based clustering (resolution 0.6 for mouse, 0.3 for human) and UMAP embedding were applied. Differentially expressed genes (DEGs) were identified with “FindAllMarkers” using the Wilcoxon rank sum test (min.pct ≥ 25%, adjusted *P* ≤ 0.05). CD49a^+^NK cluster scoring used “AddModuleScore.” Pseudotime analysis utilized Dynoverse (v0.1.1) with the slingshot algorithm, setting trILC1 as the starting node. Human dataset differential gene expression was assessed with “FindMarkers.”. GO analysis (top 100 genes per NK population) used clusterProfiler (v4.12.0) and msigdbr (v7.5.1) for Homo sapiens categories H, C2, C5, and C7. NK–myeloid interactions were predicted using multinichenetr (v2.0.1, (https://www.biorxiv.org/content/10.1101/2023.06.13.544751v1) with specified parameters (min_cells=5, min_sample_pro*P* = 0.5, fraction_cutoff=0.15, scenario=”lower_DE”).

### Microarray analysis.

Microarray data on CRC-derived liver metastases were obtained from GSE159216 (34). Normalized expression data were retrieved from GEO, and probe IDs were converted to gene symbols using pd.hta.2.0 (v3.12.2), hta20transcriptcluster.db (v8.8.0), and biomaRt (v2.60.0). Gene signature scores were calculated with GSVA using the top 25 NK_CXCR3 markers (by Log_2_ fold change). Multivariate Cox regression analysis, performed in survival (v3.7-0), assessed the gene signature’s median alongside clinical data. Forest plots were generated with survminer (v0.4.9) and sjPlot (v2.8.16).

### Statistics.

Statistical analyses were performed using GraphPad Prism Software. The significance between more than 2 groups was evaluated using 1- or 2-way ANOVA. Comparison between 2 groups were evaluated by paired or unpaired 2-tailed Student’s *t* test. Mann-Whitney test was used in case of non-Gaussian distribution. *P* value less than 0.05 was considered significant. A simple linear regression analysis was performed to evaluate the association between CD49a^+^ NK cells and CXCL9^+^ MHCII^+^F4/80^hi^ macrophages within mouse metastasis. Asterisks denote significant differences.

### Study approval.

Procedures on mice, treatments described, and criteria for euthanasia were approved by the Italian Health Ministry under protocols 727/2019-PR and 136/2024-PR and conformed to guidelines of DL n.26, March 2014.

### Data availability.

Data are available in the Supplemental Material. RNA-seq data can be accessed via NCBI’s GEO repository (accession number GSE266900) at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE266900 The mouse and human single-cell sequencing data are available under PRJNA656253 (NCBI Bio Sample) and GSE39583, respectively. Microarray data: GSE159216. Datasets are available from the corresponding author upon request. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

ER was responsible for planning and conducting most of the experimental work, analyzing and curating the data, and writing the manuscript. CDA and CDC were responsible for conducting experiments. ML was responsible for performing single cell RNA-Seq analysis and transcriptomic analysis of human samples. LT was responsible for conducting some experiments. VL was responsible for supervising and performing bulk RNA-Seq analysis. SG and FS were responsible for performing immunofluorescence experiments. JP was responsible for analyzing bulk RNA-Seq analysis. GP was responsible for performing sorting experiments. AK and UP were responsible for providing mouse strain. CG was responsible for helping in establishment of the metastasis model and revising the manuscript. CAJV was responsible for providing mouse strain and revising the manuscript. CL was responsible for supervising immunofluorescence experiments. SS was responsible for supervising single cell RNA-Seq analysis. GS was responsible for supervising experiments in conditional knock out mice and revising the manuscript. AS was responsible for supervising all the experimental work. GB was responsible for designing research studies, writing the manuscript.

## Supplementary Material

Supplemental data

Supplemental figure 2 data set

Supporting data values

## Figures and Tables

**Figure 1:**
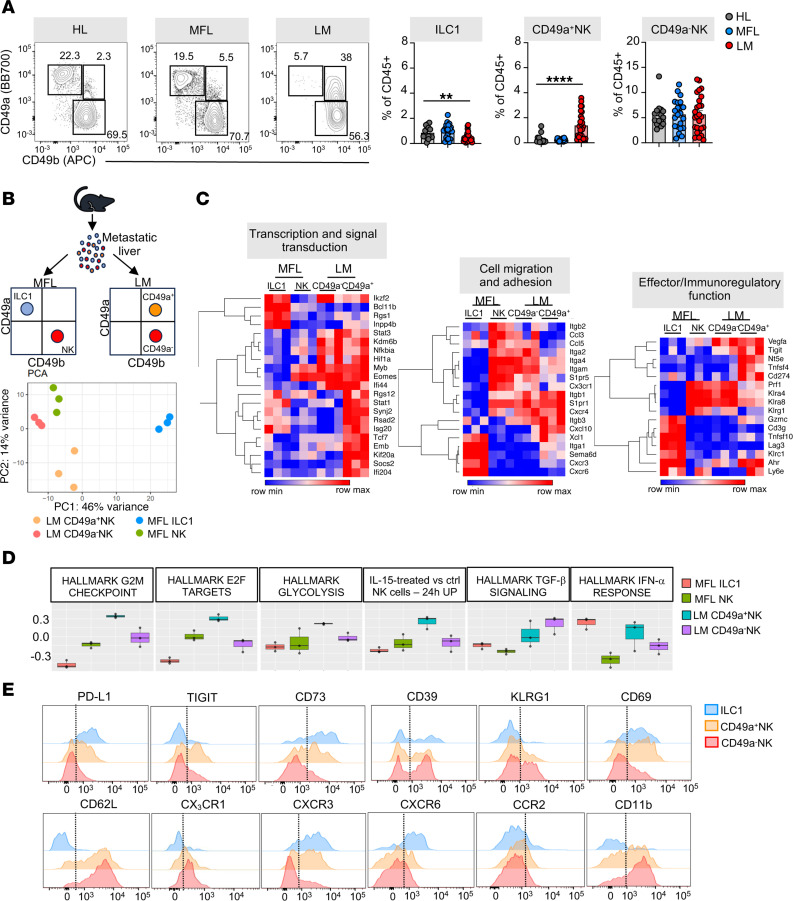
The liver metastasis microenvironment reorganizes type 1 ILC compartment and deeply shapes their transcriptional profile. (**A**) Left, representative contour plots of ILC1s (CD49a^+^CD49b^–^), CD49a^–^NK cells (CD49a^–^CD49b^+^) and CD49a^+^NK cells (CD49a^+^CD49b^+^) in healthy liver (HL), metastasis-free liver (MFL), and liver metastasis (LM) gated on lin(CD3CD19)^–^CD45^+^NK1.1^+^ NKp46^+^ cells. Right, histograms show mean ± SEM of ILC1, CD49a^+^ NK, and CD49a^–^ NK cell frequency among CD45^+^ cells in HL, MFL, and LM of MC38-injected tumor-bearing mice. 5 independent experiments with at least 5 mice per group were performed. (*n* ≥ 15, ILC1 **P = 0.007; CD49a^+^NK ****P < 0.0001, 1-way ANOVA). (**B**) Top, gating scheme for cell populations isolated by fluorescence activated cell sorting. Pooled MFL and LM samples from at least 6 mice were collected in 3 independent sortings. Bottom, principal component analysis (PCA) from bulk RNA-seq. (**C**) Heatmaps showing DEGs involved in regulation of cellular functions. (**D**) Gene set variation analysis (GSVA) of MFL ILC1 and NK cells and LM CD49a^–^ NK cells and CD49a^+^ NK showing modulation of pathways associated to cell proliferation (E2F targets, G2M checkpoint), activation (IL-15-treated NK cells, TGF-β1, and IFN-α signalling) and metabolism (glycolysis). (**E**) Representative FACS histogram plots of at least 3 independent analyses for cell surface receptor expression by LM CD49a^+^ NK cells, ILC1, and CD49a^–^ NK cells.

**Figure 2:**
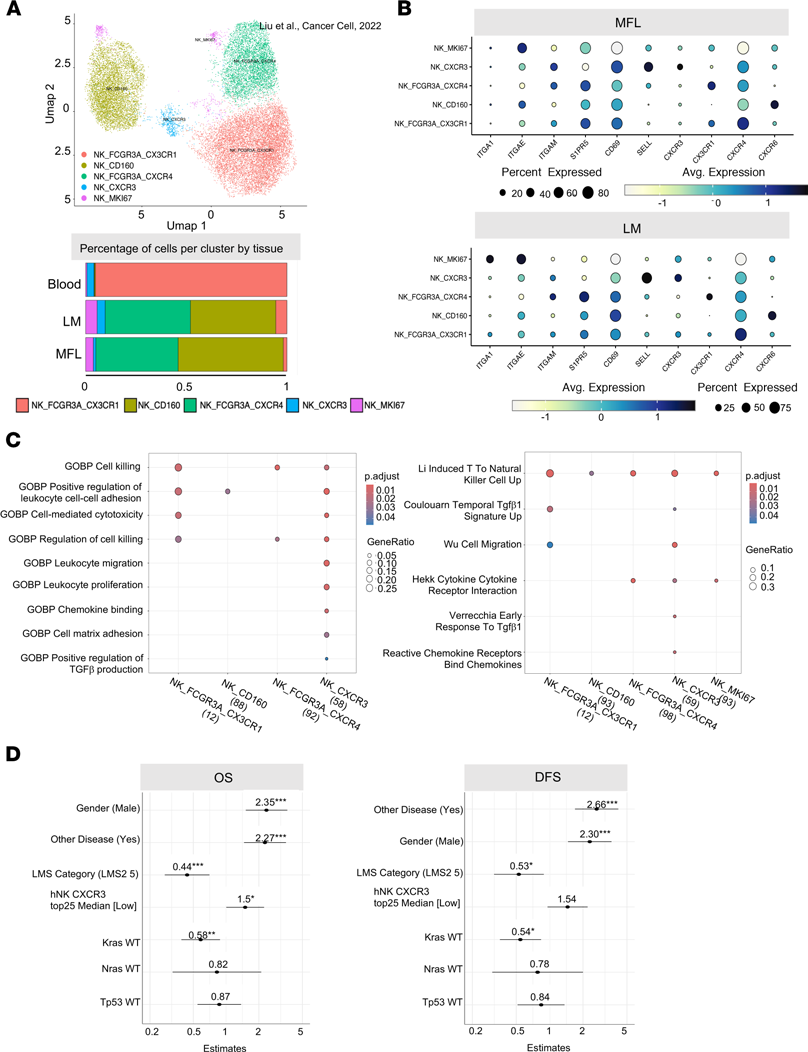
CXCR3 is prevalently expressed by CD49a^+^ NK cell subsets in human liver metastasis. (**A**) Top, Umap showing 5 NK cell clusters from MFL, LM, and PBMC samples identified in the analysis of human CRC dataset from Liu et al. (32). Bottom, frequency of NK cell clusters in MFL, LM, and PBMCs. (**B**) Dot plots showing gene expression related to cell migration and adhesion in NK cell clusters from MFL and LM. (**C**) GO analysis in NK cell clusters. (**D**) Forest plot analysis showing overall survival (OS) and disease-free survival (DSF) of NK_CXCR3 signature applied on colorectal cancer liver metastasis dataset (33).

**Figure 3:**
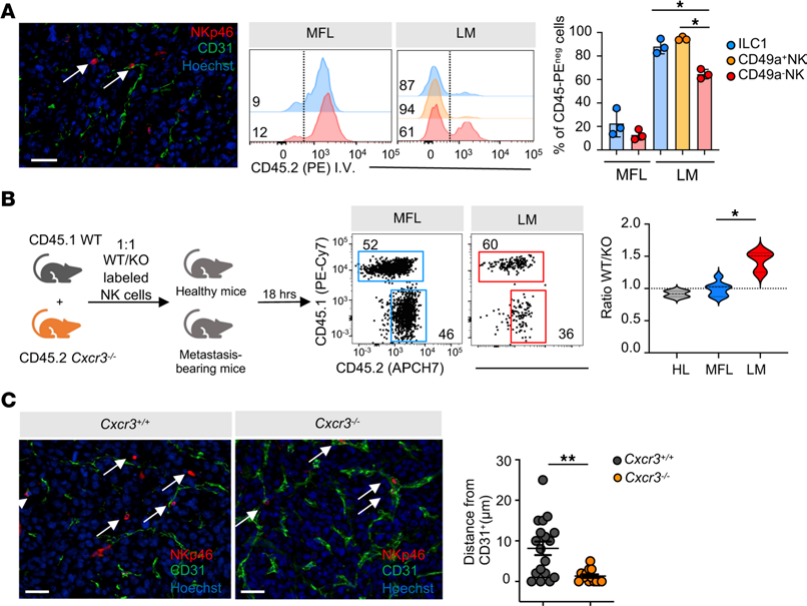
CXCR3 chemokine receptor drives NK cell infiltration in liver metastasis. (**A**) Left, representative immunofluorescence image of NKp46^+^ cell localization relative to endothelial (CD31^+^) cells (*n* = 4 mice, scale bar: 50 μm). Right, representative FACS histogram plots and quantification of parenchymal localization of ILC1, CD49a^+^ NK and CD49a^–^ NK cells assessed by CD45 staining upon CD45-PE in vivo injection before mouse sacrifice in MFL and LM. Numbers in FACS plots represent frequency of CD45-PE^–^ cells. Histogram bars show mean ± SD of CD45-PE^–^ cell frequency among cell populations in a representative experiment (ILC1 *P = 0.02, CD49a^+^ NK *P = 0.014, 1-way ANOVA) out of 3 performed with a total of 8 mice. (**B**) Schematics of NK cell competitive adoptive transfer experiments. CFSE^+^ splenic NK cells from CD45.1 WT and CD45.2 *Cxcr3^–/–^* mice were i.v. transferred in healthy control or metastasis-bearing mice at 1:1 ratio. Transferred cells were identified as CFSE^+^ cells. WT and *Cxcr3^–/–^* cells were discriminated according to their CD45 allelic variant. Violin plot shows the relative number of NK cells from WT and *Cxcr3^–/–^* mice, expressed as WT/KO ratio of transferred cells in HL, MFL, and LM in 2 independent experiments (HL *n* = 2, MFL *n* = 7, and LM *n* = 3; *P = 0.01, 1-way ANOVA). (**C**) Representative immunofluorescence staining of LM from 4 mice; in red, NKp46^+^ cells are indicated by white arrows and CD31^+^ blood vessels are shown in green. Relative quantification of NKp46^+^ cells distance from blood vessels in LM of *Cxcr3^+/+^* and *Cxcr3^–/–^* mice (**P = 0.0018 2-tailed Student’s *t* test; scale bar: 50μm).

**Figure 4:**
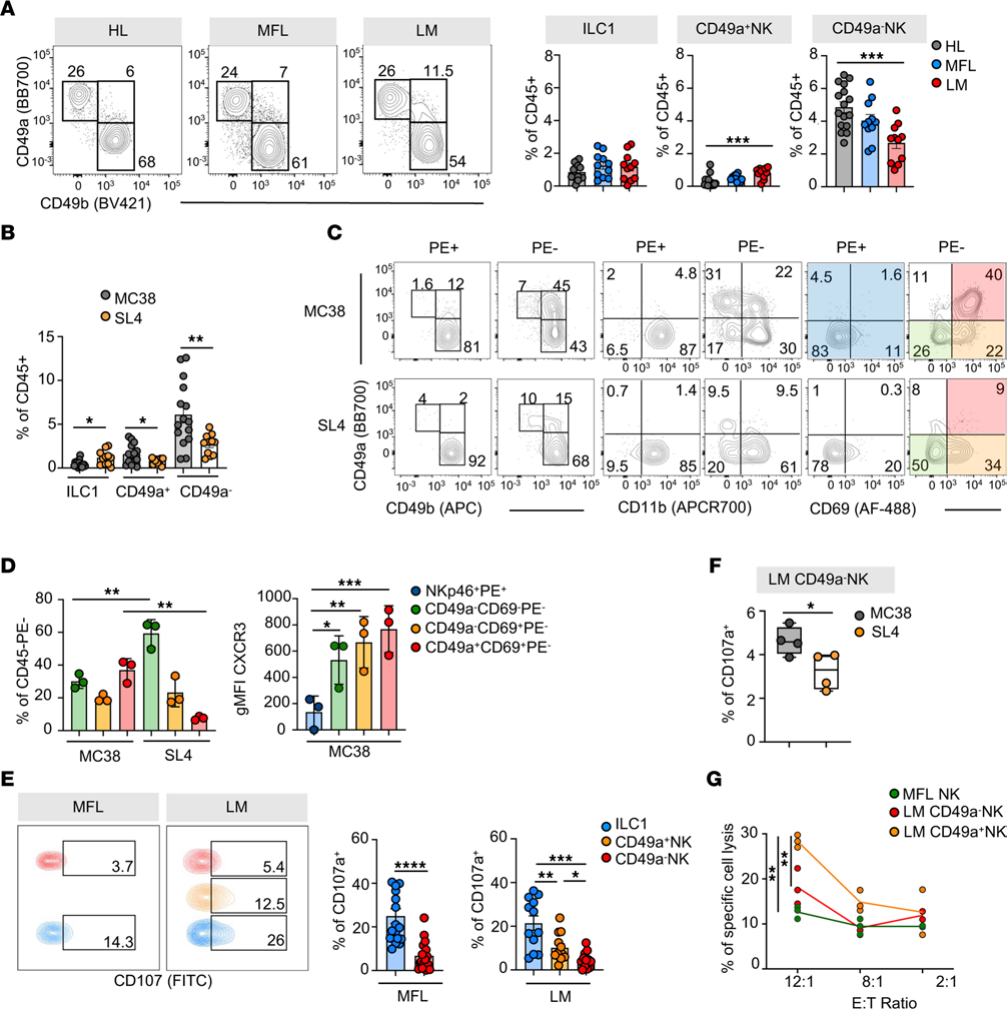
CD49a^+^ NK cells accumulate in metastasis parenchyma and acquire features of tissue residency in MC38- but not in SL4-induced metastasis. (**A**) Left, representative contour plots of type 1 innate lymphocytes in HL, MFL, and LM of SL4-injected mice gated on lin(CD3CD19)^–^CD45^+^NK1.1^+^ NKp46^+^ cells. Right, histograms show mean ± SEM of ILC1, CD49a^+^ and CD49a^–^ NK cell frequency among CD45^+^ cells. 3 independent experiments with at least 11 total mice (CD49a^+^ NK ***P = 0.0008, CD49a^–^ NK ***P = 0.0002 2-tailed Student’s *t* test). (**B**) Histogram plot shows comparison of mean frequency ± SEM of cells among CD45^+^ cells in LM from MC38- and SL4-injected mice. (ILC1 *P = 0.02, CD49a^+^ NK *P = 0.04, CD49a^–^ NK **P = 0.006 2-tailed Student’s *t* test). (**C**) Left, representative contour plots of ILC1, CD49a^+^ and CD49a^–^ NK cell distribution in vascular (CD45-PE^+^) and parenchymal (CD45-PE^–^) compartments of MC38- and SL4-induced LM upon CD45-PE in vivo labeling. Middle and right, CD49a, CD11b, and CD69 expression on total CD49b^+^ cells among CD45-PE^+^ and CD45-PE^–^ cells. (**D**) Left, histogram plot shows frequency of CD45-PE^–^ cells in LM from MC38- and SL4-injected mice (CD49a^–^CD69^–^ **P = 0.001, CD49a^+^CD69^+^ **P = 0.001 1-way ANOVA). Right, histogram plot shows a representative experiment of CXCR3 geometric (g) MFI ± SD on NK cell subsets in MC38-induced LM. Three animals per group were analyzed (CD49a^–^CD69^–^ *P = 0.017, CD49a^–^CD69^+^ **P = 0.0018, CD49a^+^CD69^+^ ***P = 0.0004, 1-way ANOVA). (**E**) Contour plots show CD107a expression by MC38-induced MFL and LM type 1 innate lymphocytes. Histograms show mean frequency ± SEM of CD107a^+^ cells from 3 independent experiments (MFL: *n* = 18 ****P < 0.0001, LM: *n* = 8 CD49a^+^ NK *P = 0.03, LM CD49a^–^ NK *P = 0.01, 1-way ANOVA). (**F**) Box plot showing frequency of CD107a^+^ LM CD49a^–^ NK cells in MC38- and SL4-derived LM (*n* = 4 *P = 0.03 2-tailed Student’s *t* test). (**G**) Representative experiment out of 3 (in duplicate) showing mean frequency ± SD of MC38 target cell–specific lysis by sorted MFL NK cells and LM CD49a^+^ and CD49a^–^ NK cells.

**Figure 5:**
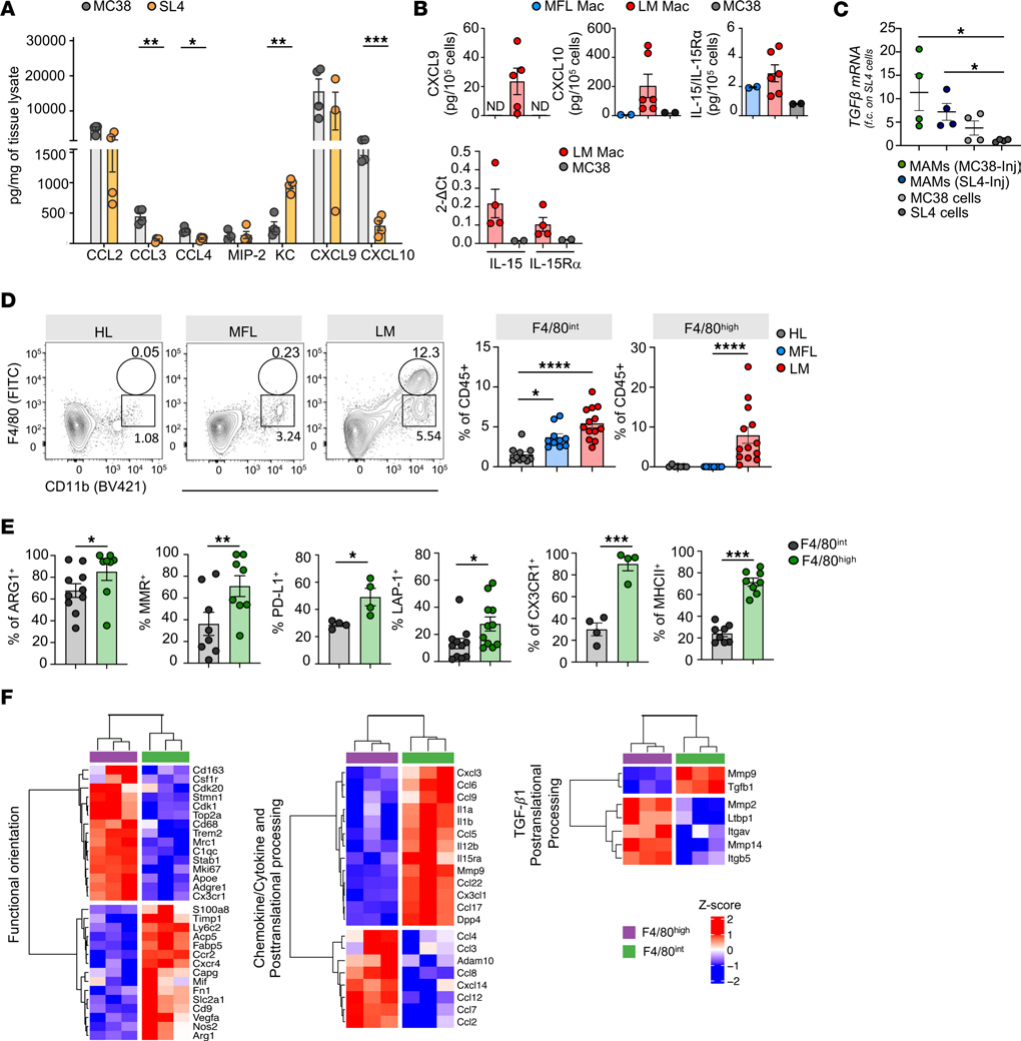
Macrophages showing TAM-like features accumulate in MC38-induced liver metastasis and produce cytokines and chemokines. (**A**) Histograms show chemokine concentrations in LM homogenates from MC38- and SL4-injected mice by luminex assay performed in duplicate (*n* = 3; pg/mg of tissue lysate) (CCL3 *P = 0.01, CCL4 *P = 0.04, KC *P = 0.01, ***P = 0.0007, 2-tailed Student’s *t* test). (**B**) Top, quantification of CXCL9, CXCL10, and IL-15/IL-15Ra complex secretion in MFL and LM macrophage- and MC38 cell-conditioned supernatants (*n* ≥ 2). Bottom, mRNA levels of *Il-15* and *Il-15R*α expression by macrophages isolated from MFL and LM and by MC38 cells (*n* = 2). (**C**) mRNA levels of TGF-β1 expression by MC38- and SL4-derived LM macrophages and MC38 and SL4 cell lines (*n* = 4, *P = 0.02, 2-tailed Student’s *t* test). (**D**) Contour plots show macrophage subsets HL and MC38-derived MFL and LM. Histograms represent mean frequency ± SEM of F4/80^int^ (CD11b^hi^F4/80^int^) and F4/80^hi^ cells (CD11b^hi^F4/80^hi^) gated on live lin^–^CD45^+^Ly6C^low/–^Gr1^–^ from at least 12 total mice. (*P = 0.02, ****P < 0.0001, 1-way ANOVA). (**E**) Histogram plots show expression of Arg1, MMR, PD-L1, LAP-1, CX_3_CR1, and MHCII in F4/80^int^ and F4/80^hi^ from MC38-induced LM (Arg1 *P = 0.017, MMR **P = 0.001, PD-L1 *P = 0.02, LAP-1 *P = 0.014, CX_3_CR1 ***P = 0.0005, MHCII ***P = 0.0001, 2-tailed Student’s *t* test) (**F**) Heatmaps showing DEGs from bulk RNA-seq of sorted F4/80^hi^ (violet) and F4/80^int^ (green) macrophages from MC38-derived LM.

**Figure 6:**
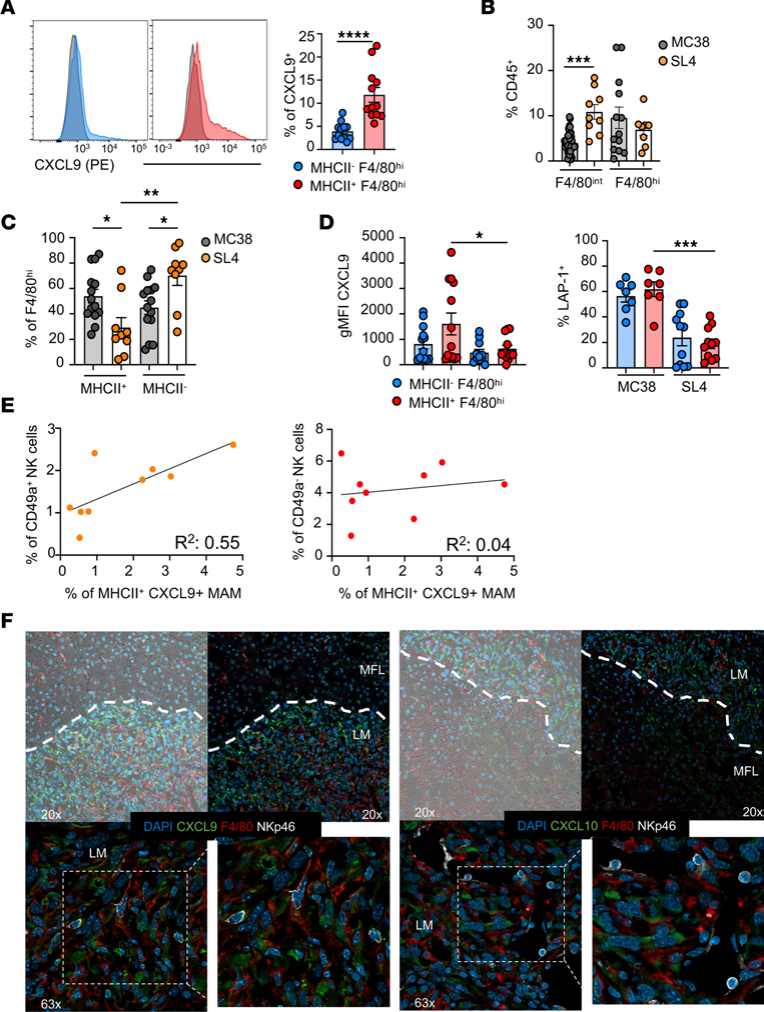
F4/80^hi^ MAMs from MC38 but not SL4-induced metastasis include subsets expressing CXCL9 and TGF-β1. (**A**) Representative FACS plots of CXCL9 expression on MHCII^+^ (red) or MHCII^–^ (blue) F4/80^hi^ macrophages in LM. Grey, isotype control (IC) staining. Histogram graph shows mean frequency ± SEM of CXCL9^+^ cells among MHCII^+^ or MHC-II^–^ F4/80^hi^ macrophages in MC38-injected mice (****P < 0.0001, 2-tailed Student’s *t* test). (**B**) Comparison of F4/80^int^ and F4/80^hi^ MAM mean frequency ± SEM between MC38-injected and SL4-injected mice (***P = 0.0002, 1-way ANOVA). (**C**) Mean frequency ± SEM of MHCII^+^ or MHCII^–^ cells among F4/80^hi^ MAMs in MC38- and SL4-induced LM (*n* > 9, *P = 0.04, **P = 0.001, 1-way ANOVA). (**D**) Comparison of CXCL9 gMFI and of frequency of LAP-1^+^ cells on MHCII^+^ or MHCII^–^F4/80^hi^ macrophages in MC38- or SL4-injected mice. Mean ± SEM of at least 7 mice per group in 2 independent experiments (gMFI *P = 0.029, LAP-1 ***P = 0.0003, 1-way ANOVA). (**E**) Correlation between frequency of CD49a^+^ or CD49a^–^ NK cells and matched MHCII^+^CXCL9^+^F4/80^hi^ populations among CD45^+^ cells in LM from MC38-injected mice. Simple linear regression of correlation and Pearson correlation coefficient (R^2^) are shown (CD49a^+^ NK *P* = 0.02, CD49a^–^ NK *P* = 0.62). (**F**) Immunofluorescence staining of liver metastasis: in blue DAPI staining for nuclei, in red F4/80, in green CXCL9/CXCL10 and in white NKp46. Top (original magnification, ×20), dotted line indicates tumor margin. Bottom, images at original magnification, ×63, with corresponding insets.

**Figure 7:**
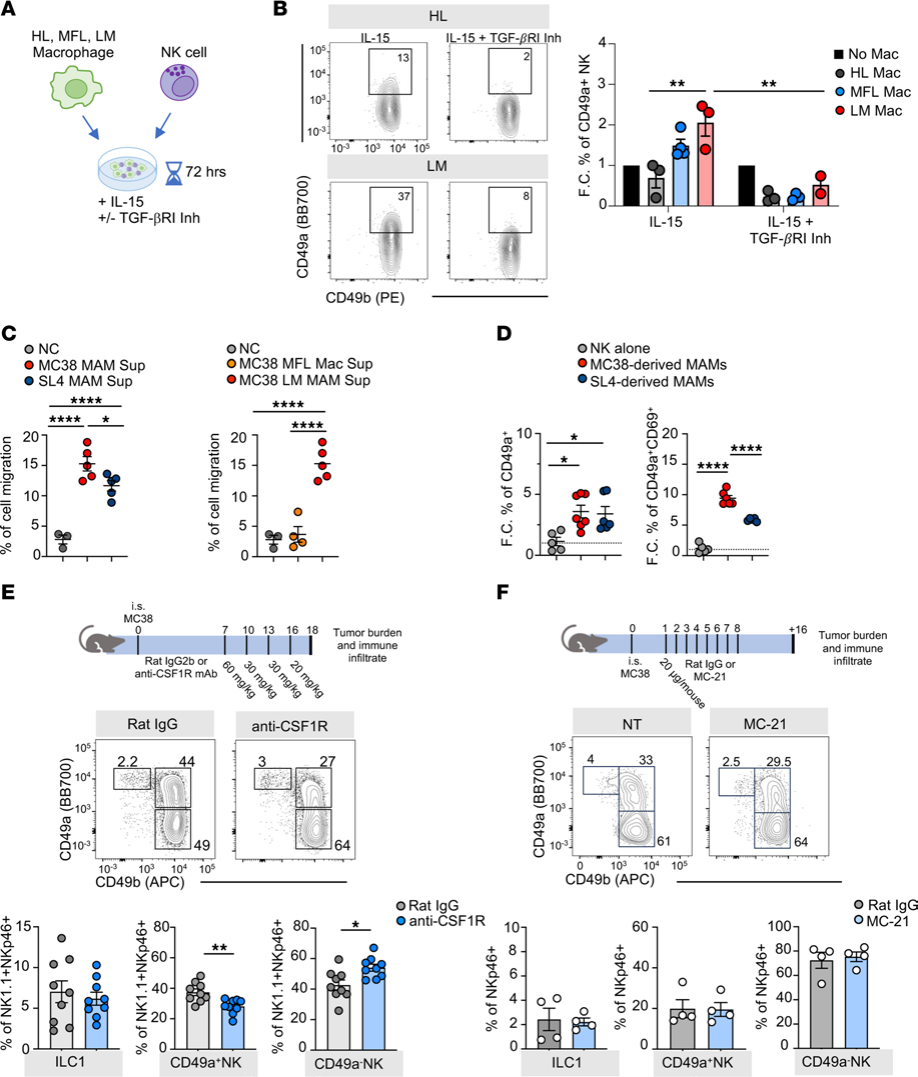
MAMs specifically induce acquisition of CD49a^+^ NK cell features by NK cells in a TGF-β1–mediated manner. (**A**) Experimental scheme of macrophage-NK cell coculture in vitro. (**B**) Lef,: representative contour plot of CD49a and CD49b expression by NK cells upon 72 hours coculture with macrophages purified from HL and LM with or without TGF-β-RI inhibitor (SB431542, 2.5 nM). Right, fold change (F.C.) of frequency ± SEM of CD49a^+^ cells among NK cells cultured with macrophages from HL, MFL, or LM relative to NK cells cultured alone (IL-15 *P = 0.03, IL-15+TGF-β-RI inhibitor *P = 0.044, 2-tailed Student’s *t* test in HL Mac versus LM Mac in IL-15 and LM Mac in IL-15 versus IL-15+ TGF-β-RI inhibitor). 3 experiments were performed in duplicate. (**C**) Left, percent of migration of splenic NK cells in response to supernatants collected from MC38- or SL4-derived LM macrophages and no chemokine control (NC) (n > 3, *P = 0.01, ****P < 0.0001, 1-way ANOVA). Right, percent of migration in response to MC38-derived MFL, LM macrophage supernatants and NC (*n* > 3, ****P < 0.0001, 1-way ANOVA). (**D**) Fold change of CD49a (left) and frequency of CD49a^+^CD69^+^ cells (right) in NK cells cultured alone or with LM-derived macrophages from MC38 and SL4 LM (*n* = 5, *P < 0.02, ****P < 0.0001, 1-way ANOVA). (**E** and **F**) Top, experimental workflow of in vivo treatment with anti-CSF1R and with MC-21. (**E**) Bottom, representative contour plots show ILC1, CD49a^+^ and CD49a^–^ NK cells in LM of control mAb (Rat IgG2a)-treated and anti-CSF1R-treated tumor-bearing mice. Numbers in plots indicate frequency among NK1.1^+^NKp46^+^ cells. Histogram plots show mean frequency ± SEM (*n* = 9 total mice in 2 independent experiments, CD49a^+^ NK **P = 0.003, CD49a^–^NK *P = 0.02, 2-tailed Student’s *t* test). (**F**) Bottom, representative contour plots show ILC1, CD49a^+^, and CD49a^–^NK cells in LM of control mAb (Rat IgG2a)-treated and MC-21–treated tumor-bearing mice. Numbers in plots indicate frequency among NK1.1^+^ NKp46^+^ cells. Histogram plots show mean frequency ± SEM (*n* = 4, 2 independent experiments were performed).

**Figure 8:**
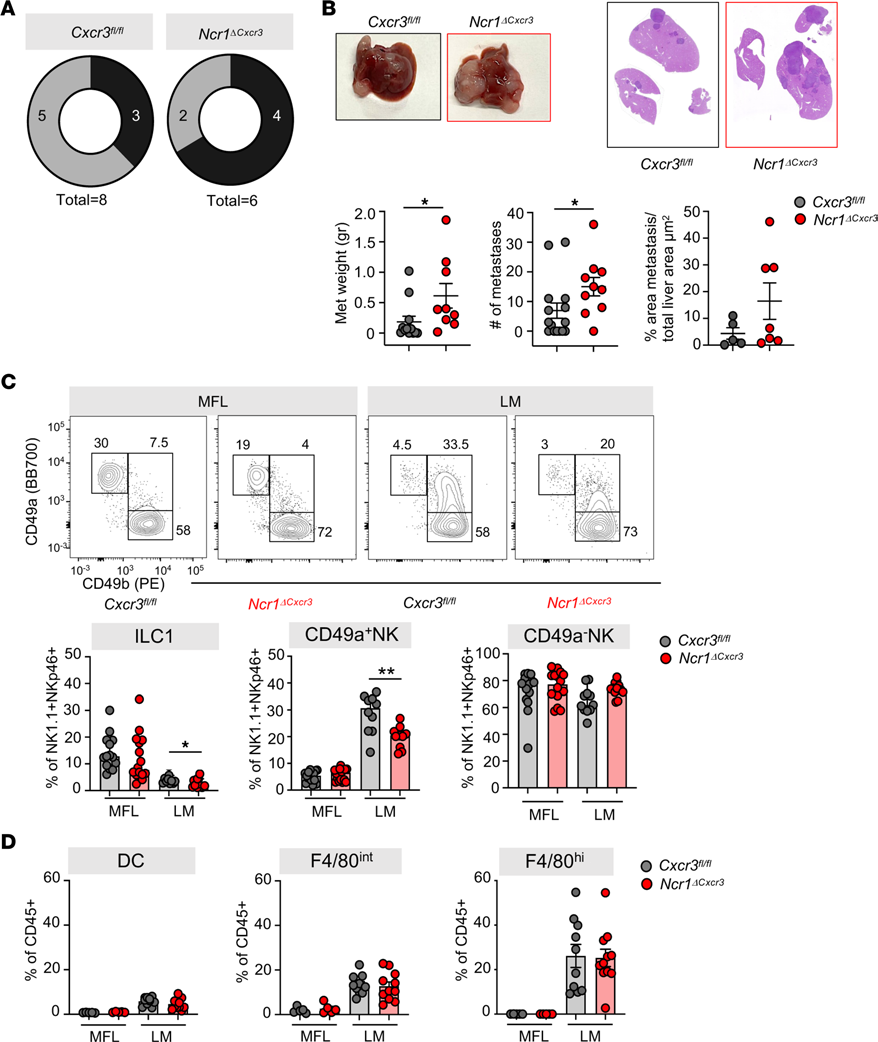
Deletion of *Cxcr3* in *Ncr1^+^* ILCs impairs CD49a^+^ NK generation and accelerates metastasis formation. (**A**) Cake plots show incidence of LM in Cxcr3^fl/fl^ and Ncr1^ΔCxcr3^ mice 15 days p.i. 2 independent experiments were performed. (**B**) Top, representative pictures of metastatic livers and hematoxylin-eosin staining. Bottom, scatter plots show mean ± SEM of metastasis weight (gr) and number and quantification of liver section from Cxcr3^fl/fl^ (grey) and Ncr1^ΔCxcr3^ (red) mice 20 days p.i. 3 independent experiments were performed (Met Weight *P = 0.012, no. metastases *P = 0.022, 2-tailed Student’s *t* test). (**C**) Representative contour plots of ILC1, CD49a^+^ NK and CD49a^–^ NK cells in MFL and LM from Cxcr3^fl/fl^ and Ncr1^ΔCxcr3^ mice. Numbers in plots correspond to frequency. Histograms show corresponding median frequency with 95% CI among NK1.1^+^ NKp46^+^ cells (ILC1 *P = 0.026, CD49a^+^ NK **P = 0.0015, 2-tailed Student’s *t* test to compare Cxcr3^fl/fl^ and Ncr1^ΔCxcr3^ cell frequency). (**D**) Histogram plots show frequency of DCs, F4/80^int^ and F4/80^hi^ macrophages in MFL and LM of Cxcr3^fl/fl^ and Ncr1^ΔCxcr3^ tumor-bearing mice among CD45^+^ cells. Data are presented as mean ± SEM. Three independent experiments were performed.

**Table 1:**
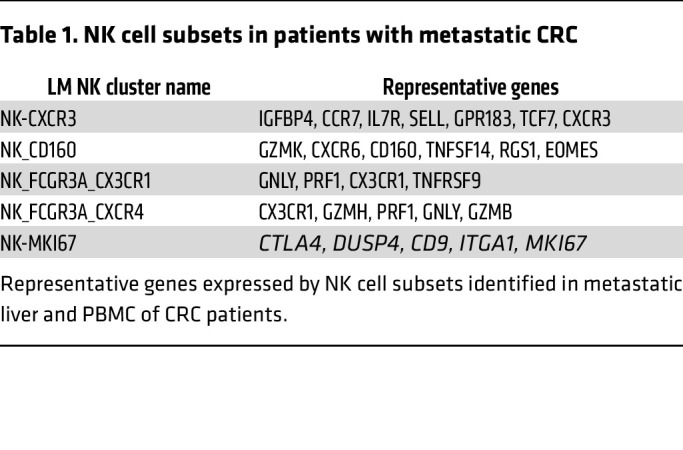
NK cell subsets in patients with metastatic CRC

# Supplementary material for: Cxcr3 promotes protection from colorectal cancer liver metastasis by driving NK cell infiltration and plasticity
**Source:** J Clin Invest. 2025 Apr 1;135(11):e184036. doi: 10.1172/JCI184036

## Supplemental Figure Legends

**S. Figure 1. Transcriptomic analysis of type 1 ILC in liver metastasis.** (A) Gating strategy for cell sorting of ILC1, CD49a<sup>+</sup> and CD49a<sup>-</sup>NK cells from metastasis-free liver (MFL) and liver metastasis (LM) in the MC38 metastasis mouse model. Cells first gated based on forward and side scatter area parameters (FSC-A and SSC-A) were then selected for doublet exclusion (Heights, H versus Area, A). NKp46<sup>+</sup> cells were finally collected based on CD49a and CD49b expression levels. (B) Volcano plots of differentially expressed genes between LM and MFL NK cells and CD49a<sup>+</sup>NK cells and MFL or LM CD49a<sup>-</sup>NK cells. 

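At an edgeR adjusted p under 0.1, 10 of 13594 genes differed between LM CD49a- and MFL NK cells (9 higher, 1 lower), 88 between LM CD49a+ and MFL NK cells (58 higher, 30 lower) and 19 between LM CD49a+ and LM CD49a- NK cells (9 higher, 10 lower), and 10, 82 and 19 of these had an absolute log2 fold change above 1. At an unadjusted p under 0.05, the numbers were 914, 1324 and 1579. The libraries of the groups compared did not overlap for 2205 (16.2%), 2730 (20.1%) and 1335 genes (9.82%), where chance gives 10%. The number within LM depended on LM CD49a- replicate 3, without which it was 267 (210 higher, 57 lower), and also changed without LM CD49a- replicate 2 (52), LM CD49a+ replicate 1 (5) or LM CD49a+ replicate 3 (33). Against MFL NK cells, LM CD49a- NK cells had 110 genes without LM CD49a- replicate 3, of which 20 were higher and 90 lower, 86 without LM CD49a- replicate 2, 4 without LM CD49a- replicate 1, and 1, 3 and 1 without MFL NK replicates 1, 2 and 3. The number for LM CD49a+ NK cells was 162 without LM CD49a+ replicate 2, 52 without LM CD49a+ replicate 1, 37 without MFL NK replicate 2 and 26 without MFL NK replicate 1 or 3.

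By the size of the change among called genes with at least 5 CPM and no overlap, the leading genes that were higher in LM CD49a+ than in LM CD49a- NK cells were *Inpp4b*, *Sema6d* and *Gzmc*, and the leading lower ones were *Cma1*, *Cpne7* and *Dennd5a*. *Cma1*, which encodes a mast cell protease (ENSMUSG00000022225.8, chromosome 14 of GRCm39, 56178908 to 56182132), had 14.6 ± 4.19 CPM (SD, n = 3) in LM CD49a+, 89.9 ± 24.8 CPM in LM CD49a- and 136 ± 47.5 CPM in MFL NK cells (log2 fold change −2.63, standard error 0.42, adjusted p = 0.0268 within LM, and −3.23, adjusted p = 0.00128 against MFL NK cells). Within LM it was not called without LM CD49a+ replicate 1 (0.108, range from 0.0198 over the fits that each left out a library). *Cpne7* (ENSMUSG00000034796.15, chromosome 8, 123843492 to 123861927) fell from 75.7 ± 24.0 to 17.4 ± 3.42 CPM (−2.12, standard error 0.31, adjusted p = 0.0118). *Dennd5a* (ENSMUSG00000035901.15, chromosome 7, 109492987 to 109559711) fell from 91.1 ± 43.5 to 23.3 ± 5.00 CPM (−1.97, standard error 0.39, adjusted p = 0.0933) and was not called without LM CD49a+ replicate 1, 2 or 3 (0.183, 0.173 and 0.120, range from 0.0294) or with the replicate block (0.105, range over all alternatives from 0.000722 to 0.921). The transcription factor gene *Zeb2* had 132 ± 10.4 CPM in LM CD49a+ and 435 ± 21.6 CPM in LM CD49a- NK cells (−1.72, adjusted p = 0.0402).

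Against MFL NK cells, LM CD49a+ NK cells rose most in *Cdh1* (28.0 ± 20.4 CPM, at least 123-fold higher, or 71.5-fold without LM CD49a+ replicate 3, adjusted p = 0.00711), *Gzmc* and *Inpp4b*, and fell most in *mt-Atp6*, *Mcam* (from 70.4 ± 16.8 to 1.01 ± 0.890 CPM, −6.11, adjusted p = 0.0184) and *Cma1*. *Mcam* was not called without MFL NK replicate 1 (0.117, range from 0.0224). *mt-Atp6* had 0 counts in all 6 LM libraries and 139 ± 25.8 CPM in MFL NK cells, at least 507-fold more than in LM CD49a+ NK cells, but 648 of the 651 distinct sequences of 31 bases in its transcript also occur in the pseudogene *Atp6-ps*, so its count depends on how reads were divided between the 2 genes. It was the 1 gene lower in LM CD49a- than in MFL NK cells. The leading higher genes of that comparison were *Hspa1a* (log2 fold change 3.90, adjusted p = 0.0675), its near-identical neighbor *Hspa1b* (3.72, adjusted p = 0.0201), between which reads could have been split, and *Nr4a3* (3.26, adjusted p = 0.0675). They are genes that also respond to tissue digestion. *Hspa1a* was not called without LM CD49a- replicate 1 (0.191, range from 0.0276) or any of MFL NK replicates 1 to 3 (0.417, 0.248 and 0.294), *Hspa1b* without MFL NK replicate 1 or 3 (0.206 and 0.155, range from 0.0138) and *Nr4a3* without LM CD49a- replicate 1 (0.124, range from 0.00912) or any of MFL NK replicates 1 to 3 (0.417, 0.238 and 0.183).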

FDR < 0.1 was considered significant. (C) Gene Ontology (GO) of upregulated (top) and downregulated (below) genes.

**S. Figure 2. MC38-induced liver metastasis microenvironment comprises a variety of cell-state transitions in NK clusters.** (A) Top: Umap of cell clusters from analysis of scRNA-seq from (8). Bulk RNAseq was used to produce a unique gene signature for CD49a<sup>+</sup>NK cells (*1700025G04Rik*, *Prss16*, *Tpx2*, *H2bc23*, *Cdk6*, *Plac8*, *kKif20a*, *Cenpf*, *Atad5*, *Depdc1b*, *Smtn*, *Nt5e*, *2410022M11Rik*, *H34*, *Emb*, *Tmprss6*, *5830408C22Rik*, *H2aCc10*, *Spag5*, *Nsl1*, *Cxcl10*, *Sfxn5*) generated by extracting the genes uniquely expressed by CD49a<sup>+</sup>NK cells from the liver metastatic samples; Violin plots show scoring of clusters for in house signatures. 

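Of the 22 signature genes, 21 passed the low-count filter. *H34* was read as *H3f4*, which did not pass. All 21 were higher in LM CD49a+ than in LM CD49a- NK cells, with a median log2 fold change of 2.46 and a range from 0.46 for *1700025G04Rik* to 6.22 for *Nsl1*, and all 21 were higher than in MFL NK cells, with a median of 1.75. Within LM, edgeR called 0 of them at an adjusted p under 0.1, with 10 at an unadjusted p under 0.05 and 10 called when adjusted over the list alone. Against MFL NK cells 2 were called, *Emb* (log2 fold change 2.82, adjusted p = 0.0262) and *Nt5e*, which encodes CD73 (2.43, adjusted p = 0.0262), with 8 at an unadjusted p under 0.05 and 5 called over the list alone. The counts over the list alone are not independent evidence, because the study extracted these genes from the same libraries. *Nt5e* had 76.6 ± 22.4 CPM (SD, n = 3) in LM CD49a+, 25.8 ± 9.09 CPM in LM CD49a- and 14.2 ± 3.19 CPM in MFL NK cells. Its call was lost without LM CD49a+ replicate 1 (0.102, range from 0.0251 over the fits that each left out a library) or 3 (0.119), or without MFL NK replicate 1, 2 or 3 (0.129, 0.156 and 0.225). In LM CD49a- NK cells, expression of the 21 genes ranged from 0.148 CPM for *Nsl1* to 216 CPM for *Emb*. Many members are proliferation genes. *Tpx2* had 60.0 ± 27.6 CPM in LM CD49a+, 10.9 ± 13.1 CPM in LM CD49a- and 28.2 ± 3.39 CPM in MFL NK cells. Between LM CD49a- and MFL NK cells, 10 of the 21 genes were higher and 11 lower. The histone genes *H2bc23* and *H2ac10* have near-identical copies, so their counts are uncertain.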

(B) Pseudotime analysis on clusters. Schematic of cluster trajectory in pseudotime analysis. (C) Heatmap showing top 60 DEGs on cell clusters along with trajectory analysis. (D) Most upregulated genes at transition and branching points of pseudotime analysis.

**S. Figure 3. Distinctive type 1 ILC markers in healthy liver and MC38-induced metastasis-free liver and liver metastasis.** (A) Histogram plots show gMFI ± SEM of CXCR3, CD11b, CD69, CD62L, TIGIT, PD-L1, CD73 and CX<sub>3</sub>CR1 expression and mean frequency ± SEM of CD39<sup>+</sup> and CXCR6<sup>+</sup> cells among ILC1 (blue), CD49a<sup>+</sup>NK (orange) and CD49a<sup>-</sup>NK (red) cells in MFL and LM (CXCR3 n=7, \*\*p=0.002 one-way ANOVA in LM,

CD62L  $n=9$   $**p=0.003$ , CD69  $n=3$   $**p=0.0013$ , CD73  $n\geq 3$   $*p=0.06$ , CXCR6  $n\geq 8$   $***p=0.0002$ , one-way ANOVA). **(B)** Representative FACS histogram plots show CD62L, CXCR3, CD73, CD39, TIGIT, CXCR6, KLRG1, CX<sub>3</sub>CR1 and CD69 expression on ILC1, CD49a<sup>+</sup>NK and CD49a<sup>-</sup>NK cells in healthy liver (HL), MFL and LM. At least three independent experiments were performed. **(C)** Representative histograms of Ki-67 expression and relative mean frequency  $\pm$  SEM in ILC1, CD49a<sup>+</sup>NK and CD49a<sup>-</sup>NK from MFL and LM ( $n=4$ ,  $*p=0.01$ ,  $**p=0.009$ , one-way ANOVA). **(D)** Histogram shows mean frequency  $\pm$  SEM of BrdU<sup>+</sup> cells among ILC1, CD49a<sup>+</sup>NK and CD49a<sup>-</sup>NK in LM upon *in vivo* staining with BrdU ( $n=3$ ).

**S. Figure 4. CXCR3 identifies a liver metastasis-associated NK cluster in human patients.**

**(A)** Umap of NK cell clusters in MFL, LM and peripheral blood mononuclear cells (PBMCs) from a dataset of human liver metastasis colorectal cancer patients (32). **(B)** Heatmap of top 10 DEGs in NK cell clusters.

**S. Figure 5. Expression of effector molecules and killing capacity of type 1 ILC in liver metastasis.**

**(A)** Representative pictures of metastatic livers from MC38- and SL4-injected mice. **(B)** Quantification by ELISA of IFN- $\gamma$  concentration (pg/10<sup>6</sup> cells) in supernatants from sorted splenic NK (black), HL NK (grey), MFL NK (green), LM CD49a<sup>-</sup>NK and LM CD49a<sup>+</sup>NK cells ( $*p=0.04$ ,  $***p=0.0002$ , one-way ANOVA). **(C)** Top: representative FACS histogram plots of Perforin, Granzyme B (GzmB), Granzyme A (GzmA) and Granzyme C (GzmC) expression on MFL ILC1 and NK cells and on LM ILC1, CD49a<sup>+</sup>NK and CD49a<sup>-</sup>NK cells. Dotted line represents FMO staining control. Below: histogram plots show mean frequency  $\pm$  SEM of Perforin<sup>+</sup>, Granzyme B<sup>+</sup>, Granzyme A<sup>+</sup> and Granzyme C<sup>+</sup> cells on MFL and LM ILC1, CD49a<sup>+</sup>NK and CD49a<sup>-</sup>NK cells. Three independent experiments with 4 mice per group were performed. For Perforin expression,  $n=4$  (GzmA  $n\geq 8$   $**p=0.002$ , GzmC  $n\geq 14$

\*\*\*\* $p < 0.0001$ , one-way ANOVA). **(D)** Histograms show comparison of frequency of granzyme A, B and C expression on LM ILC1, CD49a<sup>+</sup>NK and CD49a<sup>-</sup>NK from MC38- and SL4-derived liver metastasis (MC38  $n=5$ , SL4  $n=3$ , \*\* $p=0.001$ , \*\* $p=0.004$ , \*\*\* $p=0.0002$ , one way ANOVA).

**S. Figure 6. Myeloid cell distribution and function in metastatic liver.** **(A)** Gating strategy of myeloid cells in LM. **(B)** Histogram plots show frequency of dendritic cells (Total DC) (CD11c<sup>+</sup>MHCII<sup>+</sup>), cDC1 (CD11c<sup>+</sup>MHCII<sup>+</sup>CD11b<sup>-</sup>Xcr1<sup>+</sup>) and cDC2 (CD11c<sup>+</sup>MHCII<sup>+</sup>CD11b<sup>+</sup>) among live lin<sup>-</sup>CD45<sup>+</sup> cells (\*\* $p=0.001$ , one-way ANOVA) **(C)** TGF- $\beta$  concentration (pg/ml) in supernatants of LM macrophages, MC38 and SL4 cells. Medium was used as control. **(D)** Representative FACS histograms of Arg1, MMR, PD-L1, LAP-1, MHCII and TREM2 expression on F4/80<sup>high</sup> and F4/80<sup>int</sup> LM macrophages. Light grey histograms show isotypic staining control, dark grey histograms show FMO control in HL, MFL and LM. **(E)** Histograms show gMFI  $\pm$  SEM of Ly6C, CD11c, CD11b, CX<sub>3</sub>CR1 and frequency of Tim4<sup>+</sup> cells in LM F4/80<sup>int</sup> and F4/80<sup>high</sup> macrophages ( $n > 4$ , Ly6C \*\* $p=0.002$ , CD11c \*\* $p=0.04$ , CX<sub>3</sub>CR1 \*\* $p=0.002$ , Tim4 \*\* $p=0.02$ , two-tailed Student's  $t$  test). **(F)** Frequency  $\pm$  SEM of CXCL9<sup>+</sup> cells among F4/80<sup>int</sup> and F4/80<sup>high</sup> macrophages and dendritic cells from LM ( $n > 3$  in three independent experiments, \*\* $p=0.07$ , \*\* $p=0.01$ , one-way ANOVA).

**S Figure 7. Macrophages from MC38-induced metastasis contribute to CD49a<sup>+</sup>NK cell generation.** **(A)** Left: contour plots show F4/80 and CD11b expression on purified macrophages from LM and MFL. Representative contour plots and scatter plots show gMFI  $\pm$  SEM of Tim4, Ly6C and CD115 on F4/80<sup>high</sup> (green) and F4/80<sup>int</sup> (grey) subsets of macrophages from LM and MFL (Tim4 LM \*\* $p=0.001$ , MFL \* $p=0.02$ , Ly6C LM \*\* $p=0.001$ , MFL \* $p=0.01$ , CD115 MFL \* $p=0.05$ , two-tailed Student's  $t$  test). **(B)** Fold change (F.C.) of CD49a<sup>+</sup>NK cell frequency upon 72 hours of co-culture with MC38-derived MAMs in presence

or absence of cell-cell contact ( $n=3$ ,  $*p=0.02$ , two-tailed Student's  $t$  test). **(C)** Frequency  $\pm$  SEM of CD107a<sup>+</sup> expression induced by anti-NK1.1 mAb stimulation on NK cells cultured with IL-15 alone (grey) or in combination with TGF- $\beta$  (orange) or upon co-culture with LM macrophages (red) for 72 hours ( $n\geq 3$ ,  $**p=0.003$ ,  $***p=0.0006$ , one-way ANOVA). **(D)** Frequency  $\pm$  SEM of BrdU<sup>+</sup>NK cells upon 72 hours with IL-15 (10ng/ml) alone or in co-culture with MC38- or SL4-derived LM macrophages ( $****p<0.0001$ , one-way ANOVA). From panel (A) to (D) at least three independent experiments are shown. **(E)** Cell interaction analysis of macrophage and NK cell clusters in human liver metastasis from analysis of (32).

**S Figure 8. MC38-derived MAMs, but not mono-macrophages, contribute to CD49a<sup>+</sup> NK cell generation.** **(A)** Representative picture of metastatic livers from Rat IgG- and anti-CSF1R-treated mice. **(B)** Hematoxylin-eosin staining of liver sections from Rat IgG- and anti-CSF1R-treated mice and relative quantification. Histogram plot shows metastasis weight (gr) in Rat IgG- and anti-CSF1R-treated mice. Mean  $\pm$  SEM of two independent experiments. **(C)** Top: representative contour plots of F4/80<sup>int</sup> and F4/80<sup>high</sup> macrophages in Rat IgG- and anti-CSF1R-treated LM. Below: histogram plots show frequency  $\pm$  SEM of F4/80<sup>int</sup> and F4/80<sup>high</sup> macrophages in LM ( $n=9$   $****p<0.0001$ , two-tailed Student's  $t$  test). **(D)** Violin plot shows concentration of CXCL10 in LM from Rat IgG- and anti-CSF1R-treated tumor-bearing mice. Histogram plots show gMFI  $\pm$  SEM of CXCL9 and LAP-1 in leftover macrophages from Rat IgG- and anti-CSF1R-derived LM ( $n>2$ ,  $*p=0.02$ , two-tailed Student's  $t$  test). **(E)** Mean frequency  $\pm$  SEM of monocytes, macrophages and dendritic cells in bone marrow from Rat IgG- or anti-CSF1R-treated tumor-bearing mice ( $n=4$ ). **(F)** Representative pictures of metastatic livers in Rat IgG- and MC-21-treated mice. Histogram plots show number of metastasis, % of inhibition  $\pm$  SEM of F4/80<sup>int</sup> and F4/80<sup>high</sup> macrophage frequency in LM of Rat IgG- and MC-21-treated tumor-bearing mice ( $n>5$ ,  $**p=0.07$ , two-tailed Student's  $t$  test).

**S. Figure 9. Immune cell distribution in the liver from Ncr1<sup>ΔC<sub>xcr3</sub></sup> mice. (A)** Left: schematic representation of mouse breeding to obtain Ncr1<sup>ΔC<sub>xcr3</sub></sup>; right: representative FACS histogram plots of CXCR3 expression on ILC1, NK cells and CD3<sup>+</sup> cells from liver of Cxcr3<sup>fl/fl</sup> and Ncr1<sup>ΔC<sub>xcr3</sub></sup> mice. **(B)** Histogram plots show frequency ± SEM of liver type 1 ILCs (live lin-CD45<sup>+</sup>NK1.1<sup>+</sup>NKp46<sup>+</sup>), NK cells and ILC1 and of Kupffer cells, dendritic cells (DCs) and macrophages in Cxcr3<sup>fl/fl</sup> and Ncr1<sup>ΔC<sub>xcr3</sub></sup> mice at steady state (n=3/group).

# Supplemental Figure 1

A

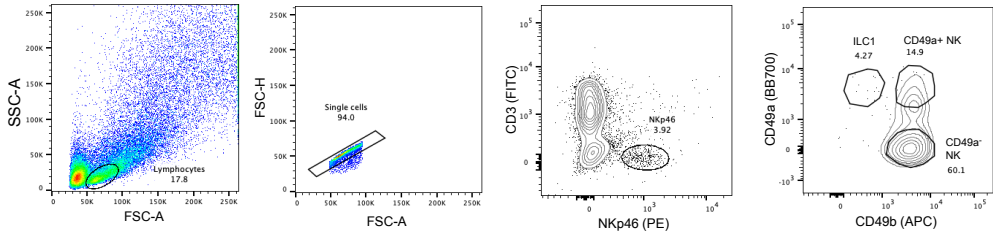

B

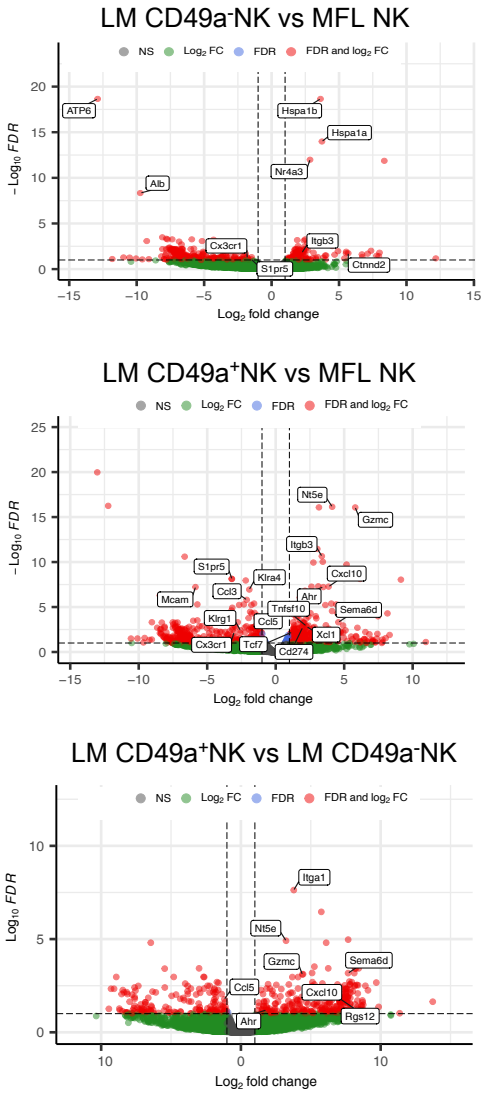

C

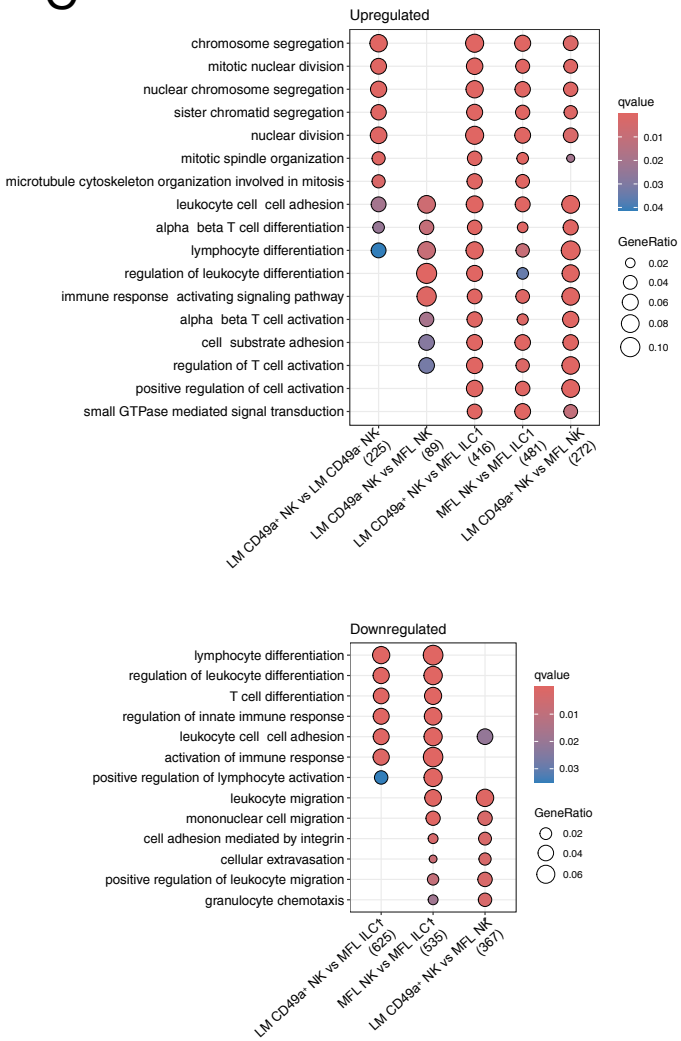

**A**

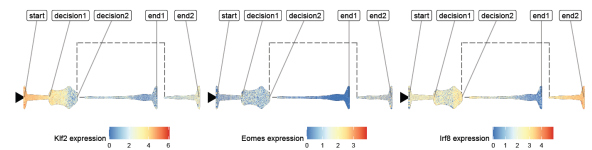

Supplemental Figure 3

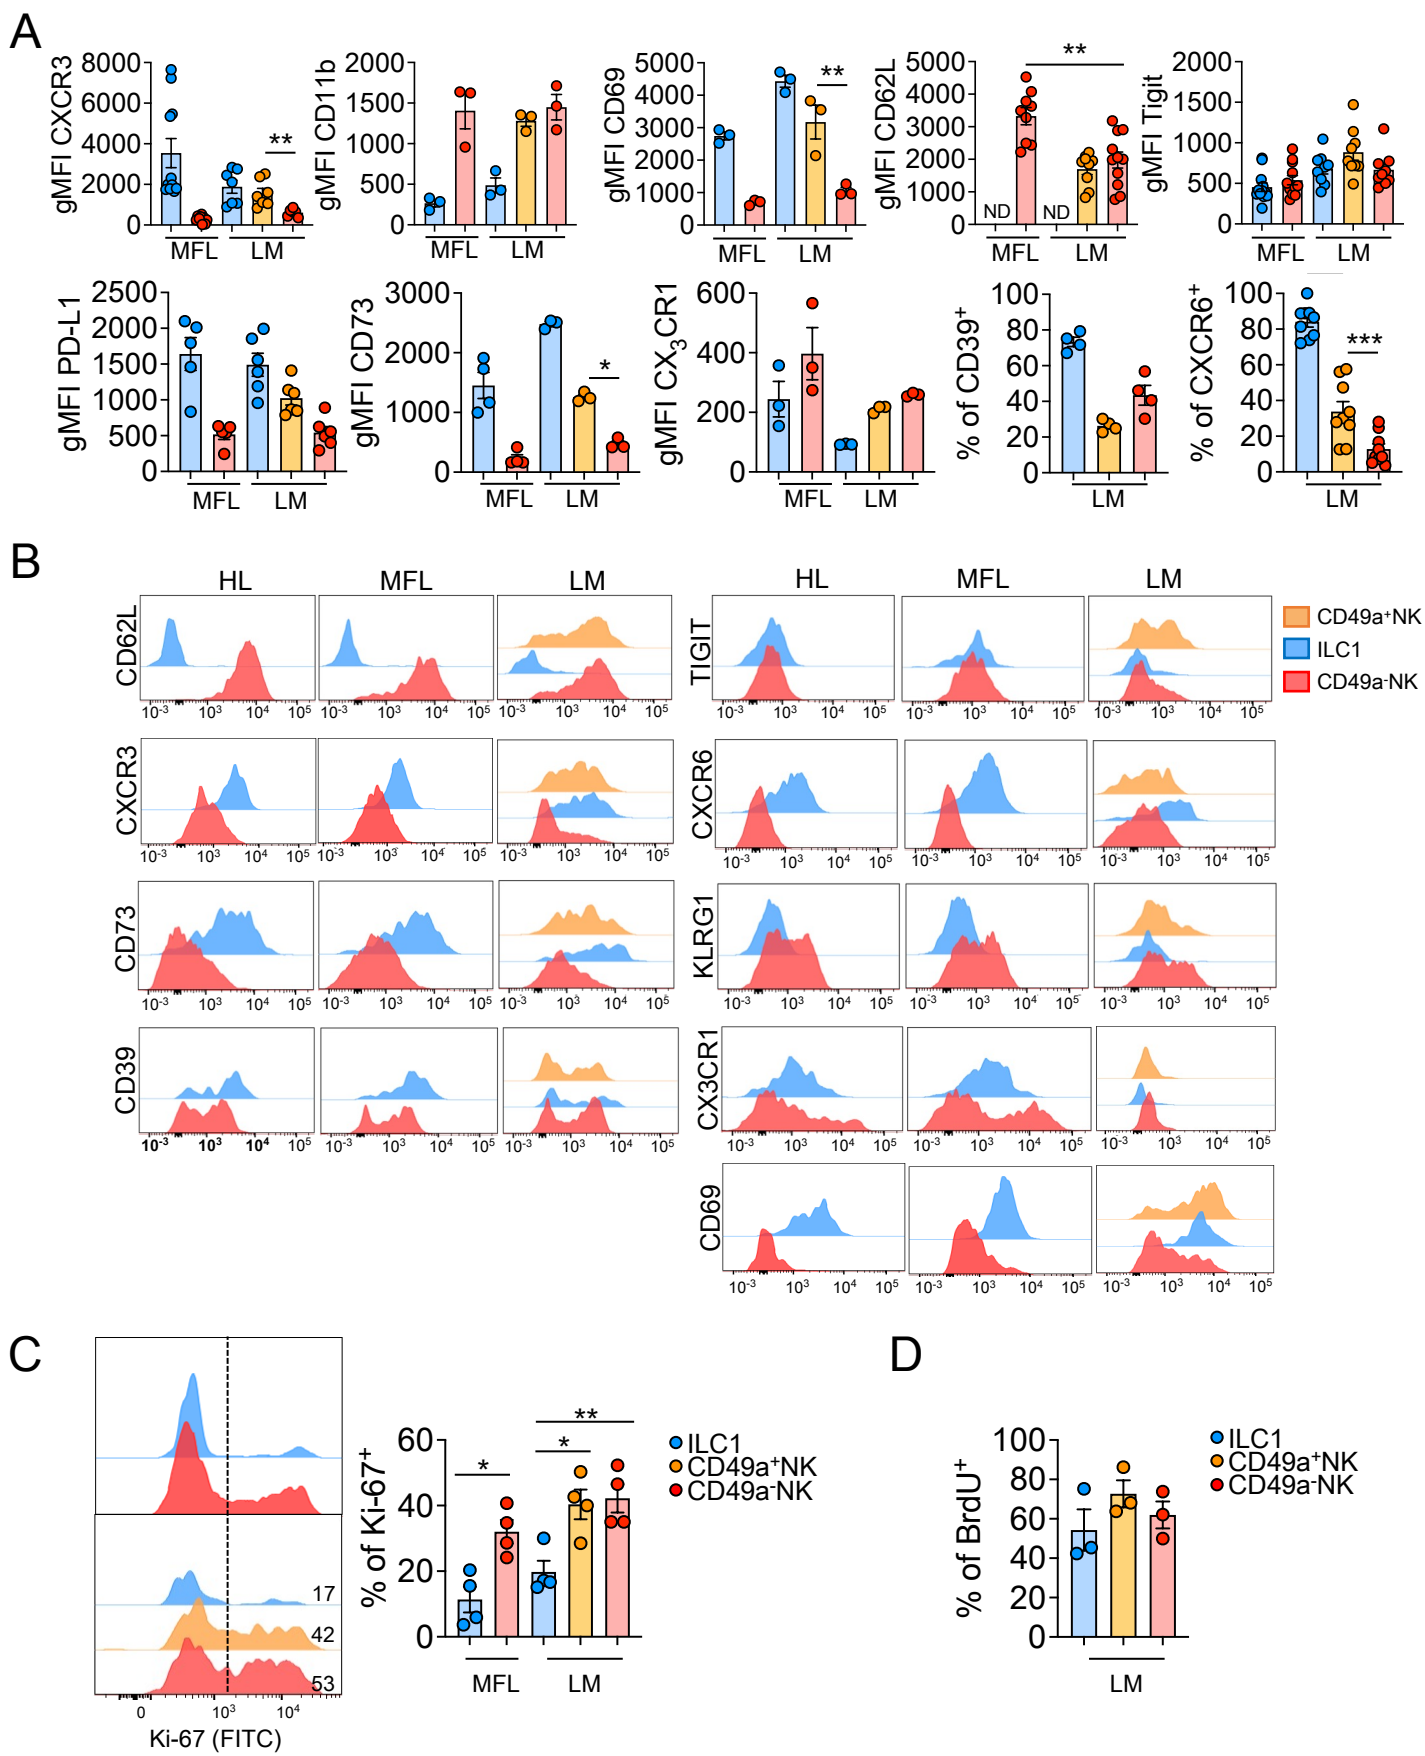

Supplemental Figure 4

A

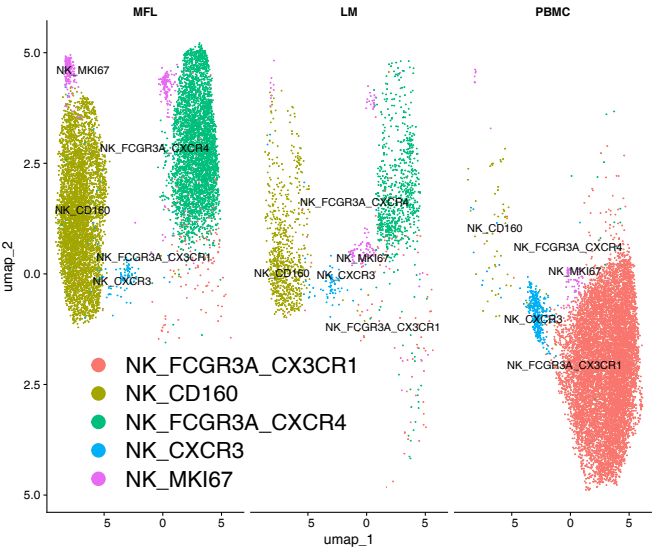

B

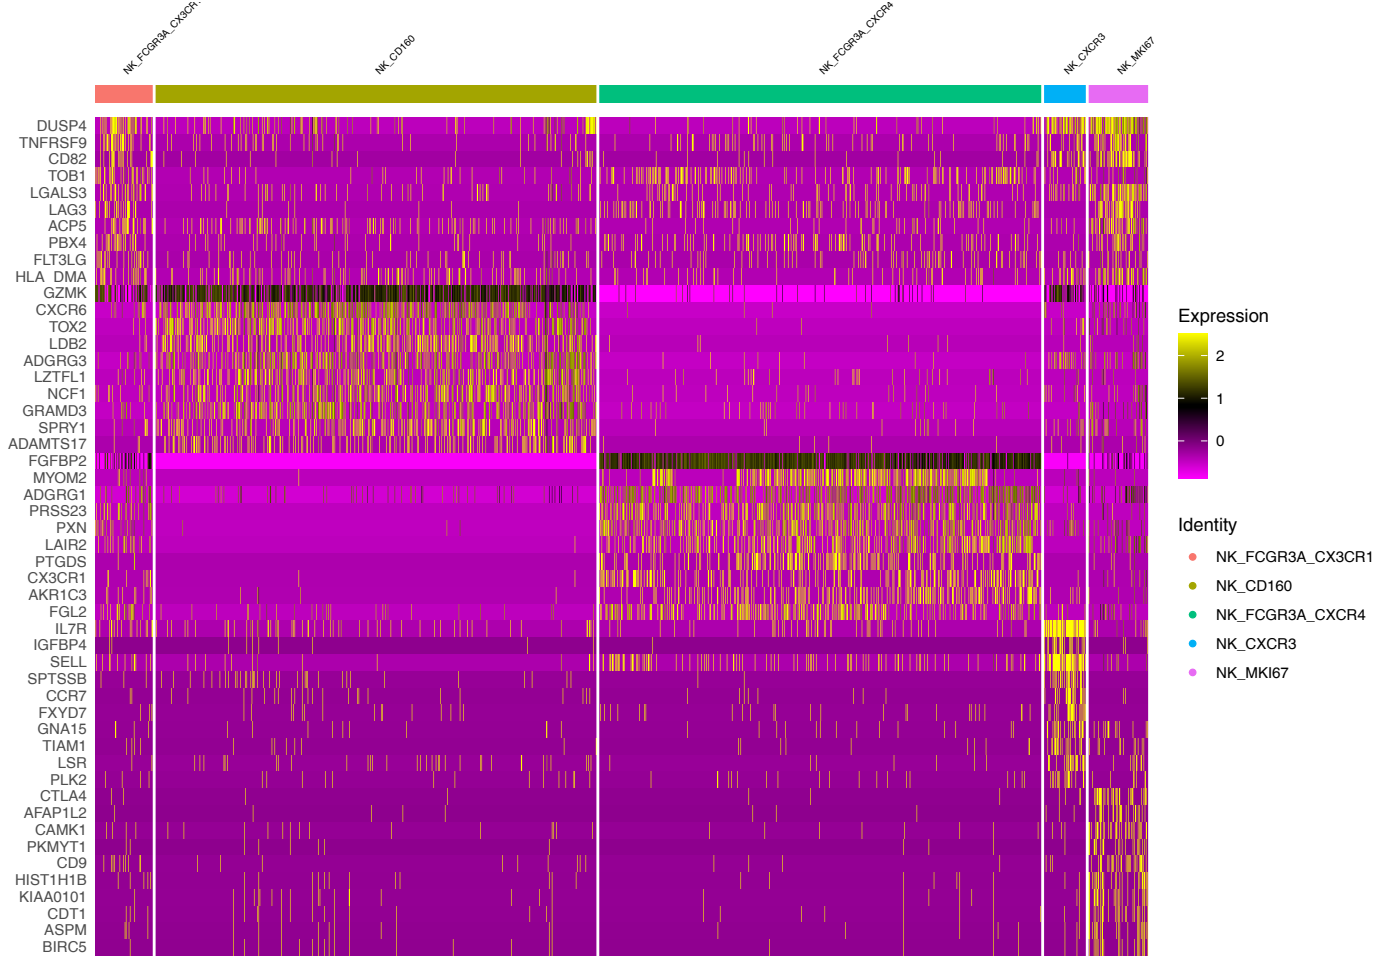

# Supplemental Figure 5

A

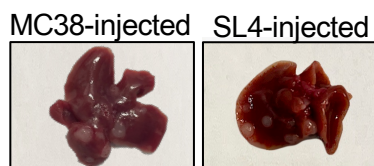

B

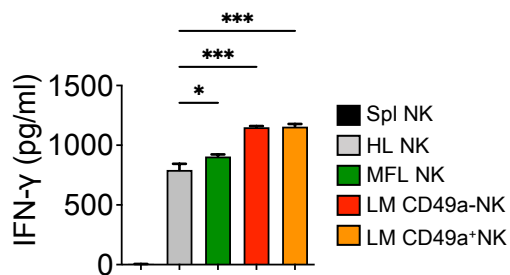

C

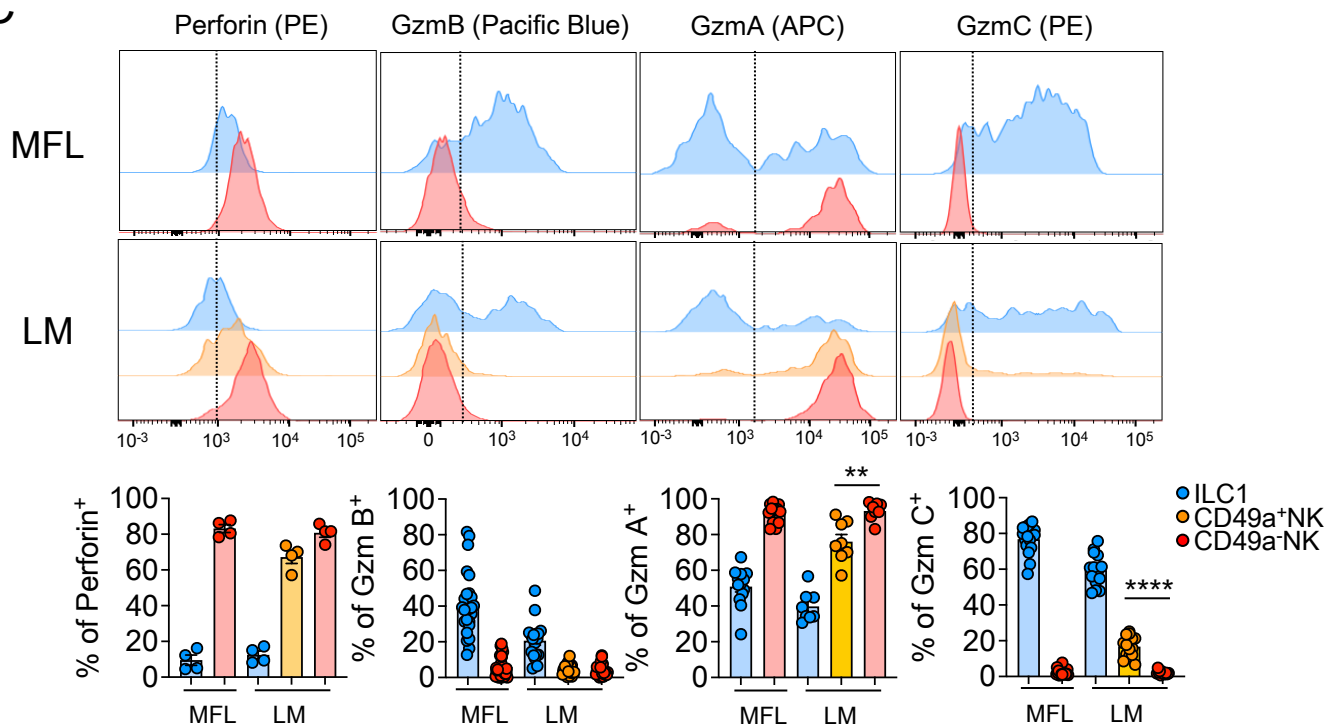

D

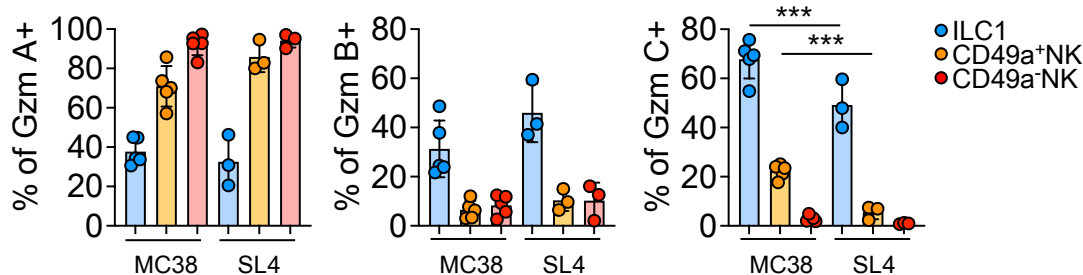

# Supplemental Figure 6

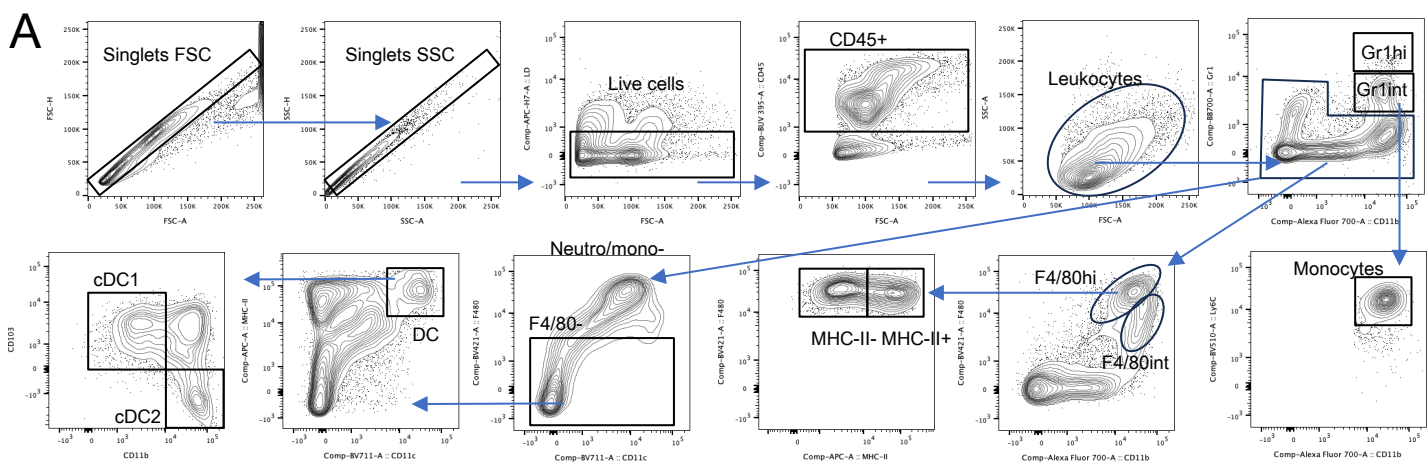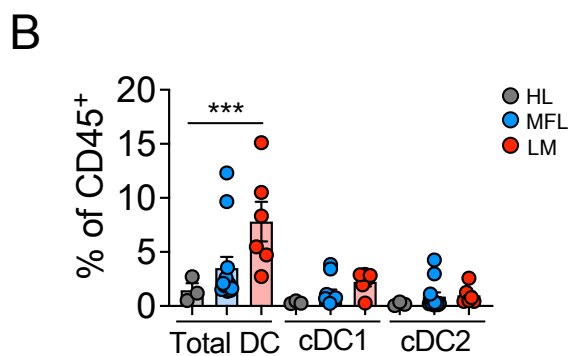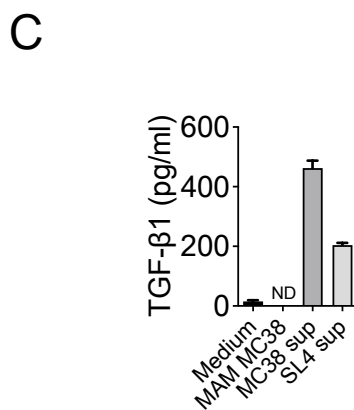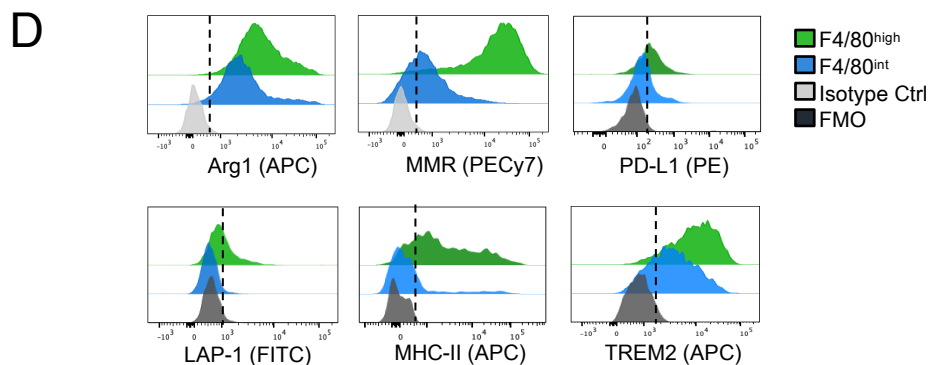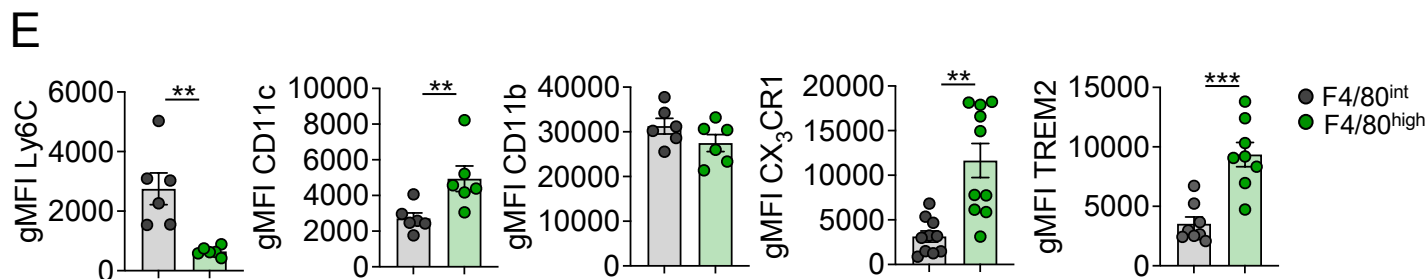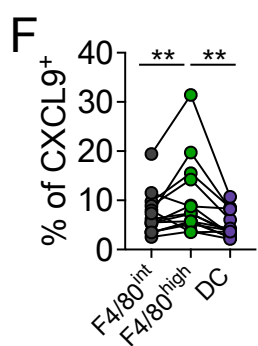

Supplemental Figure 7

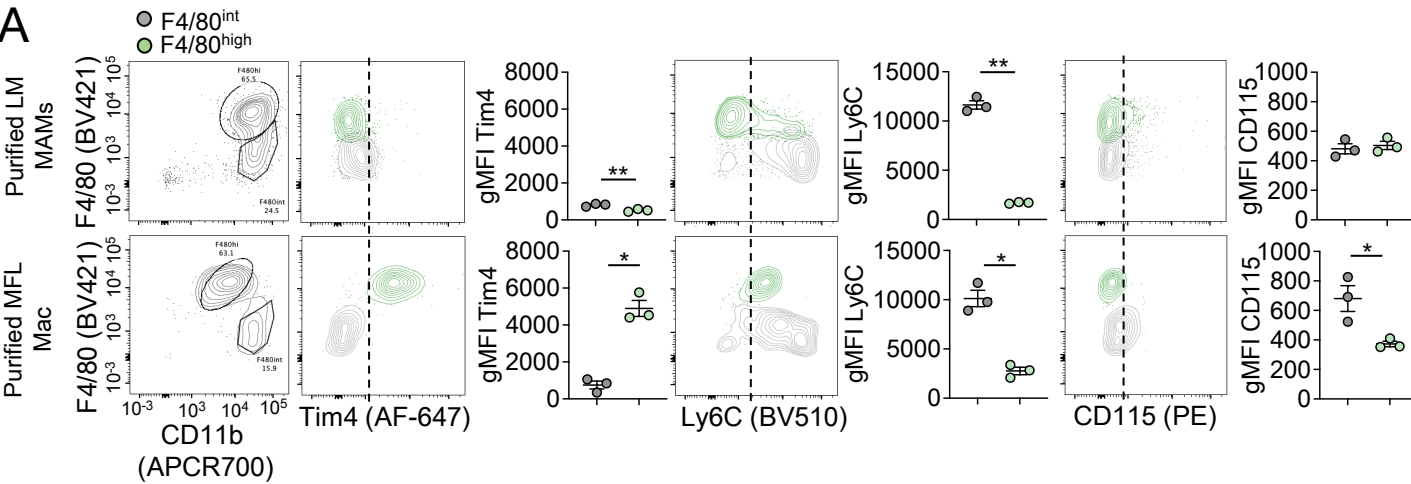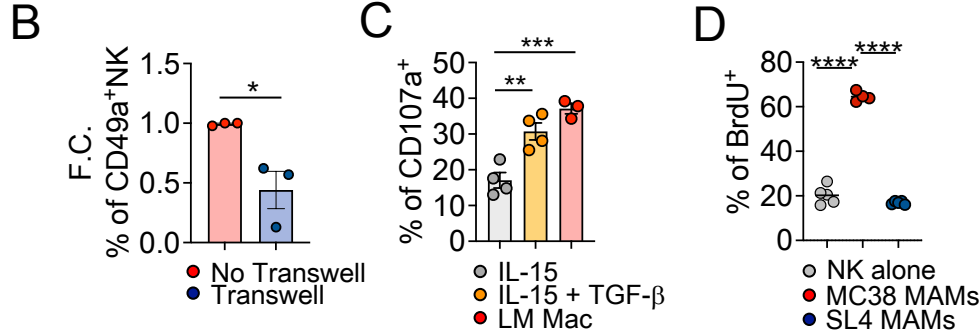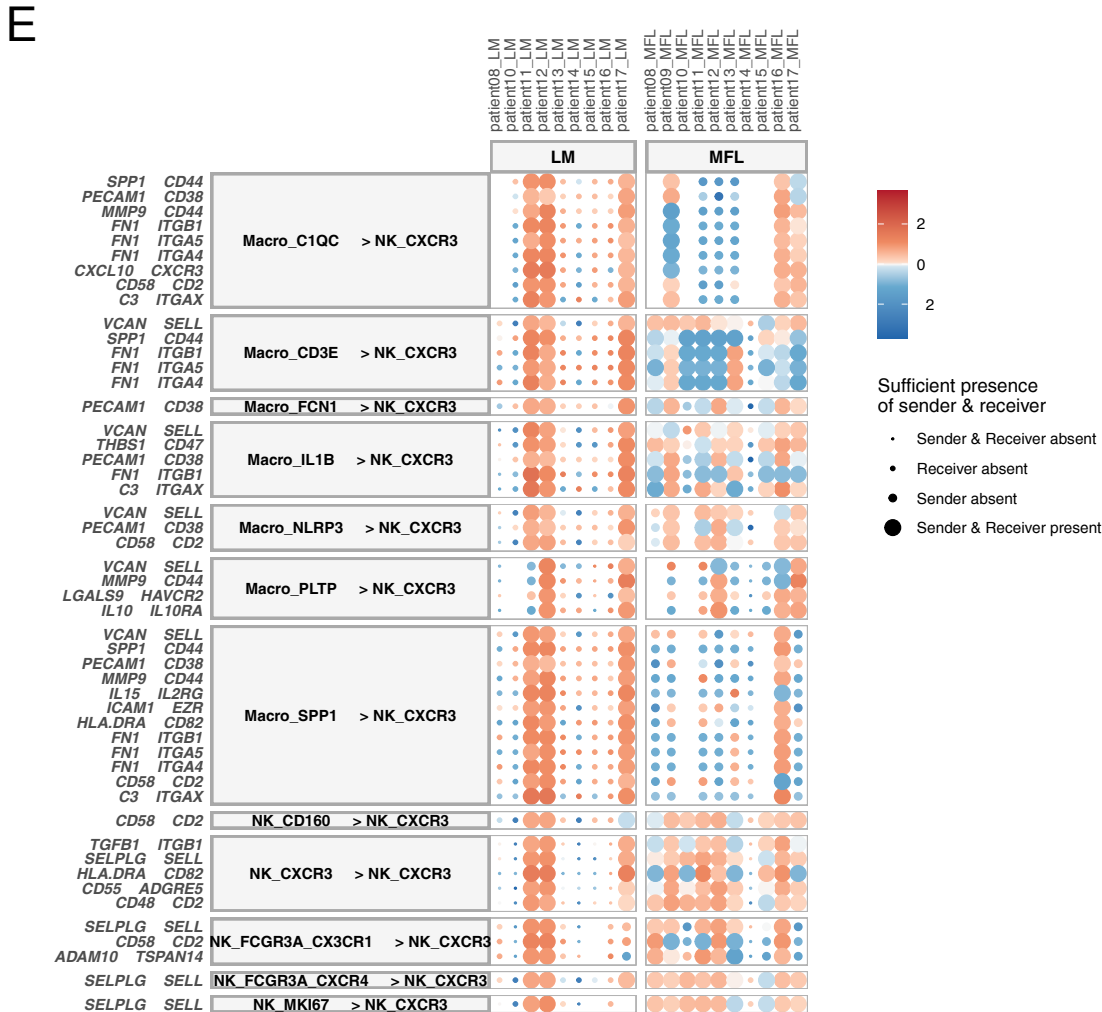

# Supplemental Figure 8

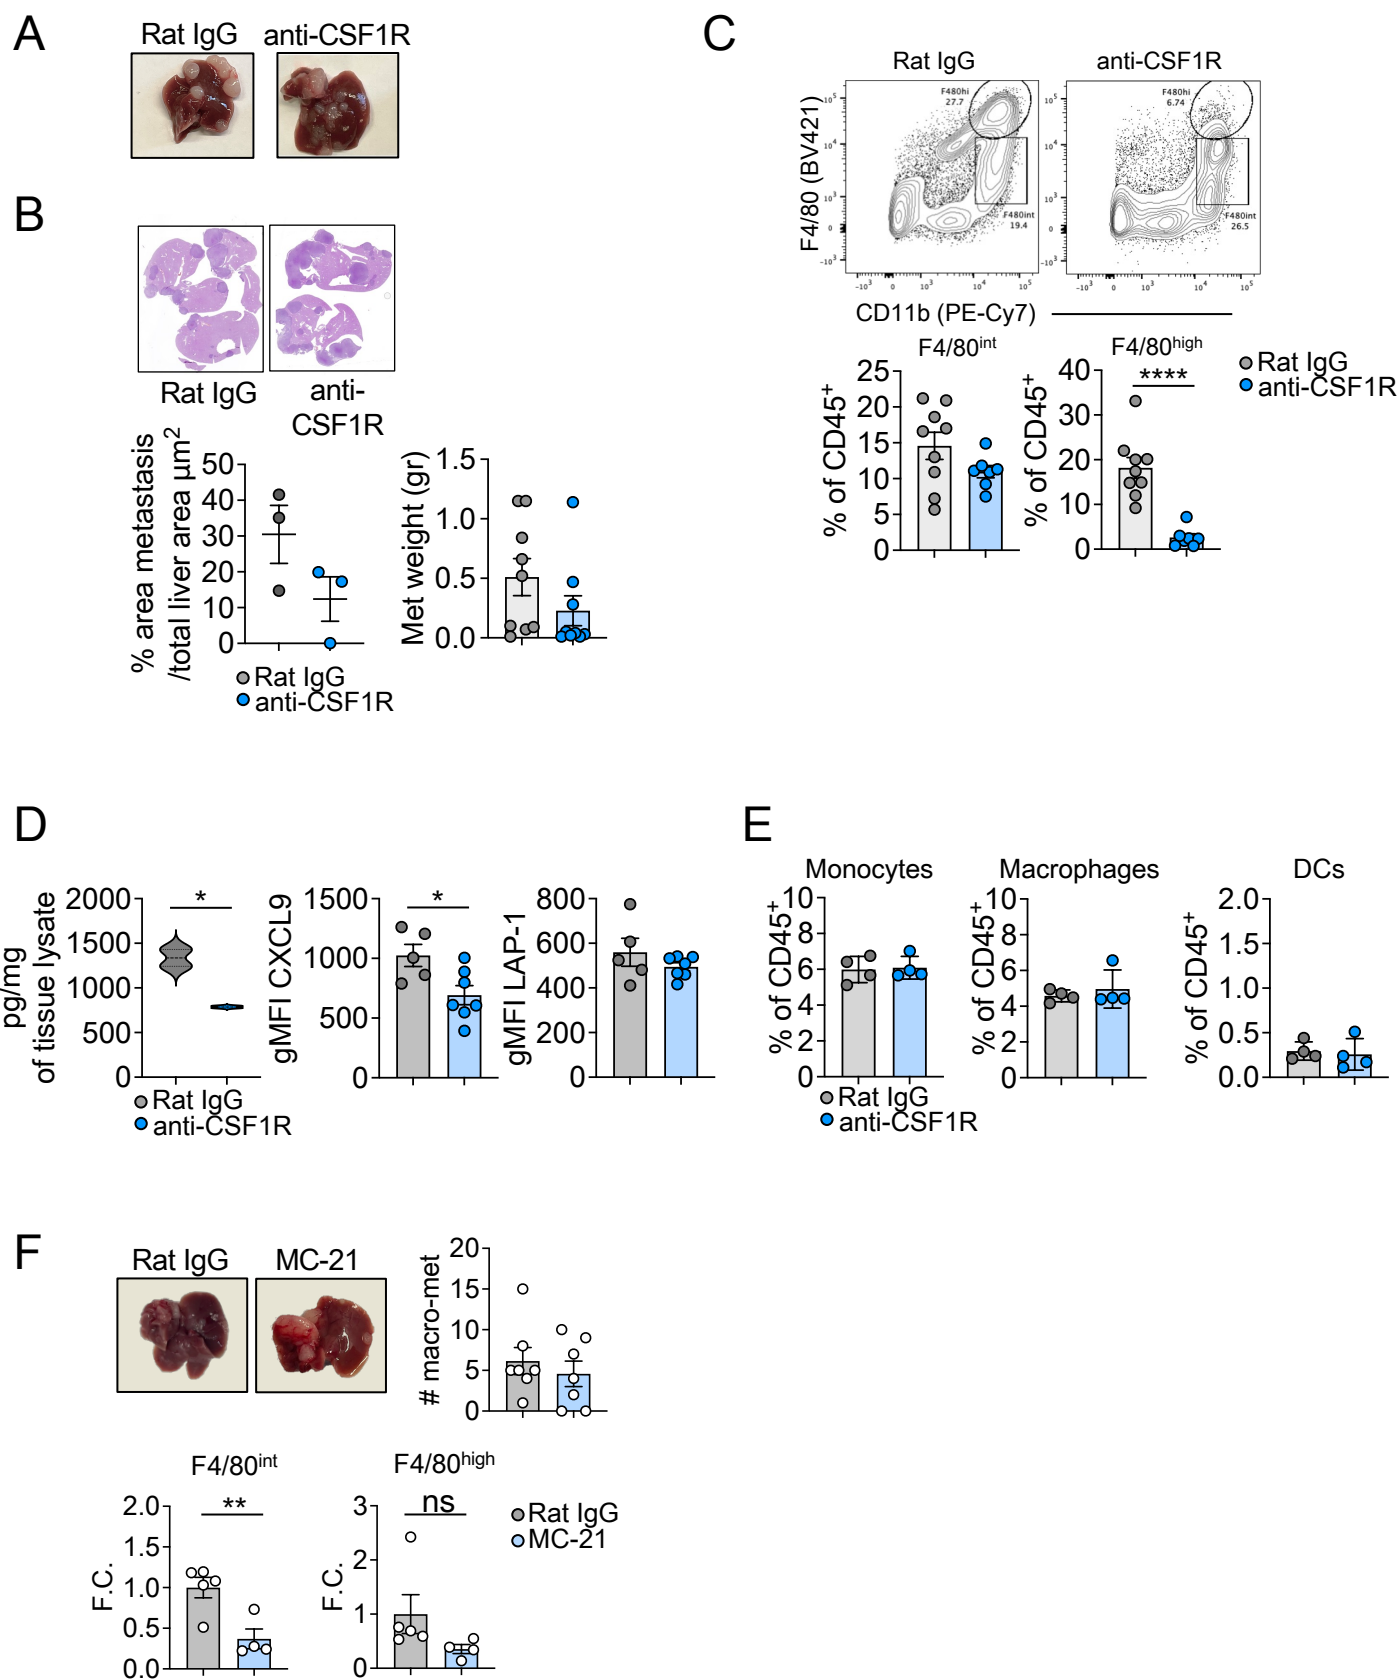

# Supplemental Figure 9

A

F1: ♂ B6 *Ncr1<sup>GFPcre/+</sup>; Cxcr3<sup>y/fl</sup>* × ♀ B6 *Cxcr3<sup>fl/fl</sup>*

F2:

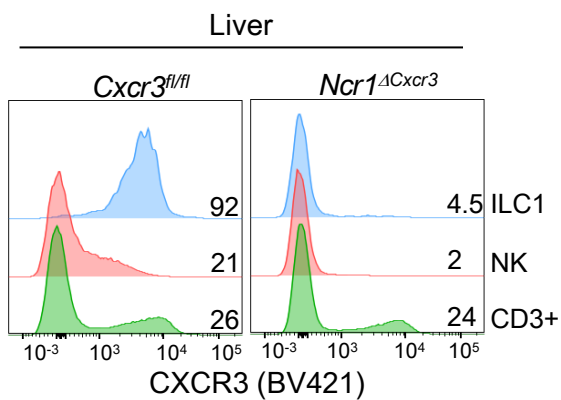

B

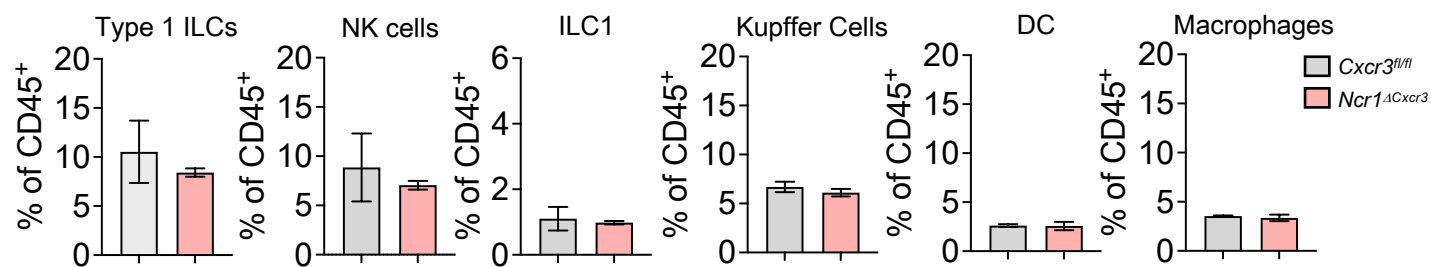

**Supplement:** Supplemental data

How the deposited data were processed for this re-analysis (not part of the article)

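Bulk RNA-seq of sorted cells was analysed in 2 experiments. The first measured type 1 lymphocytes in 12 libraries, 3 each of MFL NK cells, LM CD49a- NK cells, LM CD49a+ NK cells and MFL ILC1, sorted from pools of 6 to 8 MFL or LM samples 20 days after the injection of MC38 cells. The sample titles of the LM CD49a+ NK libraries name them ILC1. They were assigned by their population label, CD49a+CD49b+, and by Fig. 1B. The second measured F4/80 int and F4/80 hi MAMs of MC38 metastases in 6 libraries, 3 of each subset. The single-cell data of the study, its flow cytometry and its human data were not analysed here.

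For the lymphocytes, the authors trimmed the reads with trim-galore, assigned them to GENCODE M27 transcripts of GRCm39 with Salmon v1.5.0 and a decoy-aware index, and summed them to genes with tximport v1.28.0. The deposited values are estimated counts for 54309 genes, without normalization, and were rounded to whole numbers here. For the MAMs, the deposited values are whole-number counts for 13759 genes without normalization, and the lowest total of a gene over the 6 libraries is 37. The paper's text does not name the counting for the MAMs. Gene IDs were named from the GENCODE vM39 annotation of GRCm39, which held 53700 of the 54309 IDs of the lymphocytes and 13726 of the 13759 IDs of the MAMs, and positions are those of that annotation.

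Calculations used R v4.3.3, edgeR v4.0.16, limma v3.58.1, DESeq2 v1.42.0 and fgsea v1.28.0, and the plots used Python v3.11.15 with matplotlib v3.10.9. Genes were kept by edgeR's filterByExpr, which left 13594 genes of the lymphocytes and all 13759 of the MAMs. Libraries were scaled by TMM and compared with edgeR's quasi-likelihood test, in one fit of the 12 lymphocyte libraries and a separate fit of the 6 MAM libraries. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.1, the FDR of Supplemental Figure 1B, were called. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic and is approximate. Comparisons were made between LM CD49a+ and LM CD49a- NK cells, between each of these and MFL NK cells, between MFL ILC1 and MFL NK cells, between LM CD49a+ NK cells and MFL ILC1, and between F4/80 hi and F4/80 int MAMs. The interaction of CD49a and site compared the difference between LM CD49a+ and LM CD49a- NK cells with that between MFL ILC1 and MFL NK cells. A fold against a group in which every library had 3 counts or fewer was computed against 3 counts and is given as a lower bound. With 3 libraries against 3, the smallest p of an exact two-sided permutation test is 0.1.

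The genes named in the text are those the paper names and, per comparison and direction, the 3 called genes with the largest change among those with a mean of at least 5 CPM and no overlap between the groups, except that 2 of the genes the paper names are not reported here. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01 on log2 CPM with a prior count of 2, adjusted over 10 planned tests of the lymphocytes and 2 of the MAMs, and again with fry and with the correlation estimated. The cell cycle list holds the S and G2/M genes distributed with Seurat. Lists of type I interferon response, glycolysis, TGF-β signaling and its immediate-early members, leukocyte migration, tissue dissociation, classical monocyte, hepatocyte, tumor epithelium, macrophage, Kupffer cell, neutrophil, dendritic cell, B cell, T cell and erythroid genes were written by hand. ILC1 and NK genes were chosen between the MFL populations, at an adjusted p under 0.05 and an absolute log2 fold change above 1, and tested between the LM populations. The PCA used variance-stabilized counts of the genes that passed the filter.

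Total counts per library lay between 8795721 and 14386834 for the lymphocytes and between 21278959 and 32267015 for the MAMs. Mitochondrial, ribosomal RNA and small RNA genes took 5.43% to 13.4% of the counts in MFL NK cells, 3.69% to 9.54% in LM CD49a- NK cells, 5.34% to 9.12% in LM CD49a+ NK cells, 4.86% to 15.2% in MFL ILC1, 1.14% to 1.32% in F4/80 int MAMs and 1.58% to 1.82% in F4/80 hi MAMs. The tests were tried on simulated counts in which 200 genes had a true log2 change of 3. Over 12934 genes with the means, library sizes and pooled spread of the lymphocytes, edgeR called 46% of the changed genes. Of its calls, 8.91% were unchanged genes. Each gene was given edgeR's own estimate of its spread, the same in every population, although the LM populations varied more. These rates therefore do not settle how the tests behave within LM. Over 13521 genes drawn as in the MAMs it called 93.5%, and 10.95% of its calls were unchanged genes. At an unadjusted p under 0.05, camera called 1.5% and 2% of random sets of unchanged genes. The genes were simulated independently of each other, so these shares do not cover lists whose genes vary together.

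The legend of Fig. 1B gives 3 independent sortings of the lymphocytes, and libraries with the same replicate number were taken to come from one of them, although the numbers are not tied to the sortings in the text. Libraries with the same number did not deviate together, with correlations of their deviations from the group means from −0.045 to 0.098 over 18 pairs, 0 of them over 0.1, and a fit with the number as a replicate block was an alternative.

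The alternatives were DESeq2, limma-voom with sample quality weights, RLE scaling, no low-count filter, at least 10 counts in every library, a fit of only the 2 groups compared, the replicate number as a block, library sizes without mitochondrial, ribosomal RNA and small RNA genes, an adjusted p under 0.05, an absolute log2 fold change above 1, each library left out in turn, Reactome sets in place of lists, and for the PCA log2 CPM, the 500 most variable genes and the distance over all genes. Of these, DESeq2 is the test that the paper's methods name. The gene sets that the paper took from MSigDB were not analysed here.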

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

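In this part, the tests on *mt-Atp6* and on dendritic cell genes, and the division of the assignments by site, were chosen only after the result was seen.

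The difference between CD49a+ and CD49a- cells was not the same at both sites. A test of the difference itself, the interaction of CD49a and site, gave 140 genes at an edgeR adjusted p under 0.1 (85 higher and 55 lower in LM than the difference between MFL ILC1 and MFL NK cells gives), with 1183 genes at an unadjusted p under 0.05. Of the 140, 77 had opposite fold changes at the 2 sites, 121 were also called between MFL ILC1 and MFL NK cells, and 12 between LM CD49a+ and LM CD49a- NK cells. Across genes, which are not independent replicates, the correlation of the fold changes at the 2 sites was 0.150. The genes with the largest differences, chosen after their values were seen, were *Cmah*, *Wdr95* and *Cma1*, which were nearly absent from MFL ILC1 (0, 0 and 0.0315 CPM) and present in LM CD49a+ NK cells (32.0, 18.0 and 14.6 CPM), and *Tmem273*, *Bmp7* and *Tle2*, with 51.7, 18.2 and 28.5 CPM in MFL ILC1 and 0 CPM in LM CD49a+ NK cells. The count was 256 without LM CD49a- replicate 3 and 75, 76, 84, 84 and 89 without MFL NK replicate 2, MFL NK replicate 1, MFL ILC1 replicate 2, MFL ILC1 replicate 3 and MFL NK replicate 3. Of 100 assignments of CD49a status within each site, drawn from the 200 possible, 9 gave at least as many genes, the real one included. They were the 2 that kept the sorted groups of both sites, intact or with one site reversed, and 7 of the 8 that kept those of MFL and mixed those of LM, with up to 503 genes. The 80 that mixed both sites gave at most 3 genes, and the 10 that mixed only MFL gave 0. An assignment that keeps the groups of MFL holds the difference between MFL ILC1 and MFL NK cells, so the number 9 follows from the design, and a real interaction and the grouping of the LM libraries cannot be told apart by it. The populations compared also differ by their definition, since the CD49a+ cells of MFL lacked CD49b and those of LM carried it. Neither that biological difference nor the dissociation, which differed by site, was tested separately from the interaction.

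Dendritic cell genes were higher in F4/80 int MAMs. The 18 genes of a dendritic cell list, of which the study also names 6, 3 are in another list and 6 exceeded 10 CPM in F4/80 hi MAMs, were all lower in F4/80 hi MAMs, with a median log2 fold change of −3.78. For 17 of the 18, each F4/80 int library lay above each F4/80 hi library, and *Xcr1* was the exception. The most abundant in F4/80 int MAMs, named after their values were seen, were *Itgax* (887 CPM in F4/80 int and 106 CPM in F4/80 hi MAMs), *Ccl22* (383 and 4.65 CPM) and *Fscn1* (368 and 39.3 CPM), and *Ccr7* had 211 and 3.27 CPM. Dendritic cells sorted with the F4/80 int MAMs are a candidate explanation, for which the 17 genes are what it needs. A biological difference, in which F4/80 int MAMs themselves express these genes, stays open and was not tested, since no library of dendritic cells sets the share that such cells would need. Of the 20 genes of a macrophage list, 17 were higher in F4/80 hi MAMs, with a median of 1.43.

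*Atp6-ps*, a pseudogene that the paper does not discuss, had up to 28502 counts in a library, with a range from 5392 to 28502 in the 6 MFL and from 2960 to 15615 in the 6 LM libraries. The mitochondrial gene *mt-Atp6* (ENSMUSG00000064357.1, chromosome M, 7927 to 8607) had 1592 to 2293 counts in the MFL libraries and 0 in each LM library, and it shares 648 of its 651 distinct sequences of 31 bases with *Atp6-ps* (ENSMUSG00000100862.2, chromosome 1, 24653055 to 24653732). When the counts of the pair were summed, the log2 fold change of LM CD49a- over MFL NK cells was −0.67, within the range of the other 11 mitochondrial protein-coding genes, −1.35 to −0.40, but *Atp6-ps* alone (−0.51) lay within it too, so the sum does not show whether reads of *mt-Atp6* were assigned to *Atp6-ps*. Reads shared by the pair and a loss of *mt-Atp6* in LM cannot be told apart by it. In LM CD49a+ NK cells, *mt-Co3* and *mt-Nd3* had log2 fold changes of −3.14 and −2.89 against MFL NK cells, which were not examined further.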

How the results depend on the processing

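None of the tests in this part was chosen after the result was seen. The alternatives, the gene lists and the rule for the genes named were chosen before the data were examined.

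The gene counts moved with the test and with the low-count filter. In the order LM CD49a+ against LM CD49a- NK cells (19 genes), LM CD49a+ against MFL NK cells (88), LM CD49a- against MFL NK cells (10), MFL ILC1 against MFL NK cells (416), LM CD49a+ NK cells against MFL ILC1 (486) and the interaction of CD49a and site (140), DESeq2 called 543, 365, 161, 667, 1010 and 349 genes. A simulation of 12934 genes had the means, library sizes and pooled spread of the lymphocytes. In it, 53.1% of DESeq2's calls were unchanged genes, against 8.91% of edgeR's and 9.86% of those of limma-voom. DESeq2, edgeR and limma-voom called 57.5%, 46% and 32% of the changed genes. The simulation used edgeR's estimate of spread, the same in every population, so it does not settle how the tests compare within LM. With limma-voom the counts were 0 (746 genes at an unadjusted p under 0.05), 307, 104, 2645, 935 and 180. Without a low-count filter they were 200, 371, 158, 599, 774 and 264. A fit of only the 2 groups compared gave 3, 94, 3, 1228 and 476 genes for the first 5. An adjusted p under 0.05 gave 8, 57, 4, 319, 322 and 90, and at least 10 counts in every library gave 137 genes for LM CD49a+ against MFL NK cells. For the MAMs, an absolute log2 fold change above 1 lowered the count from 7555 to 3030 by its construction. For the others, the cause was not tested. RLE scaling moved no count by more than 1.5 times.

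The share of higher calls moved with the test. For LM CD49a- against MFL NK cells it was 90% (9 higher, 1 lower) with edgeR and 62.1% (100 higher, 61 lower) with DESeq2, for LM CD49a+ against MFL NK cells 65.9% and 52.1%, and for LM CD49a+ NK cells against MFL ILC1 64.0% and 53.1%. With limma-voom, the median log2 fold change of all genes was −0.27 for LM CD49a+ and −0.36 for LM CD49a- against MFL NK cells and −0.28 for LM CD49a+ NK cells against MFL ILC1, against −0.04, −0.09 and −0.07 with edgeR.

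Over the fits that each left out a library, the counts ranged from 5 to 267 for LM CD49a+ against LM CD49a- NK cells, from 26 to 162 for LM CD49a+ against MFL NK cells, from 1 to 110 for LM CD49a- against MFL NK cells, from 268 to 299 for MFL ILC1 against MFL NK cells, from 257 to 585 for LM CD49a+ NK cells against MFL ILC1 and from 75 to 256 for the interaction. The counts of 267, 110 and 256 came without LM CD49a- replicate 3 and the count of 5 without LM CD49a+ replicate 1. The PCA distance ratio (4.89) was 15.7 on log2 CPM, 2.25 with the 500 most variable genes, 1.41 over all genes, and from 1.52 without LM CD49a- replicate 2 to 11.0 without MFL NK replicate 1. The cause was not tested.

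Among the gene lists, that of type I interferon within LM had a median log2 fold change of 0.66 that did not pass the threshold with the correlation estimated (adjusted p = 0.114), and of −0.14 with the Reactome set, which gave 0.00837 for LM CD49a+ against MFL NK cells. The cell cycle list in that comparison (0.22) did not pass the threshold with the correlation estimated or under fry (adjusted p = 0.119 and 0.367), nor did that of the MAMs (1.13) with the correlation estimated (0.139). The Reactome set in place of the cell cycle list passed in both, with smaller medians of 0.07 and 0.33. TGF-β signaling in LM CD49a- NK cells (0.0392) did not pass under fry (0.119), was −0.00047 without its immediate-early members, and ranged from −0.0034 without LM CD49a- replicate 3 to 0.12 without LM CD49a- replicate 2. It was higher with at least 10 counts in every library (0.19, adjusted p = 0.000468), in the fit of only the 2 groups (0.12) and with RLE scaling (0.10). In LM CD49a+ NK cells it was −0.0617 with the correlation estimated and under fry (0.126 and 0.312), −0.0344 with at least 10 counts in every library (0.162) and −0.0776 without the immediate-early members (0.216), none past the threshold, and 0.0703 with the Reactome set. It ranged from −0.0649 without LM CD49a+ replicate 3, where the call was lost (0.118), to −0.0269 without LM CD49a+ replicate 1. The leukocyte migration list within LM passed the threshold in the fit of only the 2 groups (−0.0591, 0.073) and ranged from −0.16 without LM CD49a+ replicate 3, where it passed (0.0557), to 0.0375 without LM CD49a+ replicate 1, and it was positive also without LM CD49a+ replicate 2 (0.0118) or LM CD49a- replicate 3 (0.0265). In LM CD49a+ against MFL NK cells it was 0.0305 with RLE scaling and ranged from −0.10 without MFL NK replicate 3 to 0.0752 without LM CD49a+ replicate 3. Glycolysis within LM ranged from 0.28 without LM CD49a- replicate 2 to 0.73 without LM CD49a+ replicate 3 and lost its call without LM CD49a- replicate 3 (0.102) or LM CD49a+ replicate 1 (0.135). The cause was not tested. Under every alternative run for them, direction and side of the threshold were the same for the cell cycle within LM, glycolysis in LM CD49a+ against MFL NK cells, the classical monocyte list and the ILC1 genes chosen in MFL. Their medians ranged from 0.47 to 1.02, 0.23 to 0.38, −3.50 to −3.00 and 0.50 to 0.73 over the fits that each left out a library. Outside these ranges, they were 0.39, 0.71, −2.83 and 0.37 with at least 10 counts in every library. The Reactome set gave 0.35 for the cell cycle within LM. ILC1 genes chosen at an adjusted p under 0.1 and a log2 fold change above 2 gave 1.19.

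Of the named genes, *Mki67* in LM CD49a- against MFL NK cells changed direction with limma-voom (log2 fold change −0.21) and ranged from −0.0334 without LM CD49a- replicate 1 to 0.44 without LM CD49a- replicate 3. *Cd69* within LM ranged from −0.51 to 0.28 without LM CD49a- replicate 1 and was 0.13 without LM CD49a+ replicate 2. In the MAMs, *Cxcl10* ranged from −0.12 to 0.051 without F4/80 hi replicate 3, and *Il15* from −0.20 to 0.11 without F4/80 int replicate 1, with 0.0112 without F4/80 hi replicate 2. The cause was not tested. Over the comparisons of named genes, 46 of 720 results were no longer past the threshold with a library left out, 14 passed it newly and 6 changed direction. DESeq2 added 16 calls of 118, limma-voom lost 10 and added 9 of 120, no low-count filter added 21 of 120, the fit of only 2 groups lost 9 and added 2 of 80, at least 10 counts in every library added 2 of 81, and RLE scaling (120) and library sizes without mitochondrial, ribosomal RNA and small RNA genes (117) changed none.

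With the replicate number as a replicate block, the counts were 24, 101, 15, 445, 484, 127 and, for the MAMs, 7512, and among 120 results of named genes 1 call was lost, that of *Dennd5a* within LM (0.105), and 6 were added, those of *Sema6d*, *Itga2* and *S1pr5* in LM CD49a+ against MFL NK cells (0.0953, 0.0979 and 0.0445), of *Alb* in LM CD49a- against MFL NK cells (0.0140) and of *Ccl3* and *Cxcl9* in the MAMs (0.00241 and 0.0861). Over all alternatives, the adjusted p of these 7 ranged from 0.000722 to 0.921, 8.75e-11 to 0.446, 8.85e-05 to 0.420, 5.18e-11 to 0.560, 2.59e-11 to 0.485, 0.00241 to 0.252 and 0.0637 to 0.718. The block changed no other call of a named gene and no call of a gene list. For the MAMs, correlations of the deviations of libraries with the same number were −0.015 to 0.172 over 3 pairs, 1 over 0.1, and the paper names no shared sort.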

Differences from the paper's values

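None of the tests in this part was chosen after the result was seen.

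PC1 of the lymphocyte libraries held 25.0% of the variance, against the paper's about 46% in Fig. 1B, read by eye. Of the alternatives set before the data were examined, the 500 most variable genes gave 52.7%, within 1.5 times of the paper's value, and log2 CPM (24.1%) and the fits that each left out a library (21.9% to 28.3%) did not close the gap. The paper states 59 to 85 M reads per sample, and 8.80 to 14.4 M counts per library were assigned to genes. These are different measures, sequenced reads and counts on genes, and none of the alternatives set before the data were examined changes either.

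The paper states that *Tnfsf10*, *Ahr* and *Socs2* were higher in CD49a+ than in CD49a- NK cells. Within LM each was higher but not past the threshold with edgeR (log2 fold changes 1.82, 1.66 and 2.08, adjusted p = 0.151, 0.280 and 0.286). DESeq2, the test that the paper's methods name, called them (0.00651, 0.0468 and 0.0449). In the simulated counts of the lymphocytes, which had the same spread in every population, 53.1% of its calls were unchanged genes. The real spread was larger in LM, so this share may not hold there. No low-count filter called *Tnfsf10* and *Ahr* (1.53e-05 and 0.00692). Leaving out LM CD49a- replicate 1, 2 or 3 called *Tnfsf10* (0.0094), *Ahr* (0.0843) and *Socs2* (0.0934), respectively. Over all alternatives the adjusted p ranged from 1.53e-05 to 1.00 for *Tnfsf10*, from 0.00692 to 1.00 for *Ahr* and from 0.0449 to 1.00 for *Socs2*. In the comparison with MFL NK cells, *Socs2* and *Sema6d* were not called with edgeR (0.201 and 0.129). For *Socs2*, at least 10 counts in every library (0.089), DESeq2 (0.0185), limma-voom (0.0115) and no low-count filter (0.0439) called it, over a range from 0.0115 to 0.728. For *Sema6d*, limma-voom (0.00369), no low-count filter (8.75e-11), the replicate block (0.0953) and leaving out LM CD49a+ replicate 2 (0.0773) or MFL NK replicate 1 (0.0896) called it, over a range from 8.75e-11 to 0.446.

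The paper states that NK cell genes were low in CD49a+ NK cells. Within LM, *Itga2*, *S1pr5*, *Cx3cr1*, *Klra4* and *Klra8* were lower but not past the threshold with edgeR (log2 fold changes −1.19, −1.46, −0.61, −1.82 and −1.20). DESeq2 called *Itga2* (0.0762) and *Klra8* (0.0094), no low-count filter called *Itga2* (0.00565), *S1pr5* (0.00539), *Klra4* (1.53e-07) and *Klra8* (0.0024), and leaving out LM CD49a+ replicate 3 called *Itga2* (0.0503). The ranges over all alternatives were 0.00565 to 1.00 for *Itga2*, 0.00539 to 1.00 for *S1pr5*, 0.755 to 1.00 for *Cx3cr1*, 1.53e-07 to 0.514 for *Klra4* and 0.0024 to 0.921 for *Klra8*. Relative to MFL NK cells, *Itga2*, *S1pr5*, *Cx3cr1* and *Klra4* were not called. For *Itga2*, at least 10 counts in every library (0.0786), DESeq2 (0.0307), limma-voom (0.00715), no low-count filter (8.85e-05), the replicate block (0.0979) and leaving out LM CD49a+ replicate 3 (0.0109) called it, over a range from 8.85e-05 to 0.420. For *S1pr5*, limma-voom (0.0112), no low-count filter (5.18e-11), the replicate block (0.0445) and leaving out LM CD49a+ replicate 2 (0.0632) did, over a range to 0.560. For *Cx3cr1*, no low-count filter did (0.00477, range to 0.777), and for *Klra4*, limma-voom (0.00135), no low-count filter (8.38e-09) and the fit of only the 2 groups (0.0289) did, over a range to 0.671.

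The paper states that *Tcf7* was higher and *Bcl11b* lower in CD49a+ than in CD49a- NK cells. Within LM the directions were the same, but neither was past the threshold under any alternative (ranges of the adjusted p from 0.429 to 1.00 and from 0.154 to 1.00). Over MFL NK cells, *Tcf7* was called with DESeq2 (0.0556), limma-voom (0.0118), no low-count filter (0.0011) and the fit of only the 2 groups (0.0372), over a range to 0.671, and *Bcl11b* with no low-count filter (0.000153) or without LM CD49a+ replicate 2 (0.0346), over a range to 0.768. The paper states that *Itgb3* was induced. It was not called within LM with edgeR (1.22, adjusted p = 0.226) but was with DESeq2 (0.0212, range to 1.00).

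The paper states that TGF-β signaling was higher in both LM NK populations than in MFL NK cells. The median log2 fold change of the list was 0.04 in LM CD49a- and −0.06 in LM CD49a+ NK cells, and the Reactome set gave 0.04 and 0.07. Relative to the other genes, camera called the list (adjusted p = 2.05e-05 and 0.0172) and the Reactome set (0.000148 and 0.00482) higher in both. In LM CD49a- NK cells the list's median was 0.19 with at least 10 counts in every library and −0.00047 without its immediate-early members. It was 0.12 with the genes near 0 counts in one population set at their limit. The paper states that chemotaxis and migration genes were lower in CD49a+ NK cells. The median of the leukocyte migration list was −0.06 within LM (camera adjusted p = 0.216), and the fit of only the 2 groups (0.073) and leaving out LM CD49a+ replicate 3 (0.0557) passed the threshold, over a range to 0.643 with a library left out. The paper describes its signature as genes that among the LM samples only CD49a+ NK cells express. Of the 21 tested, 0 were called within LM with edgeR, with 10 at an unadjusted p under 0.05, and LM CD49a- NK cells had 216 CPM of *Emb*, 98.4 CPM of *1700025G04Rik*, 80.2 CPM of *Cdk6*, 26.5 CPM of *Cenpf* and 25.8 CPM of *Nt5e*, down to 0.148 CPM of *Nsl1*. *Nt5e* was called within LM with DESeq2 (0.0467, range to 1.00).

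The paper states that transcripts of TGF-β1 regulation were higher in F4/80 hi MAMs. *Tgfb1* and *Mmp9* were lower in them (log2 fold changes −0.66 and −5.31), as Fig. 5F shows. By flow cytometry, the paper found more PD-L1 and Arginase 1 in F4/80 hi MAMs. RNA of *Cd274* and *Arg1*, a different measure, was lower in them (log2 fold changes −2.14 and −1.44). Fig. 5F shows *Ccl3* as high in F4/80 hi MAMs. Its difference was not called with edgeR (0.55, adjusted p = 0.106) and was called with DESeq2 (0.043), limma-voom (0.0494), the replicate block (0.00241) and without F4/80 hi replicate 2 (0.0364) or F4/80 int replicate 1 (0.0701), over a range to 0.252.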

Other observations

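In this part, the tests on hepatocyte genes, library size and *S100a8* were chosen only after the result was seen.

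Between the MFL populations, 416 genes differed (188 higher and 228 lower in ILC1), and 486 differed between LM CD49a+ NK cells and MFL ILC1 (311 higher and 175 lower in LM), with 1138 and 1913 at an unadjusted p under 0.05. The largest differences of MFL ILC1 over MFL NK cells were *Tmem273* (at least 226-fold, edgeR adjusted p = 0.000573), *Adam19* (at least 1221-fold, 6.28e-08) and *Arnt2* (at least 119.9-fold, 0.0212), and the largest below them *Cmah* (at least 419-fold, 4.83e-06), *Cma1* (at least 540-fold, 6.28e-08) and *Elovl7* (at least 77.1-fold, 0.0489), which was not called without MFL ILC1 replicate 1 (0.186), 2 (0.151) or 3 (0.158) or MFL NK replicate 1 (0.135). For LM CD49a+ NK cells over MFL ILC1 they were *Cmah* (at least 127-fold, 2.75e-05), *Ret* (at least 81.9-fold, or 26.0-fold without LM CD49a+ replicate 3, 0.00491) and *Wdr95* (at least 71.4-fold, 0.000368), and below them *Adam19* (at least 1017-fold, 1.22e-07), *mt-Atp6* (at least 604-fold, 1.22e-07) and *Abca3* (at least 207-fold, 0.0018).

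Of 18 genes whose proteins the study stained on lymphocytes, 2 were called between the LM populations and 4 between LM CD49a+ and MFL NK cells. *Cd274* (PD-L1) had 135 ± 57.6 CPM (SD, n = 3) in LM CD49a+ and 53.2 ± 22.3 CPM in LM CD49a- NK cells (log2 fold change 1.34, edgeR adjusted p = 0.280) and was called over MFL NK cells (2.05, 0.0262), but not without LM CD49a+ replicate 1 (0.133) or MFL NK replicate 1 (0.171), 2 (0.103) or 3 (0.155). Within LM, *Cxcr3* had 36.9 ± 21.0 and 11.4 ± 9.85 CPM (1.69, adjusted p = 0.334), and was called with DESeq2 (0.0968), no low-count filter (0.0745) and without LM CD49a- replicate 2 (2.68, 0.0521), over a range to 1.00. With 1 library left out its log2 fold change ranged from 1.13 without LM CD49a+ replicate 2 to 2.68. *Cd69* had 331 and 361 CPM (−0.13, adjusted p = 0.952), and *Tigit* (0.64, adjusted p = 0.606) and *Klrg1* (−1.36, adjusted p = 0.439) were not called either. Of 11 of the genes the paper names for single-cell transitions, 1 was called within LM, *Zeb2* (−1.72, adjusted p = 0.0402), and 2 over MFL NK cells, *Zeb2* (−2.35, adjusted p = 0.00113) and *Ly6e* (1.56, adjusted p = 0.0212). The paper also names *Itga1*, *Tnfsf10*, *Cxcr3* and *Xcl1* there. Of these, *Itga1* was called within LM (3.56, adjusted p = 0.00198), and *Itga1* (3.55, adjusted p = 0.00039), *Tnfsf10* (2.34, adjusted p = 0.0181, but 0.117 without MFL NK replicate 3) and *Xcl1* (2.50, adjusted p = 0.0212) over MFL NK cells. Of the 21 transcription and signaling genes of Fig. 1C, 1 was called within LM and 3 over MFL NK cells (3 and 15 adjusted over the list alone), of its 16 effector genes 1 and 7 (11 and 15), and of the 24 genes labeled in Supplemental Fig. 1B 3 and 13 (17 and 23), all on genes the study chose on these libraries.

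Of 13 genes whose proteins or secretion the study assayed in MAMs, 10 were called, 3 higher and 7 lower in F4/80 hi MAMs. For *Cd274*, expression was 28.4 CPM in F4/80 hi and 125 CPM in F4/80 int MAMs (log2 fold change −2.14, edgeR adjusted p = 0.000266), and for *Arg1* 282 ± 16.9 and 767 ± 396 CPM (−1.44, adjusted p = 0.00576). The paper's flow cytometry gave the opposite direction for their proteins, PD-L1 and Arginase 1, which were higher in F4/80 hi MAMs. RNA and protein are different measures, and the cause of the difference was not tested. *Timd4* had 0.368 and 8.41 CPM (−4.44), *H2-Ab1* changed by −2.87 and *Il15ra* by −1.28. *Mrc1* (2.59), *Trem2* (1.39) and *Cx3cr1* (1.56) were higher, as the paper states for their proteins. *Csf1r*, which encodes CD115 and is not among the 13, was higher too (0.64, edgeR adjusted p = 0.00992), as the paper states for CD115. *Il15* had 7.78 and 8.07 CPM (−0.05, adjusted p = 0.836), and *Cxcl10* (−0.05, adjusted p = 0.733) and *Cxcl9* (−0.51, adjusted p = 0.277) were not called, *Cxcl9* except with the replicate block (0.0861) and without F4/80 hi replicate 1 (0.0637). By flow cytometry, the paper found CXCL9 protein mostly in F4/80 hi rather than F4/80 int MAMs.

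The gene counts were compared with those of other splits of the same libraries. For LM CD49a+ against LM CD49a- NK cells, 2 of the 10 splits gave as many genes, the real one included, and another split gave 105. In that comparison 9.82% of genes were without overlap, where chance gives 10%, and a real difference and the grouping of the libraries cannot be told apart. In each of the other 5 comparisons it was 1 of 10, and since 10 splits allow no share under 0.1, this share alone decides none of them. The real split gave 7555 genes in the MAMs and 416 between MFL ILC1 and MFL NK cells, against 0 in any other split, 486 for LM CD49a+ NK cells against MFL ILC1 and 88 for LM CD49a+ against MFL NK cells, against at most 1, and 10 for LM CD49a- against MFL NK cells, against at most 2. The genes without overlap were 58.4%, 25.3%, 23.2%, 20.1% and 16.2% of those tested in these 5, in the same order.

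Hepatocyte genes were higher in MFL libraries. Of a list of 30, of which the study also names 2, 1 is in another list and 3 exceeded 10 CPM in MFL NK cells, 9 had at least 5 CPM in any of the 4 populations, and 8 of the 9 were higher in both MFL than in both LM populations. The exception was *Apoc1*, with 6.82 CPM in LM CD49a- and 2.16 CPM in MFL NK cells. Of the 17 genes tested, 16 were lower in each LM population than in MFL NK cells. For 5 of them, *Alb*, *Hpx*, *Ahsg*, *Apoa1* and *Fgg*, each MFL library lay above each LM library. *Alb* had 36.6 CPM in MFL NK cells, 40.8 CPM in MFL ILC1, 0.0371 CPM in LM CD49a- and 3.82 CPM in LM CD49a+ NK cells. The list's median log2 fold change was −3.09 in LM CD49a+ and −3.54 in LM CD49a- over MFL NK cells, 0 between the LM populations and 0.76 in the MAMs. Hepatocyte RNA carried through the sorts from MFL is a candidate explanation for the 8 genes, which *Apoc1* leaves open, and no biological explanation was tested.

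ILC1 mixed into the sort of LM CD49a+ NK cells would raise all ILC1-specific genes by one share. The 30 genes tested reached a median of 5.37% of their level in MFL ILC1, 14 of them under 5%, against 20.2% for *Itga1*, and *Adam19*, *Abca3* and *Tmem273* had 279, 56.8 and 51.7 CPM in MFL ILC1 and 0 in LM CD49a+ NK cells. A mixture with cells like MFL ILC1 is therefore excluded as the whole cause of the higher ILC1 genes. A small admixture is not excluded. The sample titles name the LM CD49a+ NK libraries ILC1, but their population label is CD49a+CD49b+. By these labels, ILC1 of the metastasis were not sorted in these data. A conversion of NK cells, which the design names, stays open and was not tested.

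A tissue dissociation list of 40 genes, of which the study also names 8, 2 are in another list and 38 exceeded 10 CPM in MFL NK cells, had a median log2 fold change of 0.44 in LM CD49a+ (32 higher) and 0.52 in LM CD49a- NK cells (37 higher) over MFL NK cells, of 0.78 over MFL ILC1, of −0.257 between the LM populations and of −0.95 in the MAMs. The site and the dissociation are confounded in these libraries, so an effect of digestion and an effect of the metastasis cannot be told apart, for this list and for the TGF-β signaling list, whose median in LM CD49a- NK cells was −0.00047 without its immediate-early members (18 higher, 19 lower).

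Fewer genes had 10 or more counts in LM than in MFL NK libraries. The mean was 12656 in MFL NK cells, 10698 in LM CD49a- and 11108 in LM CD49a+ NK cells, a difference of 1754 between MFL NK and LM libraries. With every library reduced to the smallest total, 8795721 counts, it was 12057 in MFL NK cells, 12095 in MFL ILC1, 10483 in LM CD49a- and 10934 in LM CD49a+ NK cells, a difference of 1349. Library size therefore accounted for the smaller part of the difference between the means. The libraries of the sites still overlapped, with 11989 genes in LM CD49a- replicate 3 and 11404 in MFL NK replicate 1, so an effect of site and the spread between libraries cannot be told apart for the rest.

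RNA of neutrophils in F4/80 int replicate 1 alone is excluded as the cause of the *S100a8* difference. Without that library, *S100a8* was still at least 16.7-fold lower in F4/80 hi MAMs (fitted log2 fold change −6.02, edgeR adjusted p = 0.000506). The library held more of other neutrophil genes, with 51.4, 1.30 and 5.06 CPM of *Ngp* and 32.8, 1.91 and 5.41 CPM of *S100a9* in replicates 1, 2 and 3. Of the neutrophil list (15 genes, 2 of which the study names, 4 in another list and 1 over 10 CPM in F4/80 hi MAMs), 1 of 12 genes tested was higher in F4/80 hi MAMs, with a median of −4.66, and between the LM populations the median was 0.26. Neutrophils in all F4/80 int libraries, and expression by the MAMs themselves, were not tested.

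Lists of other cell types had the following median log2 fold changes between LM CD49a+ and LM CD49a- NK cells and in the MAMs: tumor epithelium (20 genes, 0 named by the study, 3 in another list, 2 over 10 CPM in MFL NK cells) 3.56 over 5 genes tested and −1.39; macrophage (20, 7, 1 and 3) 0.80 and 1.43; Kupffer cell (10, 1, 1 and 0) 0 and 0.78; B cell (10, 0, 0 and 1) 0 and 0.80; T cell (15, 3, 0 and 6) 0.08 and −0.83; erythroid (7, 0, 0 and 5) −0.59 and −0.79; classical monocyte (20, 7, 7 and 6) −0.21 and −3.27; dendritic cell −0.10 and −3.78. Of the lists tested in the passages, the study names 5 of the 97 cell cycle, 7 of the 50 type I interferon, 1 of the 26 glycolysis, 1 of the 54 TGF-β signaling and 23 of the 40 leukocyte migration genes, another list holds 0, 1, 0, 3 and 8 of them, and 62, 31, 18, 38 and 34 exceeded 10 CPM in MFL NK cells. In the MAMs, the medians of the interferon, glycolysis, TGF-β signaling, immediate-early and migration lists were −0.60, −0.57, −0.12, −1.02 and −0.66.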
